# The FHA domain protein ArnA functions as a global DNA damage response repressor in the hyperthermophilic archaeon *Saccharolobus islandicus*

**DOI:** 10.1128/mbio.00942-23

**Published:** 2023-06-30

**Authors:** Zhichao Jiang, Zijia Lin, Qi Gan, Pengju Wu, Xuemei Zhang, Yuanxi Xiao, Qunxin She, Jinfeng Ni, Yulong Shen, Qihong Huang

**Keywords:** FHA domain, archaea, DNA damage response, protein phosphorylation, signal transduction, transcription regulation

## Abstract

Forkhead-associated (FHA) domain proteins specifically recognize phosphorylated threonine via the FHA domain and are involved in signal transduction in various processes especially DNA damage response (DDR) and cell cycle regulation in eukaryotes. Although FHA domain proteins are found in prokaryotes, archaea, and bacteria, their functions are far less clear as compared to the eukaryotic counterparts, and it has not been studied whether archaeal FHA proteins play a role in DDR. Here, we have characterized an FHA protein from the hyperthermophilic Crenarchaeon *Saccharolobus islandicus* (SisArnA) by genetic, biochemical, and transcriptomic approaches. We find that Δ*SisarnA* exhibits higher resistance to DNA damage agent 4-nitroquinoline 1-oxide (NQO). The transcription of *ups* genes, encoding the proteins for pili-mediated cell aggregation and cell survival after DDR, is elevated in Δ*SisarnA*. The interactions of SisArnA with two predicted partners, SisvWA1 (SisArnB) and SisvWA2 (designated as SisArnE), were enhanced by phosphorylation *in vitro*. Δ*SisarnB* displays higher resistance to NQO than the wild type. In addition, the interaction between SisArnA and SisArnB, which is reduced in the NQO-treated cells, is indispensable for DNA binding *in vitro*. These indicate that SisArnA and SisArnB work together to inhibit the expression of *ups* genes *in vivo*. Interestingly, Δ*SisarnE* is more sensitive to NQO than the wild type, and the interaction between SisArnA and SisArnE is strengthened after NQO treatment, suggesting a positive role of SisArnE in DDR. Finally, transcriptomic analysis reveals that SisArnA represses a number of genes, implying that archaea apply the FHA/phospho-peptide recognition module for extensive transcriptional regulation.

**IMPORTANCE:**

Cellular adaption to diverse environmental stresses requires a signal sensor and transducer for cell survival. Protein phosphorylation and its recognition by forkhead-associated (FHA) domain proteins are widely used for signal transduction in eukaryotes. Although FHA proteins exist in archaea and bacteria, investigation of their functions, especially those in DNA damage response (DDR), is limited. Therefore, the evolution and functional conservation of FHA proteins in the three domains of life is still a mystery. Here, we find that an FHA protein from the hyperthermophilic Crenarchaeon *Saccharolobus islandicus* (SisArnA) represses the transcription of pili genes together with its phosphorylated partner SisArnB. SisArnA derepression facilitates DNA exchange and repair in the presence of DNA damage. The fact that more genes including a dozen of those involved in DDR are found to be regulated by SisArnA implies that the FHA/phosphorylation module may serve as an important signal transduction pathway for transcriptional regulation in archaeal DDR.

## INTRODUCTION

Cells in various environmental stresses yield adaptation to the ensure survival of living organisms. One of the most important adaption mechanisms is post-translational modification, in which phosphorylation is the widely spread in all three domains of life (1). Phosphorylation can be recognized by multiple types of protein domains for signal transduction (2). The Forkhead-associated (FHA) domain is one of the phospho-peptide recognizing domains, preferring to bind phosphorylated threonine (pThr) (3, 4). FHA domains are not conserved in sequence, but they share a similar 3-D structure. The core domain consists of 11 β-sheet linked by loops, forming a sandwich-like structure. Several invariant residues in those loops including serine (Ser), arginine (Arg), and asparagine (Asn) are responsible for pThr recognition (4, 5).

FHA domain was first identified as a conserved domain in a subset of forkhead-family transcription factors. This group of FHA domain proteins harbors DNA-binding domain (DBD) and is involved in transcriptional regulation (6, 7). In addition, eukaryotic FHA domain-containing proteins also play impocartant roles in various biological processes such as cell growth, DNA damage response (DDR), and cell cycle regulation (4, 8, 9). Notably, multiple proteins involved in DDR and DNA double-stranded break (DSB) repair harbor FHA domains, such as kinases Rad53, Mek1, CHK2, the subunits NBS1/Xrs2 of the MRN/MRX complexes, and E3 ligase RNF8 which mediates the histone H2A ubiquitination (4, 10). Therefore, those FHA proteins transfer DDR cascade signals through phospho-peptide recognition and conduct different activities, such as phosphorylation, dephosphorylation, or ubiquitination, via the domains fused with their FHAs. Due to the complexity of eukaryotic DDR, the issues such as where the FHA domain originated and how it evolved during evolution are far from being clear (10, 11).

Archaea of the order Sulfolobales, belonging to the TACK superpylum, serves as good model microbes for evolutionary studies on many processes including DNA replication, transcription, recombination, and cell division and cell cycle checkpoint control. They harbor eukaryotic-like DNA metabolic proteins, simplified cell division machinery, and eukaryotic-like cell cycle (12 - 14). The DDR in these model species was revealed to rely on an Orc1-2-centered transcriptional regulatory network (15). In this network, the transcription regulator Orc1-2 mediated the transcription of a number of genes for cell survival, including those that are involved in DNA exchange/repair (up-regulated) and cell cycle progress (down-regulated) (15, 16). However, Orc1-2 only binds to the promoters of certain up-regulated genes which contain a conserved motif for activation (15). The regulatory details of the Orc1-2-centered network are not fully clarified, and how the network is triggered is still mysteries. Our previous studies showed that the genome of *Saccharolobus* (formally *Sulfolobus*) *islandicus* REY15A encodes multiple eukaryotic-like kinases, and there exists a global phospho-proteomic change under ultraviolet (UV) irradiation (17, 18). FHA proteins are only conserved in the Crenarchaeota in archaea. Therefore, whether FHA proteins play a role in DDR in archaea is of scientific interest. Several studies on the FHA proteins in Sulfolobales showed that this protein was involved in the regulation of archaella synthesis and cell motility via interaction with the von Willebrand type A (vWA) domain-containing protein ArnB (19 - 22). Our previous study showed that *S. islandicus* FHA protein SisArnA is able to interact with SisArnB and another vWA domain protein SisvWA2. Both SisArnB and SisvWA2 contain multiple phosphorylation sites at C-terminal domains, and their phosphorylation levels are reduced after UV irradiation (18). Since we showed that SisvWA2 is also involved in the DDR regulatory network, this protein is renamed as SisArnE hereafter [ArnC and ArnD are two protein kinases that phosphorylate ArnA and/or ArnB in *S. acidocaldarius* (23)]. More importantly, it is interesting to know whether FHA proteins in Sulfolobales act as a general regulator in signal transduction for various stress responses. In addition, a study on archaeal FHA proteins could provide insight into the functional origin of FHA domain protein.

In this study, we performed genetic, biochemical, and transcriptomic analysis to investigate the roles of SisArnA in archaeal DDR signal transduction. We found that SisArnA deletion increases cell viability and cell aggregation in the presence of DNA damage. SisArnA inhibits the transcription of UV-induced pili genes (*ups*) via direct binding to the promoters of several *ups* genes together with SisArnB. The interactions of SisArnA with SisArnB and SisArnE were stimulated by phosphorylation of the vWA proteins *in vitro*. In addition, during DDR, the interaction between SisArnA and SisArnB was reduced resulting in the removal of the transcriptional inhibition, while the interaction of SisArnA and SisArnE was enhanced. Finally, our transcriptomic analysis indicates that SisArnA inhibits dozens of genes, implying that it may function as a global repressor in the cell.

## RESULTS

### The *SisarnA* deletion strain exhibits higher resistance to NQO compared to the wild-type strain

FHA domain-containing proteins in eukaryotes play critical roles in signal transduction during DDR and DSB repair (4). Gene annotation indicates that SiRe_1010 of *S. islandicus* REY15A encodes an FHA-containing protein which we name as SisArnA (24). A 70-amino acids flexible loop links the FHA domain and a Zinc-ribbon domain, which are located at the C-terminal and N-terminal end, respectively (Fig. 1A). The flexible loop contains multiple QQ motif and is conserved in Sulfolobales. Structural modeling using Alphafold2 showed that the FHA domain of SisArnA was highly similar to those of bacterial and eukaryotic FHAs, with the former being a little closer both in the arrangement of loop/β-sheet and pThr binding residues (Fig. 1B).

**Fig 1:**
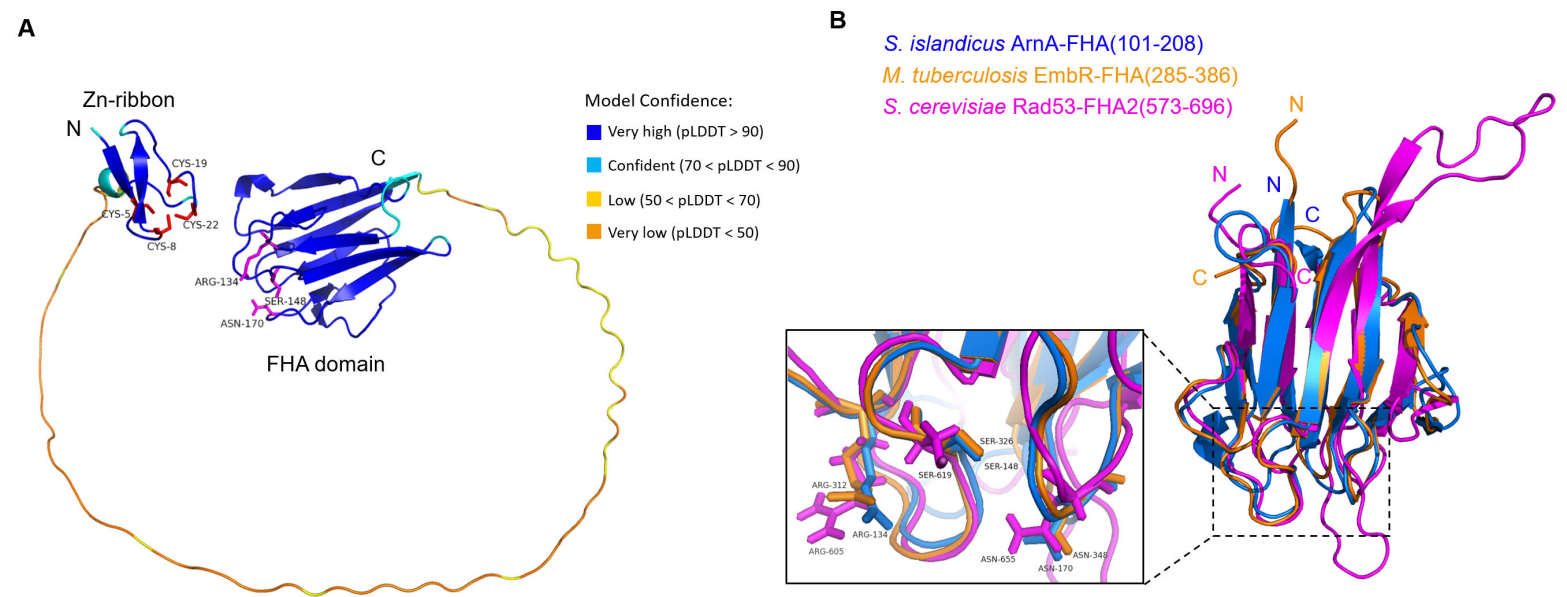
Structural analysis of the FHA domain-containing protein from *S. islandicus* (SisArnA, 208 aa). (**A**) Structural model of the whole SisArnA. The prediction was performed by the AlphaFold2 program (25), which produces a per-residue confident score (pLDDT, 0–100) on the local Distance Difference Test (lDDT-Cα) (25). The model confidence is shown in color, and the regions below 50 pLDDT may be unstructured in solution. Four cysteine residues (Cys-5, 8, 19, and 22) in the N-terminal Zn-ribbon domain are colored in red, while the three conserved residues (Arg-134, Ser-148, and Asn-170) for the recognition of phosphorylated threonine residue in the C-terminal FHA domain are colored in pink. (**B**) Superimposition of SisArnA (blue) with the FHA domains from *Mycobacterium tuberculosis* EmbR (orange) and *Saccharomyces cerevisiae* Rad53 (pink). The enlarged figure shows the loops containing three conserved pThr-binding residues.

To understand whether SisArnA is also involved in DDR and/or DNA repair in Sulfolobales, the *SisarnA* gene was deleted by genome editing using the endogenous CRISPR-Cas-based system of *S. islandicus* (Fig. S1), and the phenotype of the deletion mutant was analyzed. Firstly, we determined the growth of Δ*SisarnA* in the presence and absence of DNA-damaging agent 4-nitroquinoline 1-oxide (NQO), which can cause UV-mimic DNA lesions (1). As shown in Fig. 2A, there was no growth difference between the wild-type E233S and Δ*SisarnA* under normal conditions, suggesting that the generation time of E233S did not change after *SisarnA* deletion. Interestingly, Δ*SisarnA* grew faster than the wild-type strain in the medium supplemented with NQO. Moreover, cell viability analysis revealed that Δ*SisarnA* had a higher survival ratio compared with E233S in the presence of NQO (40.91% ± 3.02% vs 31.72% ± 1.39%, Student *t*-test *P* < 0.05), indicating that Δ*SisarnA* is more resistant to the DNA damage agent than the wild type. To further confirm the function of SisArnA, we constructed a SisArnA overexpression strain (E233S/pSeSD-*N*-His-SisArnA) and tested its growth in the presence of NQO when the protein is highly induced in the medium containing arabinose. As expected, the SisArnA overexpression strain exhibited higher sensitivity to NQO, while it grew similar to the wild type when the strain was grown in the sucrose-containing medium (Fig. S2A and C). In addition, we also performed SisArnA complementation assay and showed that the complementation strain Δ*SisarnA*/pSeSD-His-SisArnA restored the NQO sensitivity compared with the deletion strain containing an empty vector (Δ*SisarnA*/pSeSD) (Fig. S2B and C). To know why the growth was affected, we performed flow cytometry analysis (Fig. 2B). It was shown that Δ*SisarnA* had less cells arrested in G1/S phase (1 copy of chromosome peak, 1C peak) than E233S at 6 and 9 h after NQO treatment. As time passed, the proportion of the DNA less cells (<1C, representing dead cells) in Δ*SisarnA* sample was less than that in E233S (31.5% vs 37.3% at 20 h, 28.8% vs 40.4% at 27 h). We find that Δ*SisarnA* also had slightly more cells with >2C peak than that for E233S in the presence and absence of NQO, which may contain some cell aggregates. Since no growth difference was observed between the wild type and Δ*SisarnA* in the absence of NQO, the aggregated cells in the sample of Δ*SisarnA* should be all alive. The result suggested that *SisarnA* deletion is beneficial for cell survival in the presence of the DNA damage agent.

**Fig 2:**
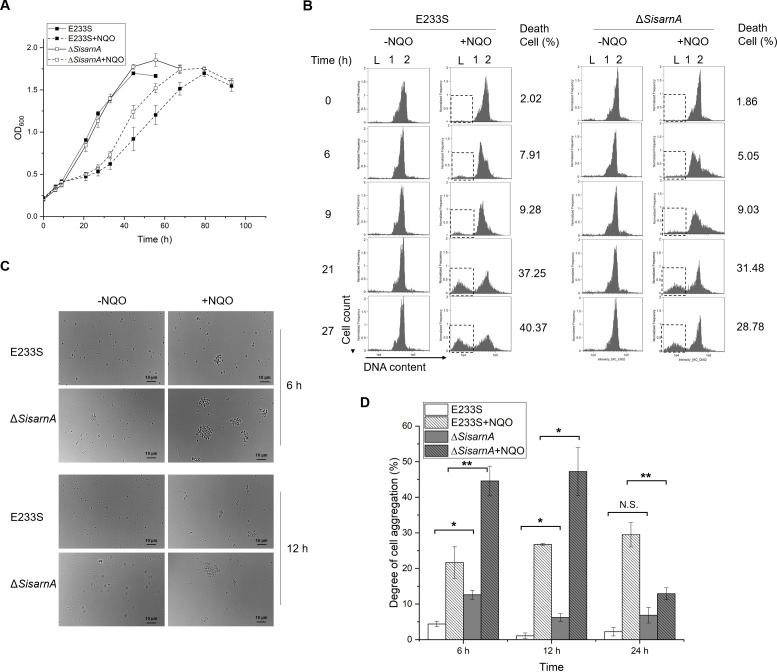
Comparison of the growth, flow cytometry profiles, and cell aggregation between Δ*SisarnA* and the wild-type strain E233S in the presence (+) and absence (−) of DNA damage agent 4-nitroquinoline 1-oxide (NQO). (**A**) Growth curves. The cultures were grown to OD_600_ = 0.2 before the DNA damage agent NQO (3 µM) was added. The values of OD_600_ were obtained from three independent cultures. Error bars indicate standard deviations. (**B**) Flow cytometry profiles. L, DNA-less cells; 1, cells containing one genome copy; 2, cells containing two genome copies. The ratios between the numbers of dead cells (boxed) and the total cell numbers at 6, 9, 21, and 27 h are indicated on the right in NQO-treated samples. (**C**) Cell aggregation analysis. Representative pictures are shown for the samples untreated or treated with NQO for 6 and 12 h. (**D**) Quantification of the results in (**C**). Aggregates containing more than three cells were counted. The values were calculated based on three independent experiments. One-tailed Student’s *t*-test was used for the statistical analysis. Significant: *P < 0.05, **P < 0.01, ***P < 0.001, N.S., not significant.

One of the best-studied DDR response in Sulfolobales cells is that they are prone to aggregation in the presence of DNA lesions caused by UV irradiation or NQO, by which DNA exchange occurs between cells (26 - 28). Cell aggregation is mediated by UV-induced pili, the components of which are encoded by a cluster of *ups* genes (26, 27). To analyze the DDR response in Δ*SisarnA*, cell aggregation with or without NQO treatment was examined. We found that Δ*SisarnA* cells already aggregated at a higher ratio (11.7%) than E233S cells (4.4%) in the absence of NQO (Fig. 2C and D). After the cells are treated with NQO for 6 and 12 h, the cell aggregation in Δ*SisarnA* increased further than that in the wild type (44.5% vs 21.6% at 6 h, 47.5% vs 26.7% at 12 h) (Fig. 2C and D). However, at 24 h, the aggregation of Δ*SisarnA* was decreased to 13%, while that of the wild type was still around 30%. This indicated that the response of Δ*SisarnA* to DNA damage was faster and more efficient than that of the wild type.

### *Sisfha* deletion derepresses the transcription of the DDR genes

It was demonstrated that there exists an Orc1-2-centered DDR network in *Sulfolobus* and *Saccharalobus* through which dozens of genes are regulated, facilitating DNA repair (15, 26, 29). These consist of up-regulated genes such as *tfb3*, *ups*, and *ced* which are involved in DNA damage regulation and DNA exchange as well as down-regulated genes which are involved in DNA replication and cell division (15, 16). To test the effect of SisArnA on the transcription of DDR genes, RT-qPCR was employed to detect the transcription levels of *orc1-2*, *tfb3*, and *upsX* genes at the early log phase (OD_600_ = 0.2–0.3). Orc1-2 activates *tfb3* and *ups* which are also activated by Tfb3. Consistent with the growth and cell morphology of Δ*SisarnA*, the mRNA levels of all the three genes in Δ*SisarnA* were higher than those in E233S. After 6-h NQO treatment at OD_600_ = 0.2–0.3, the mRNA levels of *tfb3* and *upsX* further increased (Fig. 3A). However, the transcription of *orc1-2* was not higher than E233S in the presence of NQO. In addition, we also analyzed the transcriptions of two down-regulated genes in Orc1-2-centered DDR network, *orc1-1* and *parA*, which encode the proteins for DNA replication initiation and DNA segregation, respectively. But no difference was observed between E233S and Δ*SisarnA* (Fig. 3B). The results suggested that the phenotype of higher cell aggregation and more efficient response to DNA damage agent in Δ*SisarnA* was due to elevated transcription levels of *ups*. It may be also due to the higher transcription level of *tfb3*.

**Fig 3:**
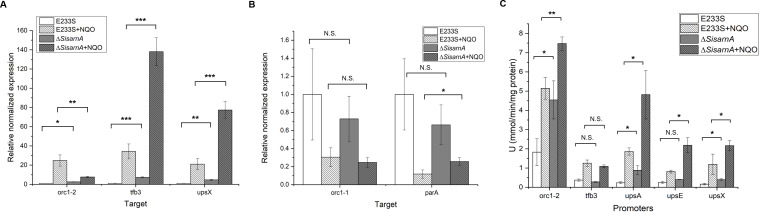
The expression of DDR genes is stimulated in Δ*SisarnA*. (**A**) RT-qPCR analysis of the expression of representative up-regulated DDR genes, *orc1-2*, *tfb3*, and *upsX*. The cells of E233S or Δ*SisarnA* were untreated or treated with NQO (3 µM) for 6 h, and total RNA was extracted and purified as described in the Materials and Methods. The comparative Ct value of tbp cDNA was used as a reference. The data were obtained from three independent experiments. (**B**) RT-qPCR analysis of the expression of the down-regulated DDR genes, *orc1-1* and *parA*. (**C**) Promoter activity analysis of the up-regulated DDR genes in E233S and Δ*SisarnA*. The strains carrying the plasmids containing the promoters (−200 to −1) of *orc1-2*, *tfb3*, or *upsX* were cultivated at OD_600_ = 0.2–0.3 and untreated or treated with 3-µM NQO for 6 h. The cells were collected and disrupted by sonication. Total cell extracts were subjected to ONPG assay (see the Materials and Methods). The values were obtained based on data from three independent experiments. Error bars indicate standard deviations. One-tailed Student’s *t*-test was used for statistical analysis. Significant: *P < 0.05, **P < 0.01, ***P < 0.001, N.S., not significant.

To confirm that SisArnA has a repressive role in the transcription of *orc1-2*, *tfb3*, and *ups* genes, we conducted a promoter activity assay based on the β-glucosidase activity system. The promoter regions of *orc1-2*, *tfb3*, and *ups* (*upsA, upsE*, and *upsX*) (200 bp upstream of their start codons) were used for the analysis. E233S and Δ*SisarnA* harboring pSe-Porc1-2/tfb3/upsA/upsE/upsX-SsolacS at the early log phase were treated or mock treated with NQO. The cells were collected at 6 h after treatment, and the β-galactosidase activity of cell extracts was measured. As shown in Fig. 3C, the promoter activities of *orc1-2, upsA*, *upsE,* and *upsX* in Δ*SisarnA* increased compared with those in E233S in both the presence and absence of NQO, while the promoter activity of *tfb3* did not change significantly in Δ*SisarnA*. These results reinforce that SisArnA is a transcriptional repressor of the DDR genes, with the *ups* genes being the most strongly repressed. However, the results from the promoter activity assay for *orc1-2* and *tfb3* were not consistent with their qPCR data. SisArnA inhibited orc1-2 promoter activity but did not affect its mRNA in the presence of NQO implying that elevated downstream regulation of Orc1-2 in Δ*SisarnA* might be high enough for the DNA exchange and repair, and there may be a complicated regulation network through which the RNA level of Orc1-2 is reduced for turning off the DDR. The result that SisArnA inhibited *tfb3* transcription but not its promoter region may suggest that the 200 bp promoter of tfb3 was not a main region targeted by SisArnA.

### Genetic interaction analysis of *SisarnA, SisarnB*, and *SisarnE*

It was reported that *Sac*ArnA and *Sac*ArnB (homologs of SisArnA and SisArnB, respectively, in *S. acidocaldarius*) interacted with each other and worked together in the regulation of *archaellum* (*arl*) genes which encodes the proteins for cell mobility (19 - 21). As interactions of SisArnA with both SisArnB and SisArnE have been detected in our previous study (18) and SisArnA is found to be involved in DDR, it is reasonable to ask whether SisArnB and SisArnE participate in DDR together with SisArnA. To answer this question, we constructed additional strains Δ*SisarnB*, Δ*SisarnE*, Δ*SisarnA*Δ*SisarnB*, and Δ*SisarnA*Δ*SisarnE* (Fig. S1). The sensitivities of these strains to NQO were analyzed with growth curves (Fig. 4). We found that Δ*SisarnB* exhibited slightly higher resistance to NQO than E233S within 30 h after treatment, while Δ*SisarnE* was more sensitive to NQO than E233S. In addition, the growth of Δ*SisarnA*Δ*SisarnB* was better than that of the single mutants Δ*SisarnA* and Δ*SisarnB* in the presence of NQO, suggesting that SisArnA and SisArnB may work together for the regulation of DDR genes. SisArnA probably plays a major role in this process although other proteins or pathways may also be involved. On the other hand, the sensitivity of Δ*SisarnA*Δ*SisarnE* was similar to that of the wild-type strain. Considering that Δ*SisarnA* and Δ*SisarnE* exhibited opposite responses to NQO and the proteins interact with each other, we speculate that SisArnE functioned as an activator during DDR in association with SisArnA.

**Fig 4:**
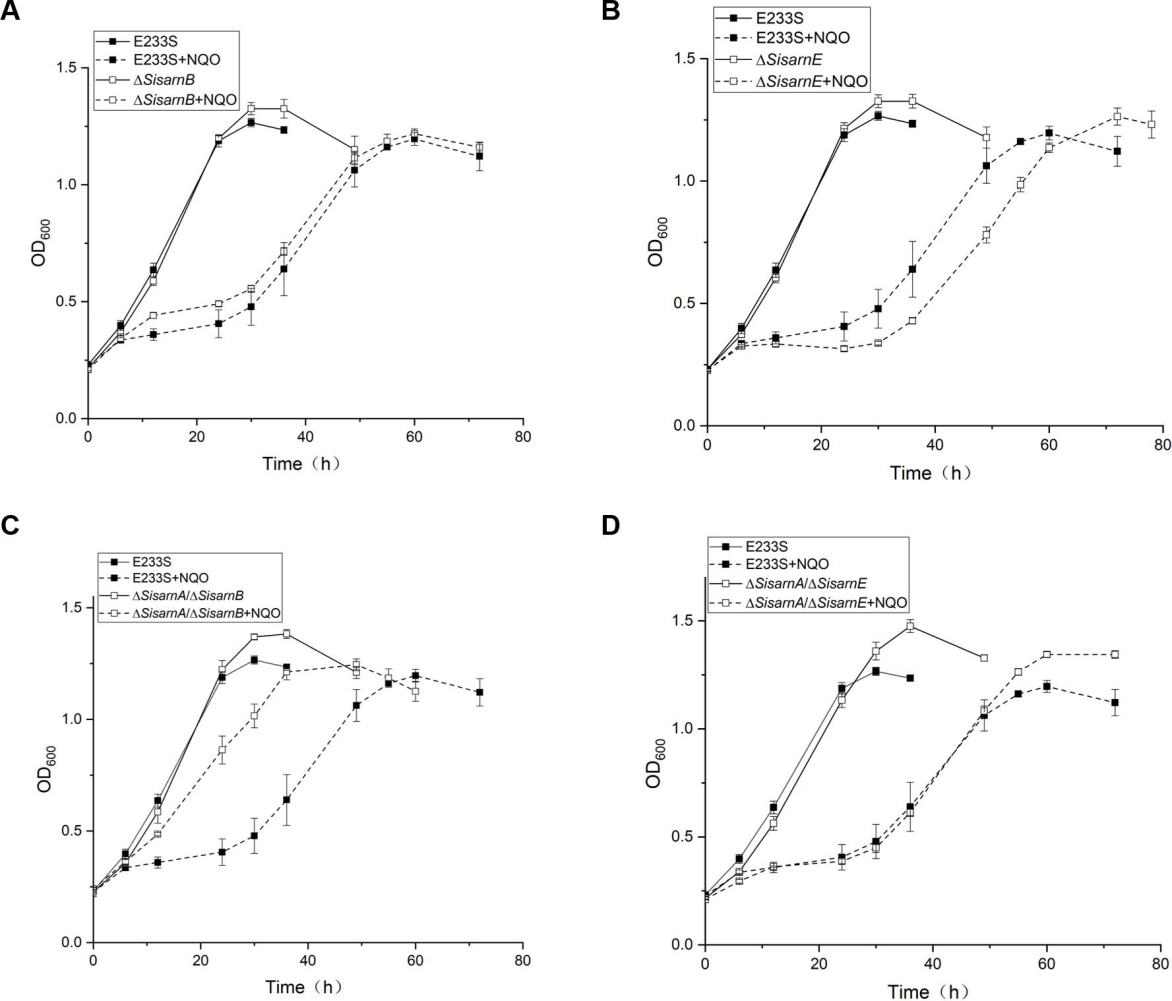
Growth curves of Δ*SisarnB* (**A**), Δ*SisarnE* (**B**), Δ*SisarnA/*Δ*SisarnB* (**C**), and Δ*SisarnA*/Δ*SisarnE* (**D**) in the absence or presence of NQO. The procedure is the same as described in Fig. 2. The experiments were repeated for three times. The data points for the E233S growth curves are the same as in panels A–D. Error bars indicate standard deviations.

To further confirm the phenotype of Δ*SisarnB*, the DNA content, cell aggregation, and transcription levels of the DDR genes were also analyzed. As expected, the ratios of DNA less cells (<1C) in Δ*SisarnB* were lower than those of wild type in the presence of NQO (Fig. 5A). We found that the proportion of cells in aggregation in Δ*SisarnB* increased at 3 and 6 h after NQO treatment compared with those of E233S although it did not change apparently in the absence of NQO (Fig. 5B). RT-qPCR analysis on the transcription of *orc1-2*, *tfb3*, and *upsX* genes revealed that the mRNA levels of *tfb3* and *upsX* genes also increased compared with those in E233S, especially after NQO treatment for 6 h (Fig. 5C). These results indicated that SisArnB interacted with SisArnA and worked as an inhibitor complex during *S. islandicus* DDR.

**Fig 5:**
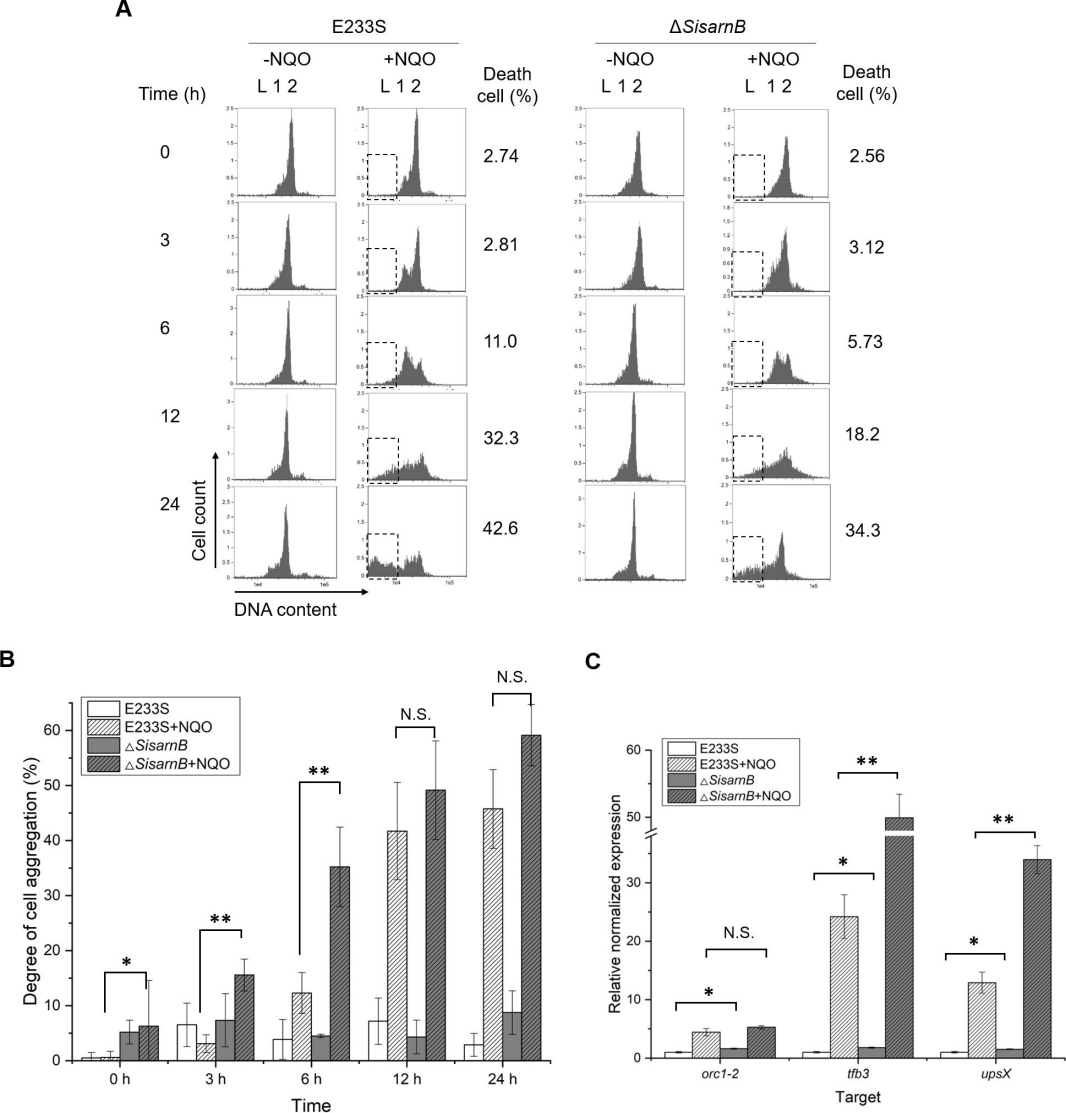
Comparison of the flow cytometry profiles, cell aggregation, and the transcription of the DDR genes between Δ*SisarnB* and the wild-type strain E233S in the presence (+) and absence (−) of NQO. (**A**) Flow cytometry profiles. L, DNA-less cells; 1, cells containing one genome copy; 2, cells containing two genome copies. The ratios between the numbers of dead cells (boxed) and the total cell numbers at 0, 3, 6, 12, and 24 h are indicated on the right. (**B**) Cell aggregation analysis. The aggregates containing more than three cells with or without NQO treatment at 0, 3, 6, 12, and 24 h were quantified. The values were calculated based on three independent experiments. (**C**) RT-qPCR analysis of the transcripts of the DDR genes. E233S or Δ*SisarnB* cells were untreated or treated with NQO for 6 h, and their total RNA was extracted for RT-qPCR with corresponding qPCR primers of *orc1-2*, *tfb3*, and *upsX*. The data were obtained from three independent experiments. Error bars indicate standard deviations. The comparative Ct value of tbp cDNA was used as a reference. One-tailed Student’s *t*-test was used for statistical analysis. Significant: *P < 0.05, **P < 0.01, ***P < 0.001, N.S., not significant.

We also analyzed the phenotype of Δ*SisarnE*. Consistent with the growth curve, Δ*SisarnE* had more DNA less cells than E233S (Fig. S4A). However, we found that the ratios of cells in aggregation in Δ*SisarnE* were higher than those in the wild type after NQO treatment at 6 and 12 h (Fig. S4B). This is consistent with the RT-qPCR result that the mRNA levels of *tfb3* and *upsX* genes were further increased in Δ*SisarnE* compared with those in E233S in the presence of NQO (Fig. S4C). Notably, under normal growth conditions, the transcriptions of *tfb3* and *upsX* were not significantly different between E233S and Δ*SisarnE* (Fig. S4C), suggesting that SisArnE did not repress the expression of these genes *in vivo*. The higher cell aggregation ratio and transcriptional levels of *tfb3* and *upsX* genes in Δ*SisarnE* may be due to more lesions induced by NQO in this strain than E233S, leading to higher sensitivity to NQO.

### The interaction between SisArnA and SisArnB was reduced but that with SisArnE was enhanced after DDR

Our previous proteomic study revealed that the phosphorylation levels of SisArnB and SisArnE were reduced after UV treatment for 30 min (18). Therefore, we speculated that the interactions of SisArnA with SisArnB and SisArnE may be inhibited in the presence of DNA damage *in vivo*. To determine this, we cultivated the complementation strains Δ*SisarnB*/pSeSD-Flag-ArnB and Δ*SisarnE*/pSeSD-Flag-ArnE and purified Flag-tagged SisArnB and SisArnE from their corresponding strains treated or mock-treated with NQO for 6 h. The interacted SisArnA pulled down by SisArnB or SisArnE was detected by Western blot with anti-SisArnA antibody. We found that the interaction of SisArnA-ArnB was stronger (about nine times) than that of SisArnA-ArnE under normal growth conditions, indicating that SisArnB was a main interactor of SisArnA *in vivo* (Fig. 6A and B). Strikingly, after NQO treatment, the amount of SisArnA pulled by SisArnB was reduced to 40% of the untreated sample, while that of SisArnA interacted with SisArnE increased to threefold of the untreated sample (Fig. 6A and B). To confirm that phosphorylation would affect the interactions of SisArnA with SisArnB and SisArnE, we purified these proteins from *Escherichia coli* and performed *in vitro* pull-down assay in the absence or presence of the kinase ePK1 (SiRe_2056) (18) (Fig. S5A). The result showed that phosphorylation of SisArnB and SisArnE stimulated their interactions with SisArnA, respectively (Fig. S5B). Since the phosphorylation levels of SisArnB and SisArnE were reduced at 30 min after UV treatment in our previous study (18), we could not exclude that their phosphorylation would be changed at the later stage of DDR, resulting in different interaction capabilities with SisArnA. The different responses of the interactions of SisArnA-ArnB and SisArnA-ArnE were in agreement with the contrasting phenotypes of Δ*SisarnB* and Δ*SisarnE*, further suggesting that SisArnB was a repressor, whereas SisArnE was a positive regulator after DDR.

**Fig 6:**
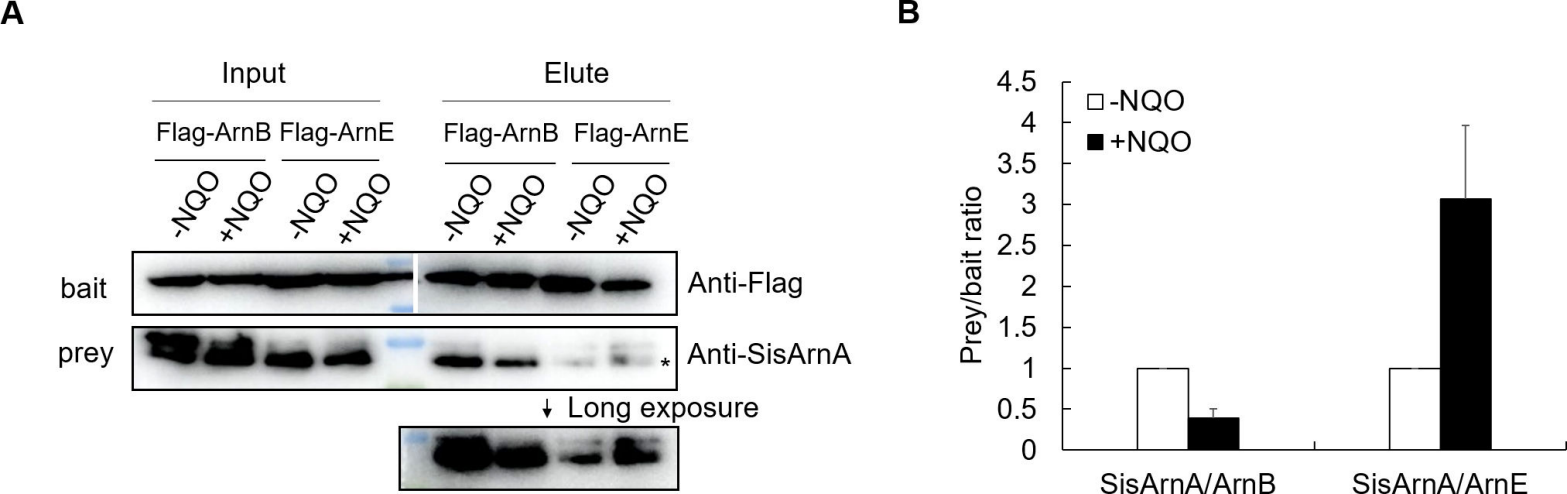
Pull-down analysis of the association between SisArnA and SisArnB or SisArnE in the presence and absence of NQO *in vivo*. (**A**) Western blotting analysis of SisArnA pulled by FLAG-tagged SisArnB or SisArnE. The complementation strains Δ*SisarnB*/pSeSD-Flag-ArnB and Δ*SisarnE*/pSeSD-Flag-ArnE were cultivated to OD_600_ = 0.2–0.3 in the arabinose-containing medium. The cells were treated with 3 µM NQO for 6 h and collected. Flag-ArnB and Flag-ArnE were precipitated with anti-Flag-coated magnetic beads. The input and elute samples were analyzed by Western blotting with anti-Flag and anti-SisArnA antibodies (see the Materials and Methods for detail). The experiments were performed for three times independently, and the representative gels are shown. The figure is an overlay between images taken after exposure and under light. The asterisk indicates the position of SisArnA whose signals were used for quantification. (**B**) Quantification of the results in **A**. SisArnA/ArnB (or ArnE) ratio without NQO treatment was set to 1.

### SisArnA in combination with SisArnB exhibited higher DNA-binding activity toward the promoter DNA

To reveal how SisArnA and SisArnB inhibit the transcription of *orc1-2*, *tfb3*, and *ups* genes, electrophoretic mobility shift assay (EMSA) was performed to detect the DNA-binding activity of SisArnA, SisArnB, and SisArnE on the promoters of these DDR genes. His-SisArnB, His-SisArnE, and untagged SisArnA were heterologously expressed and purified from *E. coli* (Fig. S5A). FAM-labeled promoter DNA of *orc1-2*, *tfb3*, and *upsX* was used as substrates. All SisArnA, SisArnB, and SisArnE were unable to bind any promoter individually (Fig. S6A). Interestingly, DNA binding was observed in the presence of both SisArnA and SisArnB, or SisArnA and SisArnE, although the activity was low (Fig. S6A).

Next, we detected the activities of the proteins purified from *S. islandicus*. His-SisArnA, Flag-SisArnB, and Flag-SisArnE were purified from their corresponding overexpression strains, individually (Fig. S5A). Surprisingly, the EMSA assay revealed that the SisArnB sample exhibited DNA-binding activity on all the three promoters (Fig. 7A), different from the protein from *E. coli*. Because SisArnB interacted with SisArnA more strongly than that of SisArnE *in vivo*, we have detected that a few amount of SisArnA was co-purified together with Flag-SisArnB from *S. islandicus* (Fig. 6A). Therefore, we speculated that both Flag-SisArnB and SisArnA in the sample contributed to the DNA-binding activity. To confirm this, Flag-SisArnB was purified from an overexpression strain with the *arnA* deletion background (Δ*arnA*/pSeSD-Flag-ArnB). As expected, this sample without ArnA was unable to bind the three promoters at the same concentrations (Fig. S6B; Fig. 7A and B). Then, all three promoters were examined, and the result showed that the SisArnB sample had higher affinity to the *upsX* promoter (P*_upsX_*) compared to the other two promoters (Fig. 7A and B). Although SisArnA did not exhibit DNA-binding activity toward different promoters, the addition of SisArnB in the reaction with the SisArnA sample further enhanced the DNA-binding capability (Fig. 7A and B), consistent with the EMSA result using proteins purified from *E. coli*. To detect the specificity of DNA-binding ability by SisArnA-SisArnB, the FAM-labeled promoter of *SiRe_1719* was used for the DNA-binding assay. 

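In the RNA-seq libraries, *SiRe_1719*, at 1593515 to 1594795 on the plus strand of the chromosome, was at 81.6 ± 4.47 FPKM (SD, n = 3) in E233S, 73.4 ± 9.34 FPKM in Δ*SisarnA*, 75.1 ± 3.29 FPKM in E233S with 3 µM NQO for 6 h, and 64.5 ± 12.4 FPKM in Δ*SisarnA* with NQO. None of the differences passed limma's test. The log2 fold change was -0.16 (standard error 0.14, adjusted p = 0.442) for the deletion without NQO, -0.12 (standard error 0.14, adjusted p = 0.513) for NQO in E233S, and -0.19 (standard error 0.14, adjusted p = 0.345) for NQO in Δ*SisarnA*.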

*SiRe_1719* encodes the histidyl-tRNA synthetase, and its transcription was not affected by either NQO treatment or *SisarnA* deletion [(15) and Table S3]. We found that the promoter P*_SiRe_1719_* could also be bound by SisArnA and SisArnB comparable with the promoters of *orc1-2*, *tfb3*, and *upsX* (Fig. 7C). In addition, a DNA competition assay was performed using unlabeled promoters of *orc1-2*, *tfb3*, *upsX*, and a gene fragment (*sire_0197*). We found that the bound FAM-labeled P*_orc1-2_*, P*_tfb3_*, and P*_upsX_* can be replaced with their corresponding unlabeled promoters (P*_orc1-2_*, P*_tfb3_*, or P*_upsX_*), while the gene fragment of *SiRe_0197* was unable to compete with P*_orc1-2_* and P*_upsX_* and only partially compete with P*_tfb3_* in the EMSA assay (Fig. 7D), suggesting that SisArnA-SisArnB exhibited higher DNA-binding activity toward promoter sequences. The lower binding activity of SisArnA-SisArnB on P*_tfb3_* was consistent with the promoter activity assay (Fig. 3C) showing that the selected 200 bp promoter region of *tfb3* may not be the main target of SisArnA-SisArnB. Unexpectedly, we found that the SisArnE sample from *S. islandicus* degraded these DNA substrates, and the degradation was inhibited by the addition of EDTA (Fig. S6C). Our results indicated that SisArnA-SisArnB inhibited the transcription of *orc1-2* and *ups* genes by directly binding to their promoters.

**Fig 7:**
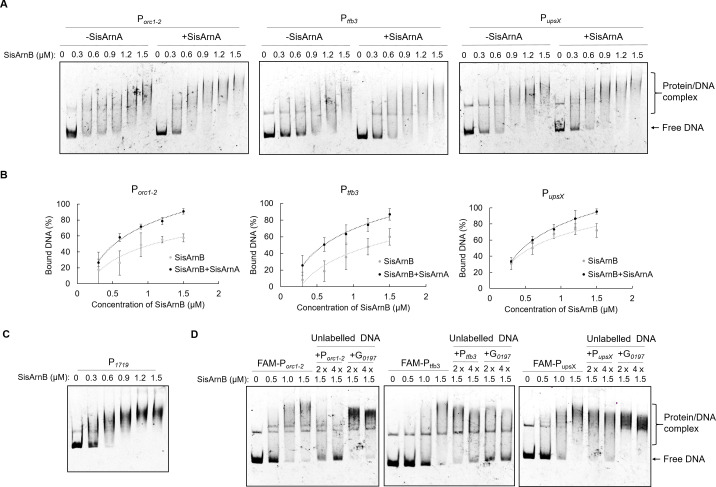
DNA-binding activities of SisArnA and SisArnB on the promoters of representative DDR genes. SisArnA and SisArnB were purified from their corresponding overexpression strains of *S. islandicus*. Different concentrations (μM) of SisArnB, either alone or together with 2 µM SisArnA, were incubated in a reaction mixture containing FAM-labeled promoter DNA fragment (200 bp) of *orc1-2*, *tfb3*, or *upsX*. The samples were analyzed in 8% native PAGE gel. The gels were scanned using Amersham ImageQuant 800. (**A**) The gel profiles of EMSA on the promoters of *orc1-2*, *tfb3*, and *upsX*. (**B**) Quantification of the results in **A**. The bound DNA was quantified. At least three independent experiments were performed, and the representative gels are shown. Error bars indicate standard deviations. (**C**) The SisArnB sample bound an unspecific promoter. The FAM-labeled promoter of *SiRe_1719* (encoding the histidyl-tRNA synthetase) was used for the EMSA assay. (**D**) DNA competition assay. Unlabeled promoter DNA fragments of *orc1-2*, *tfb3*, *upsX* or the gene fragment of *SiRe_0197* was added into the reaction mixtures at the concentrations of two- or fourfold of labeled DNA for the competition.

We found that the DNA-binding activity of SisArnA-ArnB purified from *S. islandicus* was stronger than those from *E. coli*. Given the fact that SisArnB was phosphorylated at multiple residues in its host cell, the higher DNA-binding activity should be due to the stronger interaction of SisArnA-ArnB than the proteins purified from *E. coli*, which was not phosphorylated or in low phosphorylation (18). As expected, Western blot analysis demonstrated that the phosphorylation level of the SisArnB sample purified from *S. islandicus* was much higher than SisArnB purified from *E. coli*, in which the phosphorylation can be removed by the phosphatase PP2A (Fig. S6D). To further confirm this, SisArnB, purified from *E. coli*, was phosphorylated by ePK1 *in vitro* for EMSA. We found that the phosphorylated SisArnB exhibited slightly higher DNA-binding activity in the presence of SisArnA, compared to its un-phosphorylated form (Fig. S6E).

### Transcriptomic analysis of *SisarnA* deletion in the presence or absence of NQO

To further understand whether there are other genes or pathways regulated by SisArnA, we conducted transcriptomic analysis of *SisarnA* deletion mutant treated with NQO or without treatment compared with those of the wild-type E233S. 

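Strain E233S (Δ*pyrEF*Δ*lacS*), derived from *S. islandicus* REY15A, and the *SisarnA* deletion mutant made in it were each grown with and without NQO, a compound that causes UV-mimic DNA lesions. NQO was added at 3 µM, and cells were collected after 6 h, at 75°C, from cultures treated at an OD_600_ of 0.2–0.3 by the paper's methods and of 0.2 by the sample labels. Each of the 4 groups (E233S, Δ*SisarnA*, E233S_NQO, and Δ*SisarnA*_NQO) had 3 independent cultures, so 12 libraries were compared. *SisarnA* (SiRe_1010), at 968051 to 968677 on the minus strand of the REY15A chromosome, was at 998 ± 89.3 FPKM (SD, n = 3) in E233S and 1.3 ± 0.734 FPKM (SD, n = 3) in Δ*SisarnA*. With NQO, it was at 525 ± 38.7 FPKM in E233S and 2.64 ± 2.15 FPKM in Δ*SisarnA*. Every library thus matched the strain in its label, which does not check the treatment. *pyrF*, which the genetic background lacks, was listed at 0 in all 12 libraries. The authors deposited the expression of 2781 genes as FPKM, fragments scaled to gene length and to a size for each library. The submitters' processing notes name CASAVA 2.19 and HISAT2 2.0.5, and the read counter is not given in the sources used here. Multiplied by gene length, the FPKM values stepped by whole reads, which gave the depth of each library. Reads in genes numbered 3029610 to 3199370 (median 3069079) in E233S, 3312522 to 3417661 (median 3363809) in Δ*SisarnA*, 2206989 to 2604965 (median 2449341) in E233S_NQO, and 3184223 to 3366824 (median 3296460) in Δ*SisarnA*_NQO. The E233S_NQO libraries were thus the shallowest. The library size implied by the FPKM was not the number of reads in genes. It was 2365681 to 2861435 in E233S_NQO, above those reads, and 2975218 to 3095709 in Δ*SisarnA*_NQO, below them. Values were compared as log2(FPKM + 1) with limma, in a model of all 4 groups, for the 2629 genes with a mean of at least 1 FPKM over the 12 libraries. A gene was called higher or lower at a Benjamini-Hochberg adjusted p under 0.05, and counted as past the paper's threshold when its log2 fold change was also above 1 or below -1. Since fold changes are on the log2(FPKM + 1) scale, they understate the change of genes with few reads.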

The culture samples were taken at 6 h after treatment, and total RNA was isolated for reverse transcription and sequencing. It was shown that 72 genes were up-regulated and eight genes were down-regulated after *SisarnA* deletion. 

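In untreated Δ*SisarnA*, 77 of the 2629 genes tested were higher than in E233S past the paper's threshold and 95 were lower. Among the latter, 83 lie in SiRe_0774 to SiRe_0888, a run of 110 genes at 751376 to 852184 on the chromosome, and 12 lie elsewhere. In this run, 92 genes were listed at 0 in all 6 Δ*SisarnA* libraries, and 86 of those had reads in an E233S library. SiRe_0789 (amidohydrolase) was at 1329 ± 44.6 FPKM (SD, n = 3) in E233S and at most 2.06 FPKM in a Δ*SisarnA* library. SiRe_0879, annotated as a protein of the phosphoadenosine phosphosulfate reductase family, was at 814 ± 36 FPKM in E233S and at most 0.337 FPKM in Δ*SisarnA*. SiRe_0788, SiRe_0787 (glycosyltransferase), and SiRe_0875 (sulfatase-like), the next most abundant genes of the run in E233S, had means of 498, 485, and 473 FPKM there. The run's expressed genes reach from SiRe_0776 to SiRe_0884, and the nearest genes outside it with at least 10 FPKM in E233S, SiRe_0772 (Cas6) and SiRe_0890 (a type III-B CRISPR module protein), were at 55 ± 8.99 FPKM and 176 ± 9.93 FPKM in Δ*SisarnA*. Reads in the run numbered 14150 to 23107 per library over the E233S libraries with and without NQO and 36 in the 6 Δ*SisarnA* libraries together. Of the 88 genes of the run tested, 83 were lower (85 adjusted over the list alone; camera adjusted p = 2.12e-84, and adjusted p = 1.13e-05 with an estimated correlation). This run was listed because it stood out in Table S3, so its count is not independent evidence.
Outside the run, SIRE_RS10125 (hypothetical protein) rose the most among the genes named by rule, with a log2 fold change of 4.12 (standard error 0.07, adjusted p = 8.48e-13). The MFS transporter genes SIRE_RS10780 and SiRe_0697 were at 2.96 ± 0.10 and 2.95 ± 0.07 (log2 fold change ± standard error). SIRE_RS03820, annotated as ThiC, an enzyme of thiamine synthesis, was at 1.52 ± 0.14, and the peroxiredoxin gene SiRe_0725 at 1.52 ± 0.13. SiRe_1027, annotated as 5-(carboxyamino)imidazole ribonucleotide synthase of purine synthesis, fell with a log2 fold change of -2.07 (standard error 0.12, adjusted p = 4.77e-08). Its neighbor SiRe_1026, a LysR family regulator gene, was at -1.12 ± 0.12, SiRe_0596 (PaREP1 family) at -1.66 ± 0.09, and the PadR family regulator gene SIRE_RS09980 at -1.20 ± 0.21. Fitted without the run, and with each library scaled to the same sum of FPKM over the other genes, 15 genes were lower past the threshold.

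**Figure D1:**
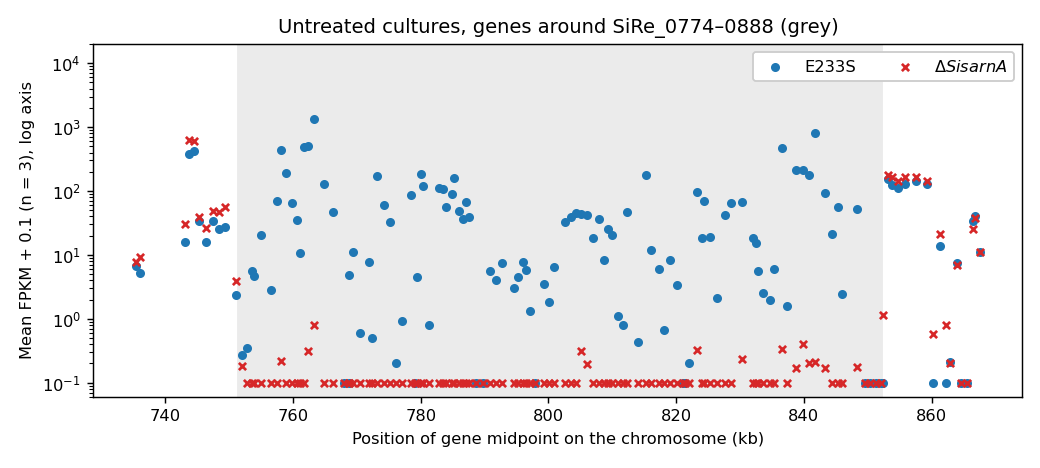
Mean FPKM + 0.1 (log axis, n = 3) of each gene around SiRe_0774 to SiRe_0888 against its position on the chromosome in kb, in untreated E233S (circles) and Δ*SisarnA* (crosses). Inside the grey span, from 751376 to 852184, the crosses lie at or near the bottom of the axis, where a gene listed at 0 is drawn.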

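*tfb3* (SiRe_1717), which encodes a transcription factor B paralog, was at 22.8 ± 2.71 FPKM (SD, n = 3) in E233S and 50.8 ± 3.41 FPKM in Δ*SisarnA*, a log2 fold change of 1.13 (standard error 0.16, adjusted p = 0.000193). Of the 5 *ups* genes, which encode the pili for cell aggregation, 3 were higher (3 adjusted over the list alone) and none was lower. *upsE* (SiRe_1879), the pilus ATPase gene, rose from 19 ± 0.622 FPKM to 64.5 ± 9.29 FPKM, a log2 fold change of 1.70 (standard error 0.12, adjusted p = 6.13e-07). The pilin genes *upsA* (SiRe_1881) and *upsB* (SiRe_1882) were at 876 ± 238 FPKM and 39.3 ± 7.1 FPKM in Δ*SisarnA*, with log2 fold changes of 1.77 ± 0.29 and 1.36 ± 0.22 (standard error); with limma-voom on reads recovered from the FPKM values, *upsB* was at an adjusted p of 0.0508. *upsX* (SiRe_1878) and *upsF* (SiRe_1880) did not pass the test, at 0.04 (standard error 0.21, adjusted p = 0.898) and 0.38 (standard error 0.19, adjusted p = 0.156). For *upsX* this differs from the paper's RT-qPCR, which found its mRNA higher in the untreated mutant. As a set, the *ups* genes passed limma's camera (adjusted p = 0.0143), but not with the correlation between genes estimated (adjusted p = 0.307 with an estimated correlation).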

Consistent with our RT-qPCR results, the transcripts of *tfb3* and the *ups* genes significantly increased (*tfb3* 2.23-fold, *upsA* 3.46-fold, *upsB* 2.66-fold, and *upsE* 3.39-fold) (Table 1). However, no transcriptional change was observed for *orc1-2*. 

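*orc1-2* (SiRe_1231), at 1177838 to 1179079 on the chromosome, was at 96.5 ± 0.797 FPKM (SD, n = 3) in untreated E233S and 142 ± 8.32 FPKM in untreated Δ*SisarnA*. Its log2 fold change was 0.55 (standard error 0.07, adjusted p = 1e-04), which passed the test but lay below the paper's fold threshold. All 3 Δ*SisarnA* libraries were above all 3 E233S libraries.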

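Of the 7 genes SiRe_0118 to SiRe_0124, which encode parts of the archaellum, 2 were higher in untreated Δ*SisarnA* (2 adjusted over the list alone), none was lower, and 5 did not pass the test. SiRe_0124, annotated as flagellin, the filament protein, rose from 48.3 ± 5.51 FPKM (SD, n = 3) to 90.9 ± 9.89 FPKM, a log2 fold change of 0.90 (standard error 0.19, adjusted p = 0.00409). SiRe_0121 rose from 1.7 ± 0.923 FPKM to 5.05 ± 0.721 FPKM, a log2 fold change of 1.22 (standard error 0.31, adjusted p = 0.0119). By limma it was at an adjusted p of 0.0505 without Δ*SisarnA* replicate 1 and of 0.0876 with thinned reads. Its log2 fold change was 0.59 with a pseudocount of 5 in place of 1. SiRe_0122 was at 4.69 ± 1.66 FPKM and 8.79 ± 1.82 FPKM, and its log2 fold change of 0.81 (standard error 0.72, adjusted p = 0.421) did not pass, except without Δ*SisarnA*_NQO replicate 3 (limma adjusted p = 0.0464). The other members had means of 1.03 (SiRe_0118) to 4.53 FPKM (SiRe_0123) in E233S, where few reads limit the test. Camera gave an adjusted p of 0.0884 for the set. The paper picked these genes from the same libraries, so the count is not independent evidence.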

We found that the transcriptional levels of several *arl* genes, which encode for *Sulfolobus* archaella components, were also slightly increased (*SiRe_0121* 2.95-fold, *SiRe_0122* 1.87-fold, and *SiRe_0124* 1.88-fold) (Table S3) in agreement with the previous study that *S. acidocaldarius* FHA protein ArnA inhibited the biosynthesis of *Sulfolobus* archaella (19). Strikingly, a dozen of putative DDR genes highly induced in the presence of NQO was also up-regulated in the untreated Δ*SisarnA* (Table 1). In addition, multiple up-regulated genes were significantly enriched in several metabolic pathways, including oxidative phosphorylation, TCA cycle, butanoate and pyruvate metabolism, and glycolysis/gluconeogenesis, in Δ*SisarnA* (Fig. S7). Moreover, there were three gene clusters transcriptionally increased, including those involved in terpenoid backbone biosynthesis (SiRe_1459–1462) and sulfur metabolism (SiRe_2307–2309 and SiRe_2310–2313) (Table S3). 

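All 16 genes printed in bold in Table 1 were higher in untreated Δ*SisarnA* (16 adjusted over the list alone; 13 called by limma-voom). They were chosen by the paper on these libraries, so this is not independent evidence. SiRe_0670 (hypothetical protein) rose from 4.29 ± 3.85 FPKM (SD, n = 3) to 45.9 ± 32.5 FPKM, a log2 fold change of 3.42 (standard error 0.65, adjusted p = 0.00207), and of 2.46 without E233S replicate 2. SiRe_0137 and SiRe_2100, also hypothetical proteins, were at 2.49 ± 0.39 and 2.27 ± 0.25 (log2 fold change ± standard error), SiRe_0137 at 1.87 without E233S replicate 3. The 9 further DDR genes of Table 1 outside the named operons were all higher (9 adjusted over the list alone; 7 called by limma-voom; also chosen by the paper). Both *ced* genes of DNA import were higher (2 adjusted over the list alone), with *cedA1* rising from 263 ± 13.9 FPKM to 597 ± 38.5 FPKM. All 3 genes of the *dpo2* operon, which encodes a DNA polymerase, were higher (3 adjusted over the list alone), *dpo2N* at 0.98 ± 0.13 and *dpo2C* at 0.89 ± 0.11. Likewise 2 of 2 genes of the *dps* operon were higher (2 adjusted over the list alone; 1 called by limma-voom), *dps* at 1.29 ± 0.10, while the call of the other, SiRe_0454, was also lost with only the groups compared, with thinned reads, and without any of 4 single libraries. Of the 9 genes of cell division and chromosome segregation, 7 were higher (8 adjusted over the list alone), led by *escrt-III-2* at 0.72 ± 0.11 and *segB* at 0.69 ± 0.12. None of the 4 genes of the *nurA-rad50-mre11-herA* operon passed limma's test, by an unadjusted p either, and limma-voom on recovered reads called 0 (0 adjusted over the list alone; camera adjusted p = 0.847).
With camera, the adjusted p of these sets was 1.03e-10 for the bold genes, 4.66e-06 for the further DDR genes, 0.0254 for *ced*, 0.0143 for *dpo2*, 0.0319 for *dps*, and 0.00333 for division and segregation. None passed with the correlation estimated: adjusted p = 0.0604, 0.0786, 0.165, 0.0935, 0.162, and 0.24 with an estimated correlation, in that order. Of the 77 genes higher in Δ*SisarnA* past the threshold and the 352 higher with NQO in E233S, 37 were the same, where independent lists of these sizes share 10.3. With a pseudocount of 5 in place of 1, 23 were shared. Both comparisons use the same 3 E233S libraries, so the lists are not independent. Simulated groups with these fold changes, those of the deletion dealt at random among genes, and with 3 simulated control libraries shared in the same way had a mean of 20.7 and at most 32 genes higher in both (100 simulations), where independent lists of the simulated sizes (means of 116 and 374) share 16.6.

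**Figure D2:**
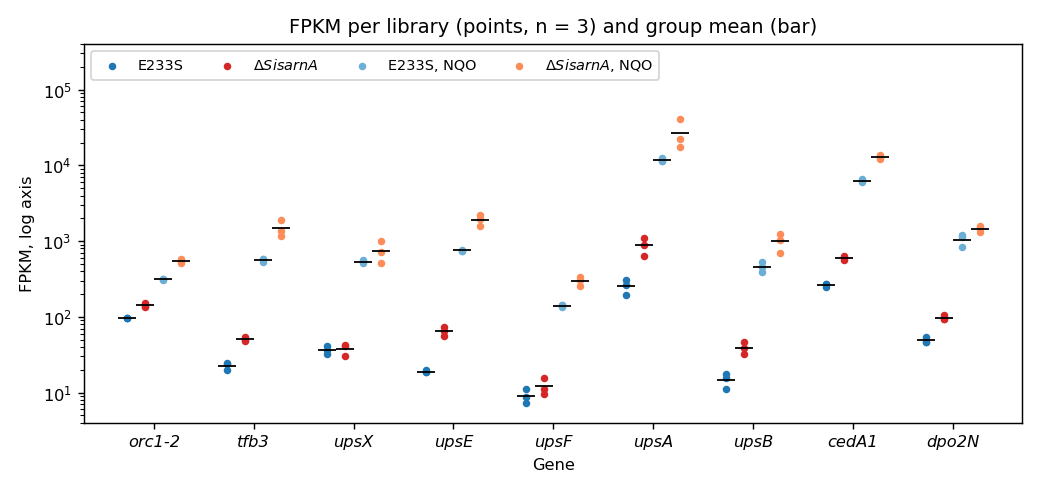
FPKM (log axis) of 9 DDR genes in each library (points, n = 3 per group) with the group mean (bar), for E233S, Δ*SisarnA*, and both strains with NQO. For *cedA1*, the points of untreated Δ*SisarnA* lie around 597 FPKM and those of untreated E233S around 263 FPKM.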

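Of the 42 genes of the respiratory chain and ATP synthase, 21 were higher in untreated Δ*SisarnA* and 1 was lower (21 and 1 adjusted over the list alone). A gene of NADH-quinone oxidoreductase, SIRE_RS08485 (subunit K), rose with a log2 fold change of 1.07 (standard error 0.17, adjusted p = 0.000506), and the Rieske protein genes SiRe_0454 and SIRE_RS11755 were at 0.84 ± 0.25 and 0.61 ± 0.10 (log2 fold change ± standard error). The call of SiRe_0454 was lost with limma-voom (adjusted p = 0.0699) and without E233S replicate 1 or 3 (limma adjusted p = 0.102 and 0.0512) or Δ*SisarnA* replicate 1 or 2 (0.0998 and 0.100), as well as with only the groups compared (0.081) and with thinned reads (0.0933). Cytochrome *c* oxidase subunit II (SIRE_RS11520), which passes electrons to oxygen, was at 0.76 ± 0.16. Of the 19 genes of the TCA and glyoxylate cycle, 12 were higher and 1 was lower (13 and 1 adjusted over the list alone). Citrate synthase (SIRE_RS13220), the entry enzyme of the cycle, was at 0.56 ± 0.08, 2-oxoacid:ferredoxin oxidoreductase subunit beta (SIRE_RS12425) at 0.61 ± 0.06, and a gene of the lactate/malate dehydrogenase family (SIRE_RS13240) at 0.68 ± 0.15. The largest change in that list was in SiRe_0199, at 0.74 ± 0.09, whose annotation is homoaconitate hydratase and not the aconitate hydratase of the cycle.
Over all genes tested, 391 of 2629 (14.9%) were higher, and Fisher's exact test (two-sided, adjusted over 6 lists) gave an odds ratio of 5.99 for the respiratory chain (adjusted p = 3.98e-07), 10.1 for the TCA cycle (adjusted p = 5.62e-06), and 3.38 for sulfur metabolism (11 of 30 genes, adjusted p = 0.00518). For acyl-CoA metabolism (6 of 33 genes higher), arginine biosynthesis (1 of 15), and purine biosynthesis (3 of 18), the adjusted p was 0.742 from the same exact test. These lists, set by product description, stand in for KEGG pathways. Counting only genes past a log2 fold change of 1, sulfur metabolism alone stayed enriched (5 of 30 genes, adjusted p = 0.00911 from Fisher's exact test). Camera gave an adjusted p of 0.00027 for the respiratory chain, 0.000359 for the TCA cycle, and 0.0319 for sulfur metabolism, none kept with the correlation estimated (adjusted p = 0.0581, 0.241, and 0.165 with an estimated correlation).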

SiRe_1459 in the cluster SiRe_1459–1462 was annotated as a 3-hydroxy-3-methylglutaryl coenzyme A (HMG-CoA) reductase which was supposed to be involved in terpenoid backbone biosynthesis. 

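All 4 genes SiRe_1459 to SiRe_1462 were higher in untreated Δ*SisarnA* (4 adjusted over the list alone). SiRe_1459, the HMG-CoA reductase gene at 1365755 to 1366987 on the minus strand, rose from 186 ± 5.32 FPKM (SD, n = 3) to 636 ± 16.4 FPKM, a log2 fold change of 1.77 (standard error 0.10, adjusted p = 2.65e-08). SiRe_1462, annotated as HMG-CoA synthase, the preceding step of the mevalonate pathway, was at 273 ± 15.7 FPKM and 1071 ± 39.4 FPKM. SiRe_1461 (thiolase family) and SiRe_1460 (Zn-ribbon OB-fold protein) had log2 fold changes of 2.31 ± 0.10 and 2.23 ± 0.13 (standard error). With NQO in E233S, 1 of the 4 was higher, SiRe_1462 at 0.91 ± 0.09 (1 adjusted over the list alone). As a set, the cluster passed camera in untreated Δ*SisarnA* (adjusted p = 4.66e-06), but not with the correlation estimated (adjusted p = 0.0645 with an estimated correlation). The paper picked the cluster from these libraries, so this is not independent evidence.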

Terpenoid compounds, such as sterols, carotenoids, or the prenyl groups of various proteins, are synthesized via the mevalonate pathway (30). A rate-limiting step of this pathway is the conversion of HMG-CoA to mevalonic acid catalyzed by the HMG-CoA reductase (31). It was reported that the activity of HMG-CoA may affect various biological processes including cellular adaption to environmental changes (32, 33). Another two clusters, SiRe_2307–2309 and SiRe_2310–2313, encode proteins participating in sulfur metabolism. 

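All 3 genes SiRe_2307 to SiRe_2309 and all 4 genes SiRe_2310 to SiRe_2313 were higher in untreated Δ*SisarnA* (3 and 4 adjusted over each list alone). SiRe_2309, annotated as sulfate adenylyltransferase, which activates sulfate, rose from 3.29 ± 0.858 FPKM (SD, n = 3) to 10.6 ± 3.73 FPKM, a log2 fold change of 1.41 (standard error 0.30, adjusted p = 0.00392). SiRe_2310, annotated as phosphoadenylyl-sulfate reductase, rose from 4.09 ± 0.904 FPKM to 15.3 ± 2.79 FPKM, a log2 fold change of 1.68 (standard error 0.24, adjusted p = 0.000277). SiRe_2313 (sulfurtransferase) was at 1.76 ± 0.19 and SiRe_2311 (nitrite/sulfite reductase) at 1.30 ± 0.23 (log2 fold change ± standard error). The E233S levels of these genes, 3.29 (SiRe_2309) to 13.2 FPKM (SiRe_2308), leave the folds understated by the pseudocount. Camera gave adjusted p = 0.0319 and 0.00139 for the 2 clusters, and neither passed with the correlation estimated (adjusted p = 0.232 and 0.0581 with an estimated correlation). Both clusters were picked by the paper from these libraries.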

The sulfur oxidation and reduction are critical metabolic pathways for this model strain living in the environments containing sulfur (34, 35). Therefore, all these genes up-regulated may stimulate cell growth under certain stress.

**TABLE 1:** Selected DDR genes significantly changed in Δ*SisarnA* or NQO-treated strains^*a*^

Process	Gene ID^*b*^	Protein	Δ*arnA*/E233S	E233S_NQO/E233S	Δ*arnA*_NQO/Δ*arnA*	Δ*arnA*_NQO/E233S_NQO
DNA replication and transcription	SiRe_1231	Orc1-2	1.470708	3.257708	3.771665	1.716234
	**SiRe_1717**	Tfb3	2.233172	25.09828	28.75049	2.573739
	**SiRe_0614**	Dpo2_N_	1.988684	21.3448	14.84651	1.394922
	SiRe_0615	Dpo2_C_	1.862119	25.64527	18.38993	1.34491
	SiRe_0616	Hypothetical protein	1.82367	22.26642	15.44077	1.274619
DNA transfer	**SiRe_1316**	CedA1	2.276737	24.21235	21.35615	2.023409
	SiRe_1317	CedA	1.70288	22.85683	20.41567	1.530797
	SiRe_1878	UpsX	1.035141	14.74947	19.64543	1.38625
	**SiRe_1879**	UpsE	3.391792	39.85754	29.28945	2.508557
	SiRe_1880	UpsF	1.862119	25.64527	18.38993	1.34491
	**SiRe_1881**	UpsA	3.454051	47.23674	30.53604	2.244086
	**SiRe_1882**	UpsB	2.653082	31.28831	25.19258	2.150315
Oxidative stress and homologous recombination	**SiRe_0453**	Dps	2.460187	2.512386	2.346385	2.316452
	SiRe_0454	Rieske (2Fe-2S) protein	1.913858	2.257665	2.275646	1.943567
	SiRe_0061	NurA	1.078934	2.165202	3.103753	1.558742
	SiRe_0062	Rad50	0.867557	2.081714	3.773653	1.584017
	SiRe_0063	Mre11	0.991877	1.940167	3.839474	1.976835
	SiRe_0064	HerA	1.050394	1.987542	3.792621	2.019244
Other DDR-related proteins	**SiRe_0670**	Hypothetical protein	10.60699	69.14417	27.2711	4.213045
	**SiRe_0137**	Hypothetical protein	5.815725	56.12965	37.42254	3.911249
	**SiRe_2100**	Hypothetical protein	5.242094	42.25696	28.73379	3.599604
	**SiRe_0187**	Hypothetical protein	2.992531	31.64887	27.81672	2.644262
	**SiRe_1957**	Flagellar hook-basal body protein	2.985278	33.06059	30.48513	2.770726
	**SiRe_0269**	Hypothetical protein	2.620876	30.74186	27.96223	2.397798
	**SiRe_0589**	Hypothetical protein	2.615577	15.58869	16.44795	2.779191
	**SiRe_0020**	Hypothetical protein	2.427957	27.19279	24.40636	2.189312
	**SiRe_0115**	Hypothetical protein	2.420355	4.090435	2.615646	1.56073
DNA replication	SiRe_1740	Orc1-1	0.950516	0.372111	0.433747	1.117161
Chromosome segregation and cell division	SiRe_1172	Hypothetical protein	1.458071	0.472708	0.468007	1.455067
	SiRe_1173	CdvA	1.291688	0.276785	0.488724	2.29946
	SiRe_1174	ESCRT-III	1.193696	0.308186	0.445789	1.740458
	SiRe_1175	Vps4	1.273353	0.375153	0.41521	1.420794
	SiRe_1200	ESCRT-III-2	1.651032	0.362361	0.367019	1.686931
	SiRe_1388	ESCRT-III-3	0.90601	0.352731	0.442867	1.143165
	SiRe_1550	ESCRT-III-1	1.343703	0.399317	0.370995	1.259446
	SiRe_1961	SegB	1.612691	0.539648	0.384145	1.157039
	SiRe_1962	SegA	1.458844	0.344242	0.360059	1.538002

^*a*^ The mRNA abundant ratios are calculated based on FPKM values from three independent data.

^*b*^ The gene IDs in bold are those up-regulated more than twofold both after SisarnA deletion and NQO treatment.

To analyze the putative effect of SisArnA on the Orc1-2-dependent DDR network, we compared the transcriptomic changes of E233S_NQO vs E233S with those of Δ*SisarnA*_NQO vs Δ*SisarnA*. 

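With NQO, *orc1-2* (SiRe_1231) rose in E233S from the untreated level to 312 ± 6.45 FPKM (SD, n = 3), a log2 fold change of 1.68 (standard error 0.07, adjusted p = 3.76e-09). Both *ced* genes, *cedA1* and *cedA*, were higher, at 4.58 ± 0.07 and 4.50 ± 0.17 (log2 fold change ± standard error), as were all 3 genes of the *dpo2* operon, with *dpo2C* at 4.63 ± 0.11. All 4 genes of the operon for resection of DNA ends were higher, *herA* at 0.98 ± 0.05, *mre11* at 0.94 ± 0.08, *rad50* at 1.04 ± 0.10, and *nurA* at 1.09 ± 0.09. All 9 genes of division and segregation were lower. Among them, *cdvA* (SiRe_1173) fell from 2302 ± 114 FPKM to 632 ± 20.3 FPKM, a log2 fold change of -1.86 (standard error 0.08, adjusted p = 3.18e-09), while *escrt-III* was at -1.70 ± 0.10 and *segA* at -1.54 ± 0.12. *orc1-1*, which encodes a replication initiator, fell with a log2 fold change of -1.44 (standard error 0.08, adjusted p = 5.61e-08). Of the 2 genes of the *dps* operon, both were higher, and so were all 9 further DDR genes and all 16 bold genes of Table 1, the last 2 lists chosen by the paper on these libraries and so not independent evidence. For each of these lists the count adjusted over the list alone was the same.
Of the sets, *ced* (adjusted p = 0.00483), *dpo2* (0.000862), the *nurA* operon (0.00324), and division and segregation (1.2e-06) passed camera, and *dps* did not (0.11). With an estimated correlation none passed: adjusted p = 0.145, 0.0853, 0.15, and 0.145 with an estimated correlation. The further DDR genes and the bold genes were at adjusted p = 4.67e-07 and 6.68e-13, and at adjusted p = 0.106 and 0.0853 with an estimated correlation.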

As previously reported, NQO treatment triggered the Orc1-2-centered DDR network which induced *orc1-2, tfb3, ups, ced, dpo2, herA-mre11-rad50-nurA* operon for DNA exchange and repair and inhibited those genes involved in DNA replication, chromosome segregation, and cell division (Table 1). 

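With NQO in Δ*SisarnA*, *orc1-2* rose to 539.6 ± 31.9 FPKM (SD, n = 3), a log2 fold change of 1.92 (standard error 0.07, adjusted p = 1.43e-09), and the response did not differ from that in E233S by the interaction test, with a difference between the strains' log2 fold changes of 0.24 (standard error 0.10, adjusted p = 0.0874). Both *ced* genes, all 3 *dpo2* operon genes, both *dps* operon genes, all 4 genes of the *nurA* operon, all 9 further DDR genes, and all 16 bold genes of Table 1 were higher, and all 9 genes of division and segregation were lower, with the same counts adjusted over each list alone. *cedA1* was at 4.42 ± 0.07, *dpo2C* at 4.19 ± 0.11, *orc1-1* at -1.19 ± 0.08, *cdvA* at -1.02 ± 0.08, and *escrt-III* at -1.16 ± 0.10 (log2 fold change ± standard error). The response was larger in Δ*SisarnA* for all 4 genes of the *nurA* operon (4 adjusted over the list alone), with *mre11* rising to 829.9 ± 71.4 FPKM, a difference of 1.00 (standard error 0.12, adjusted p = 9.25e-05), and *herA* to 1249 ± 33.6 FPKM, a difference of 0.95 (standard error 0.08, adjusted p = 5.42e-06). *cdvA* fell less in Δ*SisarnA*, by a difference of 0.84 (standard error 0.11, adjusted p = 0.000159), as did *escrt-III* (difference 0.54 ± 0.14), and *segB* fell more (difference -0.46 ± 0.16, limma adjusted p = 0.0492), a call kept without E233S_NQO replicate 3 and lost without any other library (limma adjusted p up to 0.117), and lost with median scaling (0.0615), no filter (0.0514), eBayes without a trend (0.0588), a pseudocount of 0.1 (0.0524), and limma-voom (0.096). For *ced*, *dps*, the further DDR genes, and the bold genes, no gene's response differed between strains by limma (0, 0, 0, and 1 by an unadjusted p, and 0 by limma-voom), and for *dpo2* 1 of 3 did (2 adjusted over the list alone).
As sets, with NQO in Δ*SisarnA*, the *nurA* operon (camera adjusted p = 3.52e-07), *ced* (8.69e-05), *dpo2* (5.12e-06), division and segregation (9.84e-10), the further DDR genes (1.67e-11), and the bold genes (1.64e-21) also passed with the correlation estimated, and *dps* (0.0274) did not (adjusted p = 0.127 with an estimated correlation). The larger response of the *nurA* operon (adjusted p = 0.00198) was not kept (adjusted p = 0.24 with an estimated correlation).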

Nearly, all of these genes and those with unknown functions were changed in the same way in Δ*SisarnA*_NQO vs Δ*SisarnA* (Table 1), indicating that the major DDR was not affected by *SisarnA* deletion. In addition, the transcript levels of *tfb3* and *ups* genes were further increased in Δ*SisarnA*_NQO vs Δ*SisarnA* compared to those in E233S_NQO vs E233S (Table 1), consistent with our RT-qPCR results (Fig. 3A). However, a major part (about three-fourths) of other NQO responsive genes in E233S did not change significantly in Δ*SisarnA* after NQO treatment (336 up/73 down in E233S_NQO vs E233S compared to 84 up/59 down in Δ*SisarnA*_NQO vs Δ*SisarnA*) (Fig. 8; Table S3). 

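After 6 h with NQO, *tfb3* was at 567 ± 28 FPKM (SD, n = 3) in E233S and 1471 ± 394 FPKM in Δ*SisarnA*, a log2 fold change between strains of 1.34 (standard error 0.16, adjusted p = 1.97e-05). *upsE* was at 752 ± 11.4 and 1903 ± 320.3 FPKM, *upsA* at 11896 ± 686 and 26921 ± 12494 FPKM, and *upsB* at 459.9 ± 71.6 and 997 ± 276 FPKM, with log2 fold changes between strains of 1.32 ± 0.12, 1.08 ± 0.29, and 1.09 ± 0.22 (standard error). Of the 5 *ups* genes, 4 were higher in Δ*SisarnA* with NQO (4 adjusted over the list alone; camera adjusted p = 0.0269, and adjusted p = 0.32 with an estimated correlation), and *upsX* was at 0.43 ± 0.21, called only with limma-voom (adjusted p = 0.034) or without Δ*SisarnA*_NQO replicate 2 (limma adjusted p = 0.00696). The induction by NQO was 4.59 ± 0.16 in E233S and 4.80 ± 0.16 in Δ*SisarnA* for *tfb3*, and its difference of 0.21 (standard error 0.22, adjusted p = 0.497) did not pass the interaction test. For *upsE* the induction was 5.24 in E233S and 4.86 in Δ*SisarnA*, for *upsA* 5.57 and 4.88, and for *upsB* 4.88 and 4.61. For *upsX* it was 3.84 and 4.23, and for *upsF* 3.82 and 4.53. The difference did not pass for any of the 5 (1 by an unadjusted p, and 0 by limma-voom), with limma adjusted p of 0.0629 (*upsF*), 0.122 (*upsE*), 0.22 (*upsA*), 0.342 (*upsX*), and 0.543 (*upsB*). All 5 were higher with NQO in both strains (5 adjusted over the list alone), and the set passed camera in E233S (adjusted p = 4.13e-05; adjusted p = 0.199 with an estimated correlation) and in Δ*SisarnA* (adjusted p = 1.54e-08; adjusted p = 0.0598 with an estimated correlation).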

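Past the paper's threshold, NQO raised 352 genes and lowered 74 in E233S, and raised 99 and lowered 61 in Δ*SisarnA*. The glycerol kinase gene SiRe_0320 rose in both, by a log2 fold change of 4.78 ± 0.30 in E233S and 3.47 ± 0.30 in Δ*SisarnA* (standard error), as did the DUF853 family gene SIRE_RS08720, at 4.35 ± 0.13 and 4.80 ± 0.13. For SiRe_0320 in Δ*SisarnA*, the log2 fold change was 6.671 with a pseudocount of 0.1 and 1.602 with 5. Its value in E233S was also lower with 5. The size of its rise in Δ*SisarnA* thus depends on the pseudocount, and these values do not settle whether it rose less there. The genes of the thiosulfate:quinone oxidoreductase subunits, SiRe_0641 and SiRe_0642, which pass electrons from thiosulfate to quinones, rose in E233S (2.64 ± 0.18 and 2.55 ± 0.25) and fell in Δ*SisarnA* (-0.89 ± 0.18 and -0.81 ± 0.25). With the spread taken from the 2 groups compared alone, those falls were at limma adjusted p = 0.051 and 0.148, and the fall of SiRe_0642 was not called without Δ*SisarnA* replicate 2 or 3 (0.0873 and 0.0785) or Δ*SisarnA*_NQO replicate 3 (0.0621). SiRe_0131, a CopG family gene, rose at 4.27 ± 0.51 in E233S and 1.82 ± 0.51 in Δ*SisarnA*, the latter not called with only the groups compared (limma adjusted p = 0.0955) or without Δ*SisarnA* or Δ*SisarnA*_NQO replicate 3 (0.0684 and 0.0655), and the PadR family regulator gene SIRE_RS09980 at 1.72 ± 0.21 and 3.57 ± 0.21. SiRe_0019 and SiRe_0018 fell at -2.48 ± 0.07 and -2.19 ± 0.14 in E233S and -1.41 ± 0.07 and -1.40 ± 0.14 in Δ*SisarnA*, and the dCTP deaminase gene SIRE_RS09245 at -1.57 ± 0.11 and -1.29 ± 0.11. Of the 426 genes changed in E233S, 322 (75.6%, Wilson 95% interval 71.3 to 79.4%) did not pass the threshold in the same direction in Δ*SisarnA*. For the raised genes this was 286 of 352, and for the lowered 36 of 74. Independent lists of these sizes would share 13.3 raised and 1.72 lowered genes, where 66 and 38 were shared.
A gene past a threshold in E233S and not in Δ*SisarnA* need not differ between them, so the difference was tested. Of the 286 raised genes not shared, 217 had a smaller response in Δ*SisarnA* by the interaction test, 181 of them by more than 1 on the log2 scale, and of the 36 lowered genes 18 did. The median log2 fold change of the 352 genes raised in E233S was 1.65 there and 0.24 in Δ*SisarnA*. The genes were chosen by their value in E233S, which inflates the first. Across all genes tested, which are not independent replicates, the NQO log2 fold changes of the strains had Pearson's r = 0.576 and Spearman's rho = 0.422. With each library scaled to the same sum of FPKM over the genes outside SiRe_0774 to SiRe_0888, 99 genes in place of 61 were lowered in Δ*SisarnA*.

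**Figure D3:**
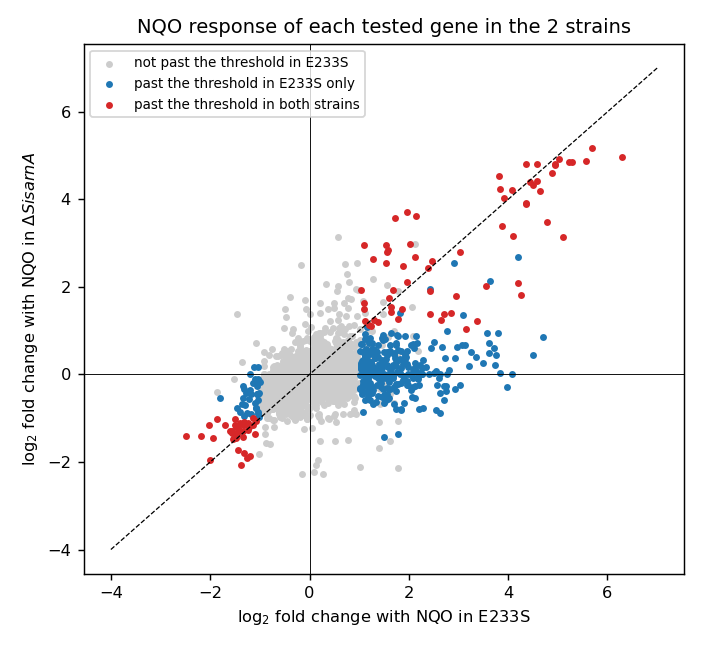
Log2 fold change with NQO in Δ*SisarnA* against that in E233S, for each of the 2629 genes tested; the dashed line marks equal change, and colors mark genes past the paper's threshold in E233S only (322) or in both strains in the same direction (104). Most blue points on the right lie below the dashed line.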

Since the main DDR in the fundamental processes was unaffected and a number of the DDR genes were transcriptionally increased in Δ*SisarnA* in the absence of DNA damage, we speculated that since the response and recovery of Δ*SisarnA* to DNA damage was faster than the wild type, it was not necessary to further change the transcript levels of other genes such as those involved in cellular metabolism for the DDR.

**Fig 8:**
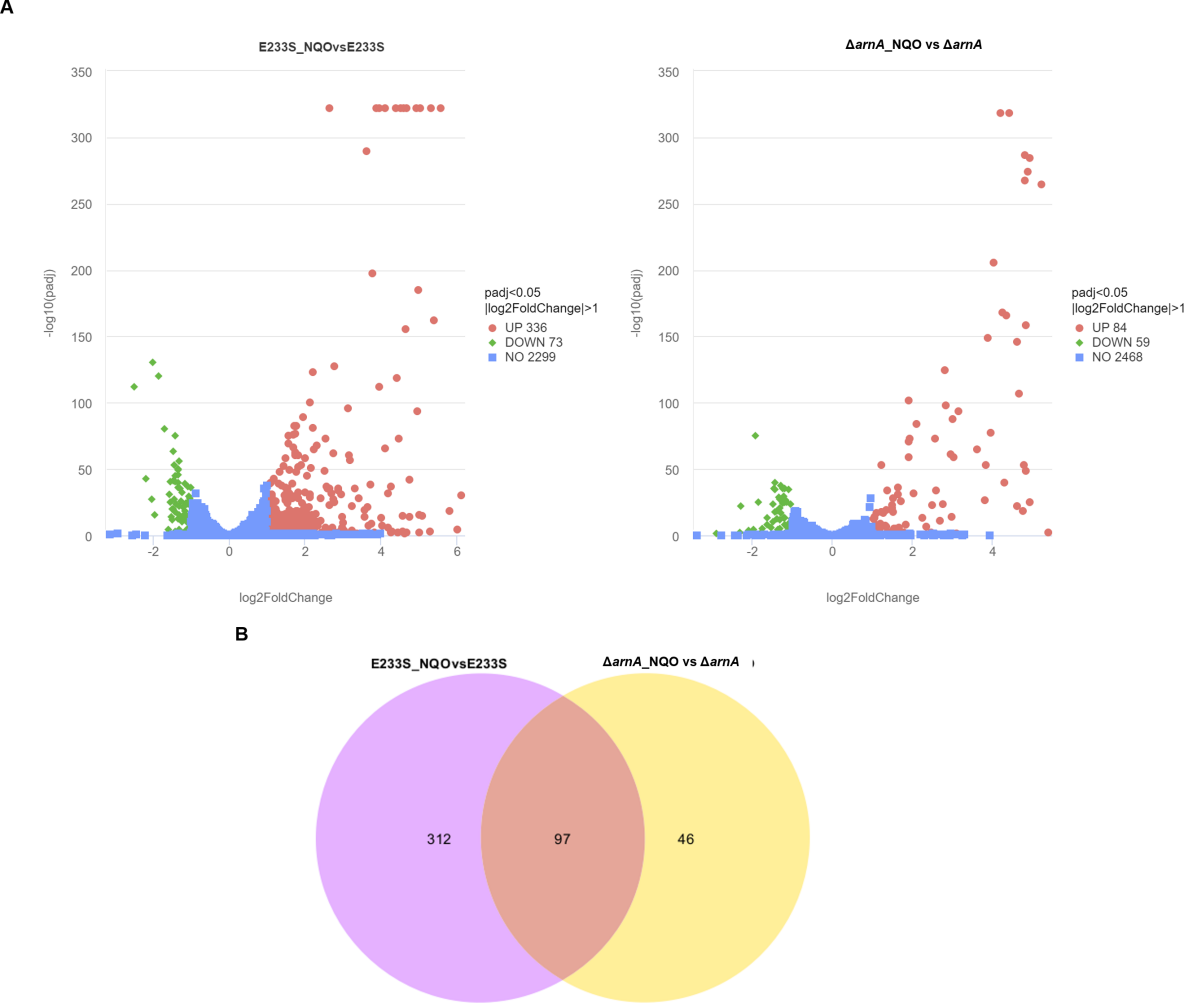
Transcriptomic analysis of E233S and Δ*SisarnA* after NQO treatment. (**A**) Volcano plot of differentially expressed genes in NQO-treated E233S and Δ*SisarnA* compared to their corresponding untreated strains. *X*-axis, fold change in gene expression. *Y*-axis, the significance of fold change. Genes exhibiting more than twofold (i.e., log_2_ fold change > 1) up- and down-regulated with significance (*P*_adj_ < 0.05) are highlighted in red and green, respectively, whereas those with less than twofold change in differential gene expression or with no significance are shown in blue. Three independent cultures of each strain were applied for the transcriptomic sequencing and statistical analysis. (**B**) Venn cluster of differentially expressed genes in E233S_NQO vs E233S and Δ*SisarnA*_NQO vs Δ*SisarnA*.

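With NQO, the set of genes past the threshold only in Δ*SisarnA* numbered 56, a count that does not test whether the strains' responses differ. SiRe_0553, an Lrp/AsnC family regulator gene, fell past it only there, at -1.58 (standard error 0.28, adjusted p = 0.0014), against -0.88 ± 0.28 in E233S (log2 fold change ± standard error), which was not called with only the groups compared (limma adjusted p = 0.0502) or without E233S replicate 2 (0.0653) or E233S_NQO replicate 3 (0.0511). Other genes passed it in both strains. SiRe_0426 (hypothetical protein) was at 3.72 (standard error 0.23, adjusted p = 1.56e-07) in Δ*SisarnA* and 1.97 ± 0.23 in E233S, and SiRe_0671 (DUF1286 family) at 3.63 (standard error 0.22, adjusted p = 1.56e-07) and 2.14 ± 0.22. SIRE_RS09450 (ATP-binding protein) was at 4.20 (standard error 0.15, adjusted p = 1.41e-09) and 4.08 ± 0.15, and SIRE_RS13180 fell at -1.90 (standard error 0.11, adjusted p = 6.17e-08) and -1.26 ± 0.11. In E233S, 16 of the raised genes lie in SiRe_0774 to SiRe_0888, which had almost no reads in Δ*SisarnA*; without them, 336 genes were raised and 73 lowered in E233S.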

## DISCUSSION

FHA domain is a specific module for phospho-Thr recognition which is found in many eukaryotes. The signal transduction roles of FHA domain proteins were extensively studied in eukaryotes, especially those involved in DDR for signal transduction and enzymatic activity (4). In addition, there is a family of transcription factors, containing both FHA and DBD domains, participating in multiple pathways in addition to transcription regulation. For example, the well-studied FHA proteins Fkh1 (forkhead homolog 1) and Fkh2 of *Saccharomyces cerevisiae* regulate the cell cycle by targeting various genes in different cell cycle phases (36, 37). Moreover, Fkh1 and Fkh2 also play a transcription-independent role in regulating DNA replication origin activation and yeast mating-type switch, via interaction with multiple proteins mediated by its FHA domain (38 - 40). Therefore, Fkh proteins participate in multiple pathways through interactions with target DNA and various proteins via their DNA binding and FHA domains. The bacterial FHA domain is fused with diverse domains and only widely distributed in three main groups: the mycobacteria and their relatives, the cyanobacteria, and the Gram-negative proteobacteria together with the Chlamydias (41). The FHA proteins in bacteria also exhibited diverse functions, including glutamate and lipid production, regulation of cell shape, type III and Type VI secretion, sporulation, and host-bacterium interactions. Nearly, all studies showed that FHA proteins regulate the activities of target proteins via protein-protein interaction (42 - 45). We found that FHA proteins are only conserved in Crenarchaeota and occasionally identified in other phyla in archaea. As previously reported, the FHA domain might originate in eukaryotes after the separation of archaeal and eukaryotic lineages and move to certain prokaryotes by horizontal gene transfer (2). And, the functions of FHA domains evolved diversely together with their fused domains in a late stage of evolution.

Here, we report that the FHA protein from *S. islandicus* (SisArnA) regulated gene transcription and interact with several proteins. Interestingly, our study revealed that SisArnA worked as a repressor for a number of DDR genes together with its partner SisArnB. It was revealed that SisArnB was phosphorylated at multiple residues *in vivo* (18), which would mediate the interaction with SisArnA. Consistently, we found that complementation of wild-type SisArnA, but not pThr-binding-deficient mutant R134A/S148A, inhibited cell viability in the presence of NQO (Fig. S2B and C). EMSA analysis revealed that both proteins in combination display DNA binding activity, indicating that the interaction between SisArnA and SisArnB mediated by phosphorylation is essential for the transcriptional inhibition of the DDR genes. In addition, SisArnA harbors a Zn-ribbon domain containing four cysteines (Cys) at its N-terminus (Fig. 1). This domain often functions as a nucleic acid-binding module (46). However, we found that DNA-binding activity of SisArnA was undetectable (Fig. S7A), indicating that the Zn-ribbon itself could not bind DNA. This is different from the FHA domain-containing eukaryotic transcription factors which can directly bind DNA via its DBD for their roles in replication initiation and transcription regulation (39). The function of Zn-ribbon domain in SisArnA needs further investigation. It is also interesting to investigate how SisArnA and SisArnB in combination exhibited DNA-binding activity, especially toward promoter sequences.

In addition to SisArnB, another vWA domain protein SisvWA2, which we designate as SisArnE in this study, was also one of the interactors of SisArnA *in vivo*. We found that SisArnA-SisArnB interaction was stronger than that of SisArnA-SisArnE interaction under normal growth conditions (Fig. 6). However, the interaction between the SisArnA and SisArnE homologs in *S. acidocaldarius* was not detectable (19), implying a species-specific model, or the interaction was too weak to be detected. Our genetic work revealed that, in contrast to SisArnB, SisArnE acts as a positive regulator for genes involved in DDR since its deletion reduced cell viability in the presence of NQO. Δ*SisarnA* grew better, while Δ*SisarnA/SisarnE* exhibited similar growth compared with that of the wild-type strain after NQO treatment. *In vivo* pull-down showed that SisArnA-SisArnB interaction was reduced, while SisArnA-SisArnE interaction was enhanced in the presence of DDR (Fig. 6), indicating that SisArnA and SisArnE might be involved in a same process after DDR occurred. One potential mechanism was that SisArnE interacted strongly with SisArnA and released the repression of SisArnA-SisArnB on some DDR genes in the presence of DNA damage. However, we cannot exclude that SisArnA-SisArnB and SisArnA-SisArnE may function on different groups of genes. Thus far, we did not know whether SisArnA-SisArnE could bind certain DDR gene promoters because the DNA substrates were degraded in the EMSA assay with the SisArnE sample purified from *S. islandicus*. Since SisArnE purified from *E. coli* did not degrade DNA and the vWA domain is a universal scaffold for PPI (47), the DNA degradation activity of the SisArnE sample from *S. islandicus* might be due to certain SisArnE partner *in vivo*. The specific function of SisArnE in DDR needs further investigation.

The transcriptomic analysis of *SisarnA* deletion mutants revealed that a number of genes, including many DDR genes, were up-regulated, indicating that SisArnA was a global inhibitor in *S. islandicus*. 

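At an adjusted p under 0.05 with no minimum fold, 391 genes were higher and 418 lower in untreated Δ*SisarnA* than in E233S, of the latter 335 outside SiRe_0774 to SiRe_0888. Past a log2 fold change of 1 and outside that run, 77 genes were higher and 12 lower. The rise was largest, among the genes named in Table 1, for SiRe_0670, and the terpenoid cluster SiRe_1459 to SiRe_1462 rose as well. Genes next to *SisarnA* moved both ways. *pp2a* (SiRe_1009), a phosphatase gene that overlaps the end of *SisarnA*, fell from 409.5 ± 39.9 FPKM (SD, n = 3) to 88.3 ± 12.5 FPKM, a log2 fold change of -2.21 (standard error 0.11, adjusted p = 1.45e-08), and the next gene, SiRe_1008 (VWA domain protein), fell from 455 ± 14.4 FPKM to 235 ± 17.2 FPKM (-0.95 ± 0.08). On the other side, SiRe_1011 (VWA domain protein) was at 299 ± 23.8 FPKM and 342 ± 9.05 FPKM and did not pass (adjusted p = 0.0709 from limma). Of the 11 genes SiRe_1005 to SiRe_1015, *SisarnA* included, 1 was higher and 4 were lower (3 and 4 adjusted over the list alone; 3 and 4 with median scaling; camera adjusted p = 0.133). The paper used PP2A (SiRe_1009) to dephosphorylate SisArnB in vitro, and its model proposes the same role for PP2A after DNA damage. An effect of the lower *pp2a* transcript cannot be told apart from that of *SisarnA* in these 12 libraries. From the number of genes, many of them DDR genes, that rose in the mutant, the paper concludes that SisArnA is a global inhibitor. Its other evidence on repression is not from these libraries: promoter assays, DNA binding with SisArnB, and growth with NQO under SisArnA overexpression or complementation.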

Although most of these genes were up-regulated less than sixfold in Δ*SisarnA*, the increased levels of these DDR genes might deal with DNA damage and regulate cell cycle more quickly, resulting in increased cell viability, as reported for the phenotype of Orc1-2 overexpression strain (15). 

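With NQO in both strains, *orc1-2* was higher in Δ*SisarnA* than in E233S by a log2 fold change of 0.79 (standard error 0.07, adjusted p = 1.84e-06), and *herA* by 1.02 (standard error 0.05, adjusted p = 1.57e-08). *cedA1* was at 6305 ± 242 FPKM (SD, n = 3) in E233S_NQO and 12853 ± 903 FPKM in Δ*SisarnA*_NQO, a log2 fold change of 1.03 (standard error 0.07, adjusted p = 1.96e-07). Of the network's genes, 4 of 4 in the *nurA* operon, 2 of 2 *ced* genes, 2 of 3 *dpo2* genes, 2 of 2 *dps* operon genes, and 7 of 9 genes of division and segregation were higher in Δ*SisarnA*_NQO and none was lower, with the same counts adjusted over each list alone. So were 8 of 9 further DDR genes and 15 of 16 bold genes of Table 1, which the paper chose on these libraries. Over all genes, 107 were higher past the threshold in Δ*SisarnA*_NQO and 329 were lower, 87 of the latter in SiRe_0774 to SiRe_0888. The set test of the *nurA* operon (camera adjusted p = 0.00468) and of division and segregation (0.00468) passed, as did that of the further DDR genes (0.00211) and the bold genes (8.56e-06), but none with the correlation estimated (adjusted p = 0.181, 0.277, 0.213, and 0.181 with an estimated correlation). *ced* (adjusted p = 0.0956), *dpo2* (0.192), and *dps* (0.0956) did not pass camera. With each library scaled to the same sum of FPKM over the genes outside SiRe_0774 to SiRe_0888, 52 genes were higher past the threshold, and 0 of the *dpo2* genes.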

According to our data, the Orc1-2-centered DDR network was not affected in Δ*SisarnA* after NQO treatment. Moreover, in the previous report, the transcription level of *SisarnA* did not change apparently with either NQO treatment or *orc1-2* deletion (15). These imply that phosphorylation-dependent regulation mediated by SisArnA might be in parallel with the Orc1-2-centered transcriptional regulation. Furthermore, we also analyzed the phenotypes (cell growth, cell aggregation, and transcription of the DDR genes) of Δ*SisarnA* with methyl methanesulfonate, which resulted in similar phenotypes with those in the presence of NQO (Fig. S8). On the other hand, although we did not have cell mobility data on Δ*SisarnA*, our transcriptomic result is in agreement with the previous study showing that *S. acildocaldarius* FHA protein inhibited the transcription of *arl* genes and regulated cell mobility during starvation, which is totally different environmental conditions from the ups pili (19, 20). It was reported that deletion of the genes encoding the adhesive pilus resulted in induction of the archaellum operon in *S. acidocaldarius* (48), implying that there is a complex regulatory network for different archaeal surface structures in which protein phosphorylation may be involved. Together, these indicate that archaeal FHA proteins might function in the regulation of various pili responding to various cellular stresses.

In conclusion, we establish that *S. islandicus* FHA domain protein SisArnA is a global repressor of various genes, many of which were involved in DDR. Based on our results, we propose a model for DDR in *S. islandicus* (Fig. 9). In the presence of DDR, in addition to the Orc1-2-centered regulatory network, certain signals may induce a Arn-dependent regulation mediated by protein phosphorylation. The inhibition of a number of DDR genes is mediated by SisArnA-ArnB interaction under normal growth conditions. When DNA damage occurs, the interaction of SisArnA-ArnB is reduced by PP2A-mediated dephosphorylation of SisArnB, whereas SisArnA-ArnE interaction is enhanced via phosphorylation of SisArnE possibly by SisePK1. Then, the repression of the DDR genes by the SisArnA-ArnB complex is removed by ArnB dephosphorylation, or the transcription of the DDR genes is stimulated through SisArnA-ArnE interaction, facilitating DNA exchange/DNA repair *in vivo* and ensuring cell survival.

**Fig 9:**
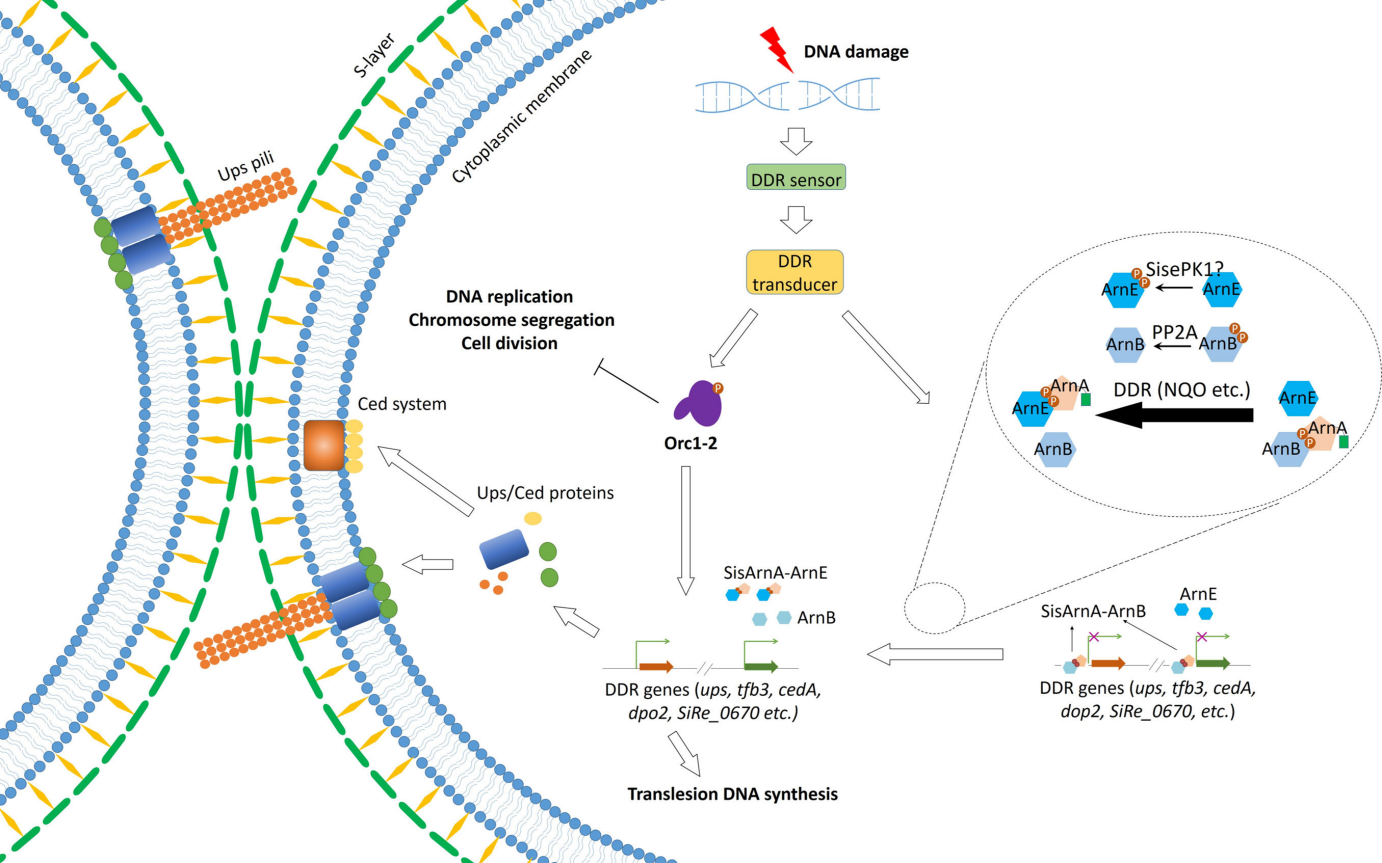
A proposed model of the DNA damage response (DDR) network in *S. islandicus*. DNA lesions, such as double-stranded breaks, ignite the DNA signal transduction network which needs certain DDR sensors and transducers. The previously established pathway is dependent on Orc1-2 which mediates the up-regulation of the genes participating in DNA exchange/repair and down-regulation of the genes involved in DNA replication, chromosome segregation, and cell division (15). Another pathway revealed from this study is regulated via phosphorylation. SisArnA-ArnB interaction mediated by SisArnB phosphorylation represses a number of DDR genes. In the presence of DDR, the phosphorylation of SisArnB, a repressor, is eliminated by the phosphatase PP2A, resulting in decreased SisArnA-ArnB interaction. At the same time, the SisArnA-ArnE interaction, which might be mediated by SisePK1 phosphorylation, is enhanced resulting in further derepression of SisArnA-ArnB. By Orc1-2 and phosphorylation-mediated processes, the DDR genes encoding for proteins in DNA exchange/repair are up-regulated, ensuring genome integrity maintenance and cell survival. In addition, Orc1-2 may also be regulated by protein phosphorylation.

## MATERIALS AND METHODS

### Strains and growth conditions

*Saccharolobus islandicus* strain REY15A (E233S) (Δ*pyrEF*Δ*lacS,* Table S1) (hereafter, E233S) and its transformants were cultured as described previously (18).

### Plasmid construction

#### Construction of plasmids for gene knockout by the CRISPR-Cas system

The plasmids for the gene knockout were constructed based on the vector pGE (from Prof. Qunxin She’s lab) (49). Two complementary ssDNA of the protospacers (40 bp) within the target genes were synthesized by BGI (Beijing Genomics Institute, Beijing, China) and annealed to each other. The resulting protospacer DNA was inserted into pGE between two repeat sequences, yielding pGE-Sp. The L-arm and R-arm for recombination to delete the target gene were amplified and joined via splicing by overlap extension PCR and inserted into the *Sph*I and *Xho*I sites of pGE-Sp after the restriction enzyme digestion and purification. The sequences of PCR primers are listed in Table S2.

#### Construction of plasmids for protein expression

The plasmids for expression of *S. islandicus* ArnA, ArnB, and ArnE using pSeSD (50) were as described previously (18). The vectors pET15b and pET22b were applied for the construction of the plasmids expressing SisArnA and C-terminal His-tagged ArnB and ArnE, respectively, in *E. coli*. The genes were amplified using their corresponding primers (Table S2). The PCR products were digested with their corresponding restriction enzymes and ligated into the same restriction sites in pET15b or pET22b.

### DNA damage agents sensitivity assay

For drug treatment in a liquid medium, the strains were inoculated and cultured to the logarithmic phase for three times before treatment. DNA damage agent 4-nitroquinoline 1-oxide (NQO, 3 µM) was added into a 30-mL aliquot of each strain at an OD_600_ = 0.2. These flasks were then incubated at 75°C. The OD_600_ values were measured every 6 or 12 h thereafter. The growth curves were derived based on data from three biological repeats. For the cell viability assay, cultures treated with NQO for 6 h were collected and diluted properly. Each aliquot of 500–1,000 cells was spread on plates and cultivated at 75°C for 5–7 days. The survival ratio was calculated by the number of colonies from NQO-treated sample divided by that from the untreated sample. The data were obtained from three independent experiments.

### Flow cytometry

The *Saccharolobus* cells were collected and treated with 70% ethanol. Flow cytometry analysis was performed as described previously (51).

### Microscopy analysis and cell aggregation formation assay

The wild-type strain and Δ*SisarnA* were cultivated at an initial OD_600_ = 0.04. After overnight cultivation, the samples at the early log phase (OD_600_ = 0.2) were taken and observed under a Nikon Eclipse80i Microscope (Nikon Corporation, Tokyo, Japan) or Nikon Eclipse Ti-E Inverted Microscope. The cell diameters were measured by the software NIS-Elements AR 3.1. Cell aggregation ratio was calculated from images taken with the inverted microscope. Cell clusters containing more than three cells were considered cell aggregation. More than 500 cells were counted for each sample. One-tailed Student’s *t*-test was used for statistical analysis on the software GraphPad Prism 5.

### Promoter activity assay

The promoter activity of DDR genes was assayed according to the previous study (52). Briefly, the gene of *S. solfataricus* β-glycosidase (SsolacS) was amplified from its genome and inserted into the multiple cloning sites (MCS) of pSeSD. The promoter regions (200 bp upstream of start codons) of target DDR genes were amplified and inserted into the *Sph*I /*Nde*I site of pSeSD-SsolacS to replace the arabinose promoter, yielding the reporter plasmids. The plasmids were transformed into *S. islandicus* E233S or Δ*SisarnA* individually, and three single colonies were picked for each strain. They were grown in MTSV (Mineral salt medium + Typtone + Sucrose + Vitamin) for 6 h in the presence or absence of NQO. Cells were collected and lysed by sonication. The β-glycosidase activity in the cell extracts of different *S. islandicus* strains was determined using substrate β-nitrophenyl-*b*-d-galactopyranoside (ONPG) as described previously (52). One-tailed Student’s *t*-test was used for statistical analysis on the software GraphPad Prism 5.

### RT-qPCR

Total RNA was isolated by the Trizol agent. Briefly, cells were resuspended with 1 mL Trizol and vortex. After incubation for 5 min at room temperature, 200 µL chloroform was added to remove proteins. Then, RNA was isolated from the mixture by centrifugation with 13,000 × *g* for 15 min at 4°C and precipitated with an equal volume of isopropanol. RNA was washed with 70% ethanol and dissolved into RNase-free water. Reverse transcription was performed using EvoM-MLV RT Mix Kit (Accurate Biotechnology Cp., Ltd, Hunan, China). Firstly, genomic DNA was removed by incubating the RNA with five gDNA Clean Reaction Mix at 42°C for 2 min. First-strand cDNAs were then synthesized at 37°C for 15 min in a mixture containing EvoM-MLV RTase, RNase inhibitor, dNTPs, oligo dT(18T) Primer, and Random 6 mers Primer, followed by 85°C for 5 s. The mRNA levels of DDR genes were estimated by the cDNA sample using SYBR Green Premix Pro Taq HS qPCR Kit (Accurate Biotechnology Cp., Ltd, Hunan, China). The primers for qPCR were listed in Table S2. PCR was performed in CFX Connect Real-Time PCR Detection System (Bio-Rad, Hercules, CA, USA) with the following steps: denatured at 95°C for 30 s, 40 cycles of 95°C for 5 s, and 60°C for 30 s. The comparative Ct value of tbp cDNA was used as reference. One-tailed Student’s *t*-test was used for statistical analysis on the software GraphPad Prism 5.

### Protein purification

The plasmids for protein expression were transformed into *E. coli* BL21(DE3)-Codonplus-RIL. *Escherichia coli* harboring pET15b plasmids was cultivated in 1 L of LB medium containing ampicillin (100 µg/mL) and chloramphenicol (34 µg/mL). Proteins were induced by the addition of IPTG and incubation at 37°C for 4 h. The cells were collected by centrifugation at 10,000 × *g* for 3 min and disrupted by sonication in lysis buffer (50 mM Tris-HCl pH 8.0, 200 mM NaCl, 5% glycerol). The His-tagged proteins were purified with Ni-NTA agarose (Invitrogen) column and pooled for further purification by gel filtration with Superdex 200 increase 10/300 Gl column (GE Healthcare, Boston, MA, USA). Flag-tagged proteins were purified with Flag magnetic beads (GE Healthcare, USA) pre-equilibrated with buffer A (50 mM Tris-HCl pH 7.5, 150 mM NaCl, 5% glycerol). Proteins were eluted with Gly-HCl buffer (0.1 M Glycine pH 3.0 adjusted with HCl). The protein concentration was determined by the Bradford method with bovine serum albumin as the standard, and proteins were frozen by liquid nitrogen for storage at −80°C.

For protein purification in *S. islandicus*, the strains harboring corresponding expression plasmids were transferred in 1 L of *Sulfolobus* medium without sugar (MTV). d-arabinose was added into the culture when it reached OD_600_ = 0.2. The cells were cultivated for further 12–16 h before collected by centrifugation at 5,000 × *g* for 5 min. His-tagged and Flag-tagged proteins were purified as described above.

### Pull-down assay

For *in vitro* pull-down assay, indicated amounts of SisArnA (Flag-tag) and its putative interacting proteins (N-His) were mixed in buffer A and incubated at 65°C for 30 min. The mixture was then mixed with 100 µL of Ni-NTA beads (Life Technologies, Carlsbad, CA, USA) pre-equilibrated with buffer A and incubated at room temperature for 10 min by gently shaking. Unbound protein was removed by centrifugation at 3,000 × *g* for 5 min. After being washed with 400 µL of wash buffer (buffer A supplemented with 40 mM imidazole) for four times, the His-tagged protein and its putative interacted protein were eluted with 200 µL of elute buffer (buffer A supplemented with 250 mM imidazole). The fractions were analyzed by SDS-PAGE and Western blot. For the pull-down assay with phosphorylated proteins, SisArnB and SisArnE were incubated with the eukaryotes-like protein kinase SiRe_2056 (SisePK1) in a reaction containing 25 mM Tris-HCl pH 8.0, 25 mM NaCl, 5 mM MgCl_2_, 1 mM DTT, 10 mM ATP at 65°C for 30 min before applied for pull-down assay.

For the *in vivo* pull-down assay to detect the interactions of SisArnA with SisArnB and SisArnE, 300 mL of the complementation strains Δ*SisarnB*/pSeSD-Flag-ArnB and Δ*SisarnE*/pSeSD-Flag-ArnE was cultivated to OD_600_ = 0.2–0.3. The cells were treated with 3 µM NQO for 6 h before collection. The cells were resuspended in 20 mL buffer A for sonication. The soluble fractions (20 mL, input) were subjected to Flag magnetic beads for purification as described above. The eluted fractions (10 mL) were concentrated by 10 times. Twenty microliters of input and eluted samples was analyzed by Western blot with anti-Flag or anti-SisArnA antibodies. The gels were imaged with Amersham ImageQuant 800. The protein polyclonal antibody against SisArnA was raised in rabbits by Dai-An Biotechnology Co., Ltd (Wuhan, China) according to their standard procedure. The His-tagged SisArnA used for immunization was expressed and purified from *E. coli* BL21 as described above. The experiments were performed for three times independently. The ratios of SisArnA/SisArnB and SisArnA/SisArnE were quantified according to three independent experiments.

### Electrophoretic mobility shift assay

The fragments of the DDR gene promoters (200 bp upstream from the start codon of the DDR genes) were amplified using the corresponding primers and inserted into EcoRI and HindIII of pUC19, yielding pUC19 plasmids harboring DDR promoters. FAM-labeled substrates were obtained via PCR with the primers FAM-pUC19-MCS-F/pUC19-MCS-R and various pUC19 plasmids as templates. EMSA was performed in 20-µL reaction mixture containing 25 mM Tris-HCl pH 8.0, 25 mM NaCl, 5 mM MgCl_2_, 1 mM DTT, 5% glycerol, FAM-labeled dsDNA (200 bp), and various concentrations of the target proteins. The mixture was incubated at 37°C for 30 min and analyzed in 6% or 8% native PAGE as indicated. The gels were imaged by Amersham ImageQuant 800 (Cytiva, North Logan, UT, USA).

### *In vitro* kinase and phosphatase assay

The assays for protein phosphorylation and dephosphorylation *in vitro* were performed as described previously (17) with slight modification. Briefly, ATP was used for reaction, and phosphorylation signals were detected by Western blot with anti-pThr antibody (# 9381S; Cell Signaling Technology Inc., Danvers, MA, USA).

### Transcriptomic analysis of *SisarnA* deletion strain

The wild-type and *SisarnA* deletion strains were grown in an MTSV medium. When the cultures reached OD_600_ = 0.2–0.3, 3 µM NQO was added into the cultures. After incubation for further 6 h, the cells were collected by centrifugation (5,000 × *g*, 10 min). Total RNA extraction and RNA sequencing of the samples were carried out as described previously (53). 

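At this threshold limma called 172 genes for the deletion without NQO, 426 for NQO in E233S, 160 for NQO in Δ*SisarnA*, and 436 for the deletion with NQO, of 2629 tested. With the adjusted p alone, 732 genes were raised and 665 lowered by NQO in E233S, and 403 and 359 in Δ*SisarnA*. *orc1-1*, *nurA*, and *rad50* pass both limits with NQO in E233S, whereas *mre11*, *herA*, and *segB* pass only the first there. In untreated Δ*SisarnA*, the genes of the respiratory chain and of the TCA cycle that were higher mostly lie under the fold limit, and *orc1-2* does too.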

The adjusted P-adjust (0.05) and log2 (fold change) of 1 were set as a threshold for significantly differential expression based on three independent cultures of each strain.

## Data Availability

The transcriptomic data reported in this study have been deposited in GEO and are accessible through GEO Series accession number GSE215078.

## SUPPLEMENTAL MATERIAL

Supplemental figures mbio.00942-23-s0001.docx Figures S1 to S8.

Tables S1 and S2 mbio.00942-23-s0002.docx Strains, vectors, and primers used in this study.

Table S3 mbio.00942-23-s0003.xls Transcriptomic data of E233S and ΔSisarnA in the presence and absence of NQO.

ASM does not own the copyrights to Supplemental Material that may be linked to, or accessed through, an article. The authors have granted ASM a non-exclusive, world-wide license to publish the Supplemental Material files. Please contact the corresponding author directly for reuse.

# Supplementary material for: The FHA domain protein ArnA functions as a global DNA damage response repressor in the hyperthermophilic archaeon Saccharolobus islandicus
**Source:** mBio. 2023 Jun 30;14(4):e00942-23. doi: 10.1128/mbio.00942-23
**Supplement:** Supplemental figures — Figures S1 to S8.

Supplementary Figures for

**The FHA domain protein ArnA functions as a global DNA damage response repressor in the hyperthermophilic archaeon *Saccharolobus islandicus***

Zhichao Jiang, Zijia Lin, Qi Gan, Pengju Wu, Xuemei Zhang, Yuanxi Xiao, Qunxin She, Jinfeng Ni, Yulong Shen^#^, Qihong Huang^#^

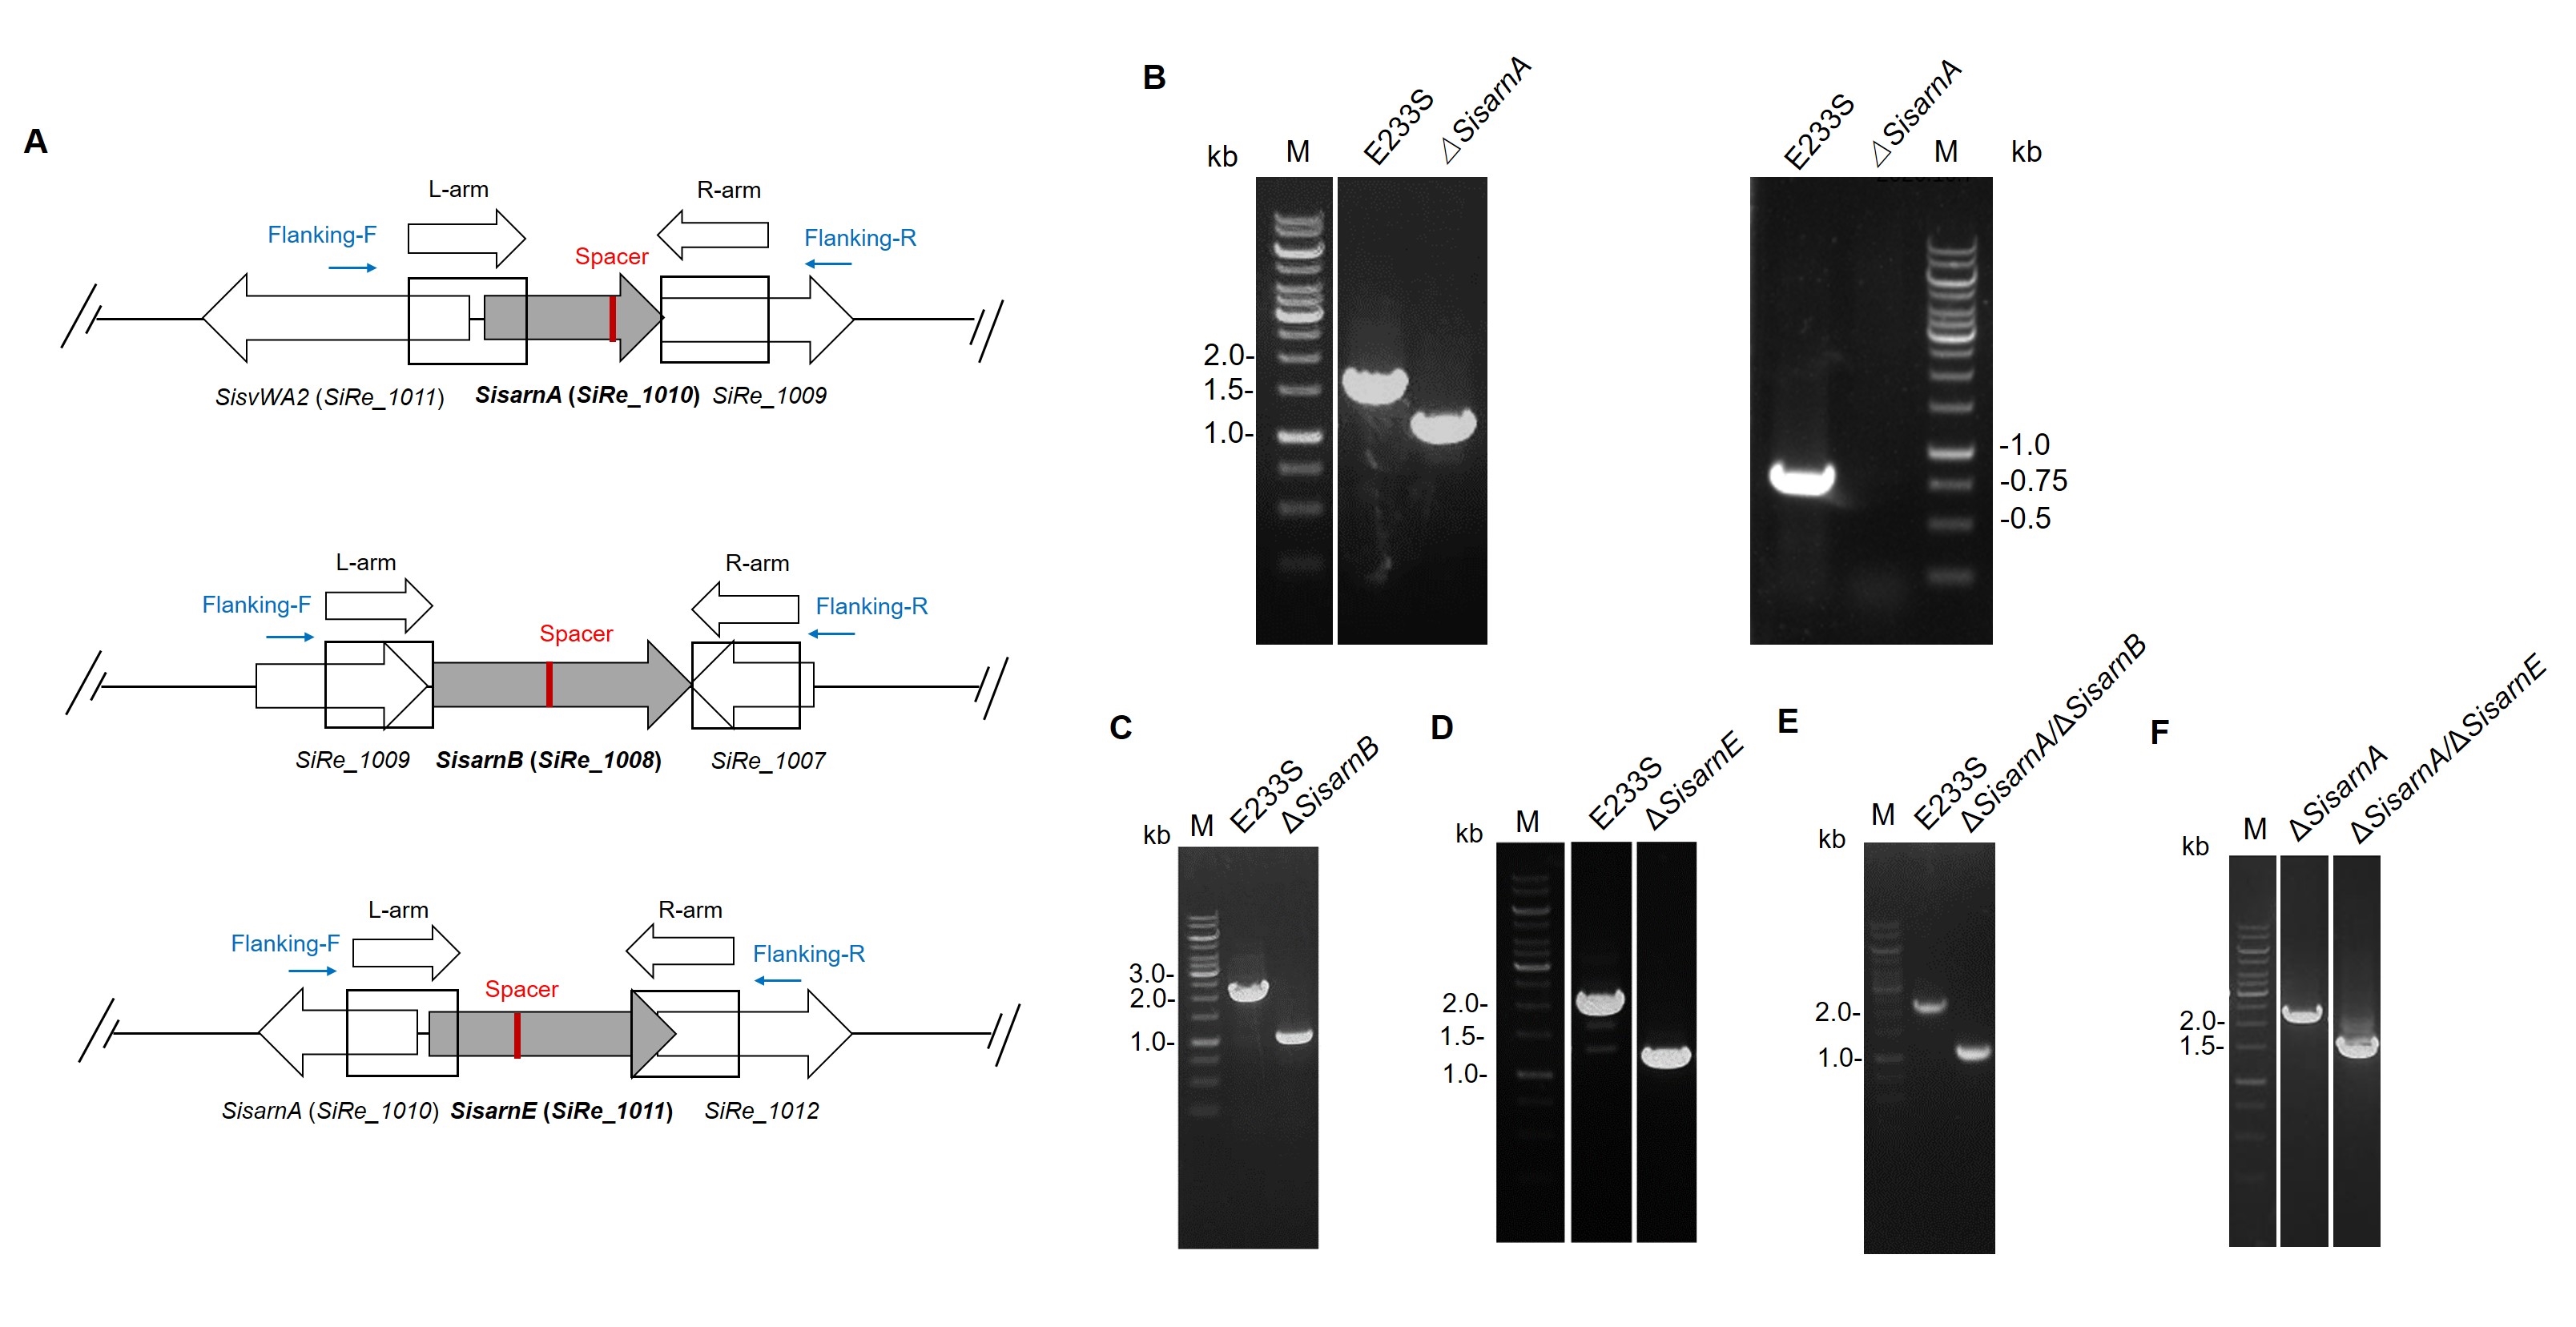

**Figure S1. Construction of the deletion strains of *S. islandicus,* Δ*SisarnA*, Δ*SisarnB*, Δ*SisarnE*, Δ*SisarnA/*Δ*SisarnB*, and Δ*SisarnA/*Δ*SisarnE.*** (**A**) Schematic for the knockout of *SisarnA, SisarnB* and *SisarnE.* The red indicates location of the protospacer for specific gene targeting. L-arm and R-arm, the up- and down-stream homologous recombination regions. The arrows in blue indicate flanking primers for PCR verification. (**B**) PCR verification of Δ*SisarnA* using SisArnA-Flanking-F/R primers (left) and gene specific primers (right). (**C**) to (**F**) Gene knockout verification by PCR using specific flanking primers for *SisarnB* and *SisarnE*, respectively.

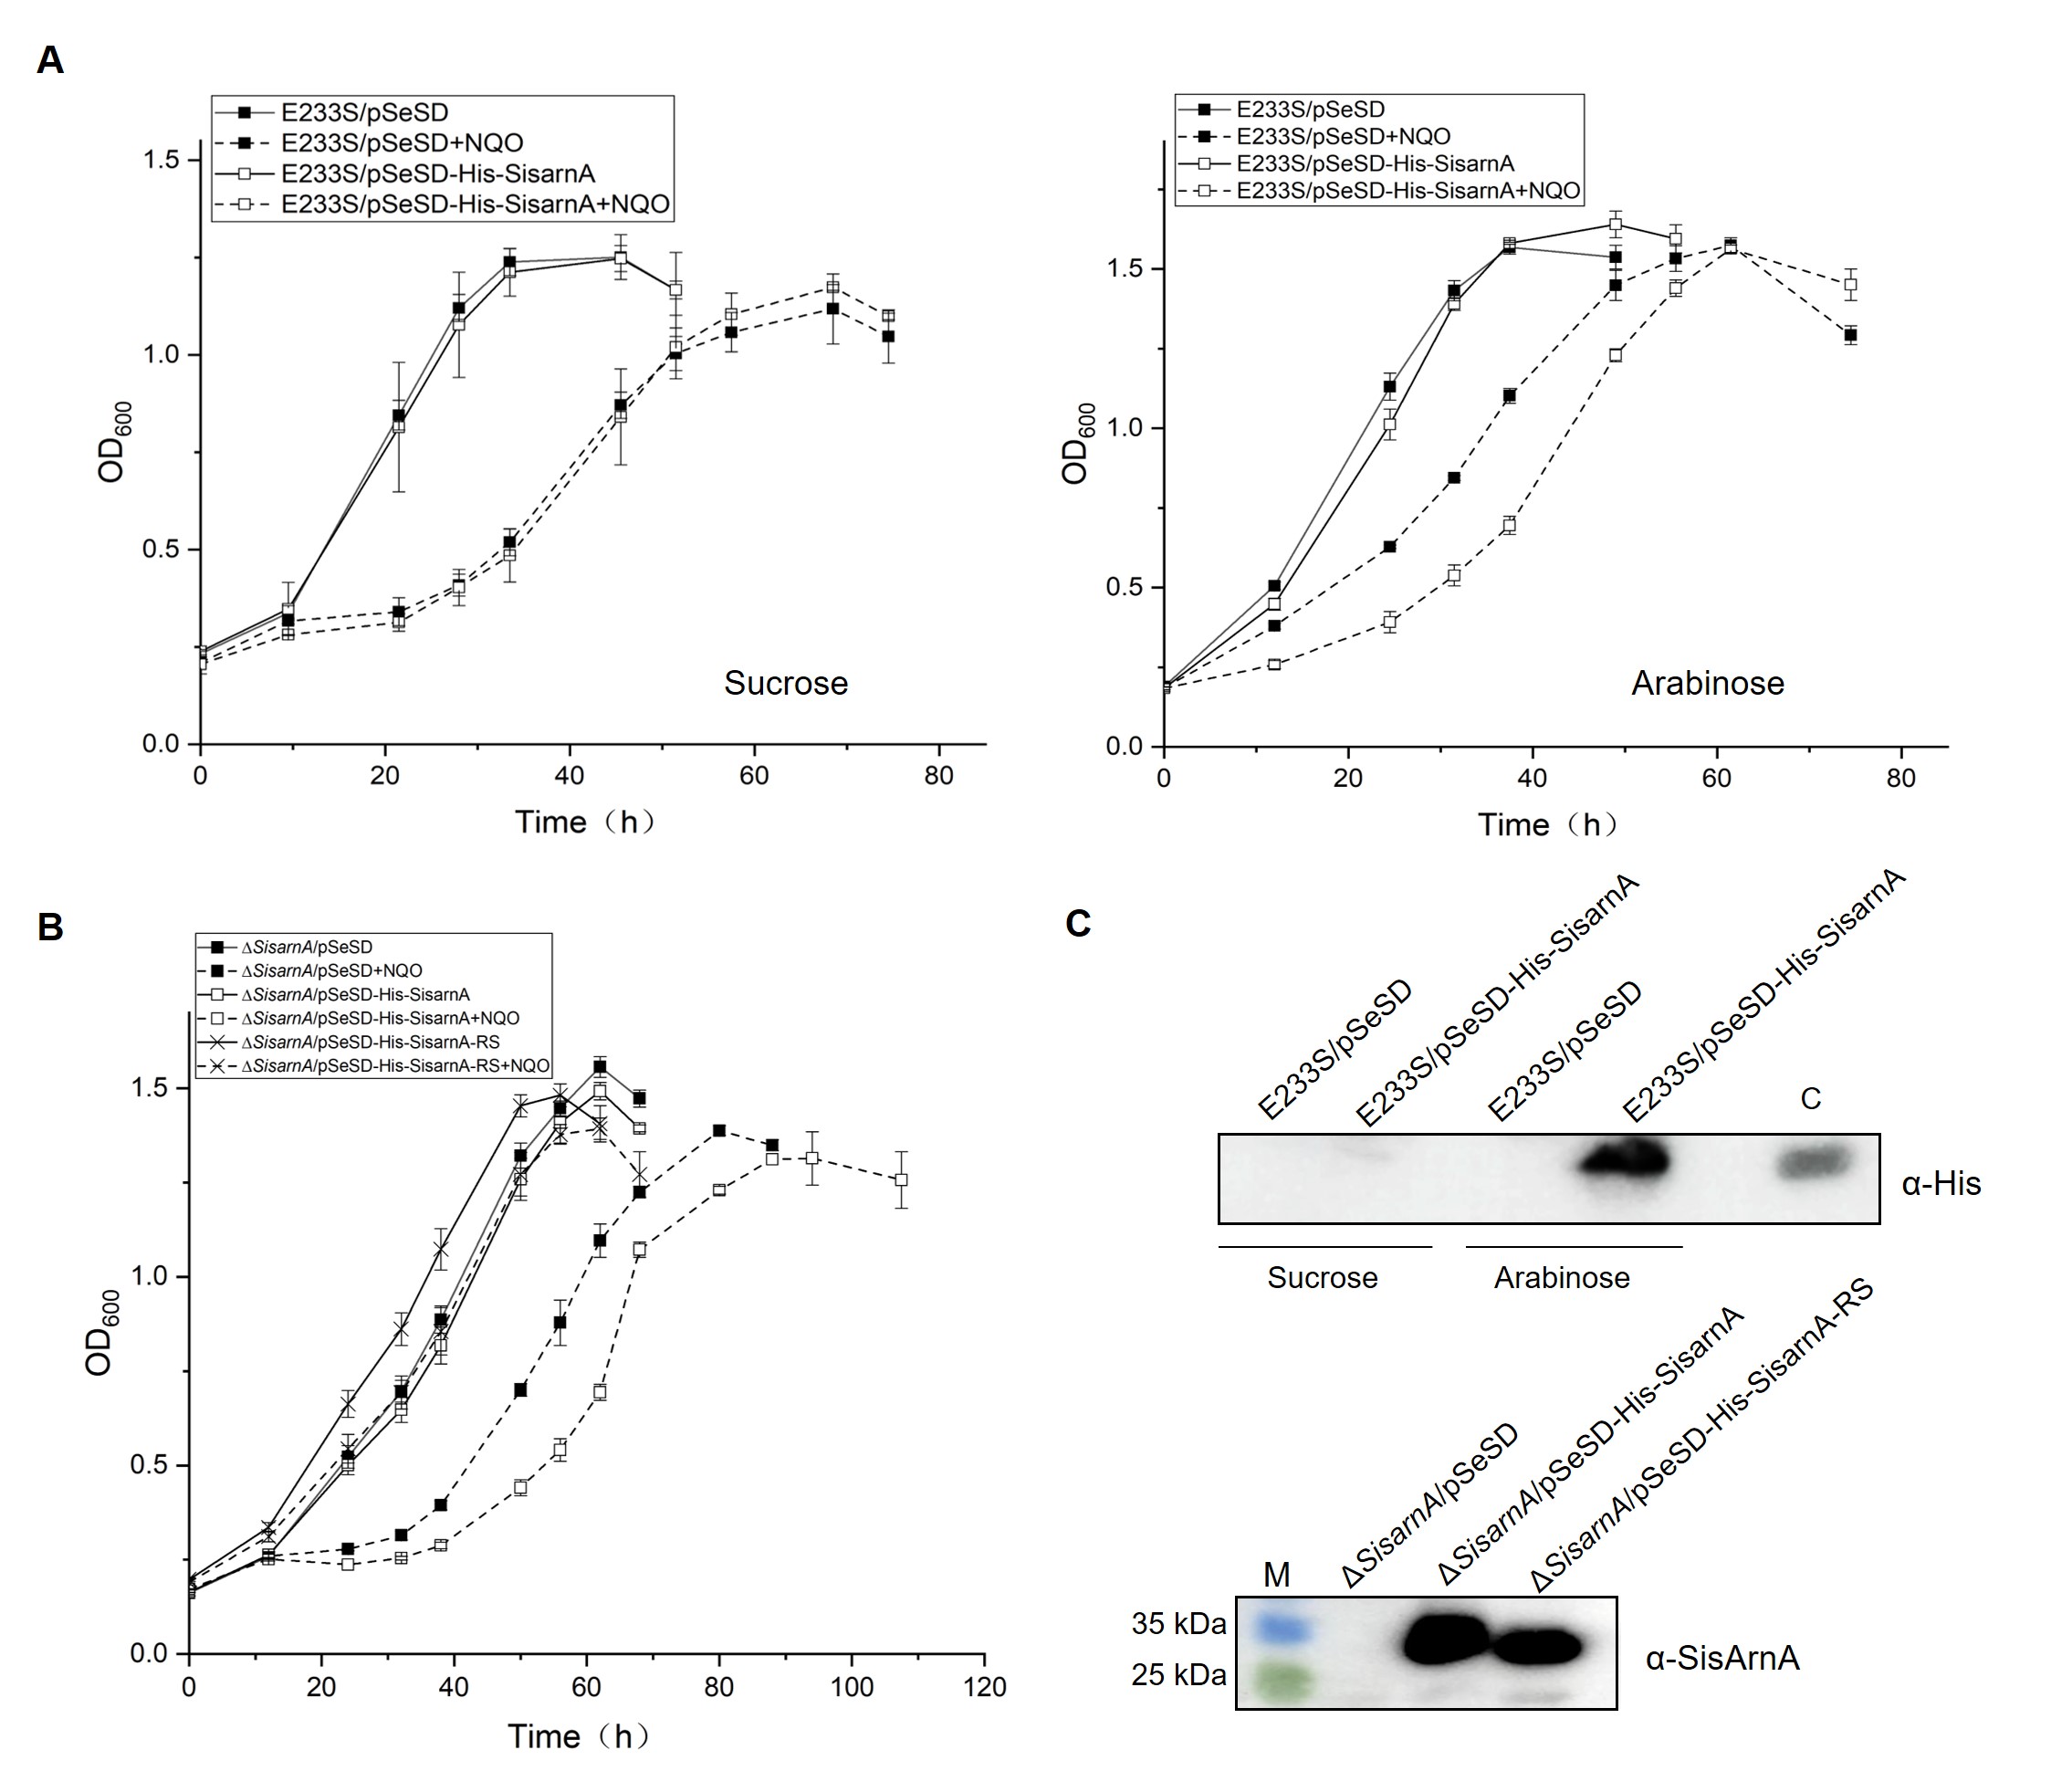

**Figure S2. Overexpression of the wild type SisArnA, but not its p-Thr binding deficient mutant, inhibited cell growth in the presence of NQO.** (A) Growth curves of E233S/pSeSD-His-SisArnA in sucrose-containing (left) and arabinose-containing medium (right) in the presence of 3 μM NQO. The wild type strain E233S harboring the empty vector pSeSD (E233S/pSeSD) was used as a control. (**B**) Complementation of wild type SisArnA, not its p-Thr binding deficient mutant, in Δ*SisarnA*, led to the sensitivity of *S. islandicus* to NQO. Growth curves of Δ*SisarnA*/pSeSD, Δ*SisarnA*/pSeSD-His-SisArnA and E233S/pSeSD-His-SisArnA-RS in arabinose-containing medium in the presence of 3 μM NQO. SisArnA-RS, p-Thr binding deficient mutant R134A/S148A. The values of OD_600_ were obtained from three independent cultures. Error bars indicate standard deviations. (**C**) Detection of His-SisArnA levels of the cells in (A) (upper panel) and (B) (lower panel). The samples in sucrose or arabinose medium at 12 h were taken for western blotting analysis. Antibody: α-His or α-SisArnA; C: His-SisArnA purified from *E. coli*; M: marker.

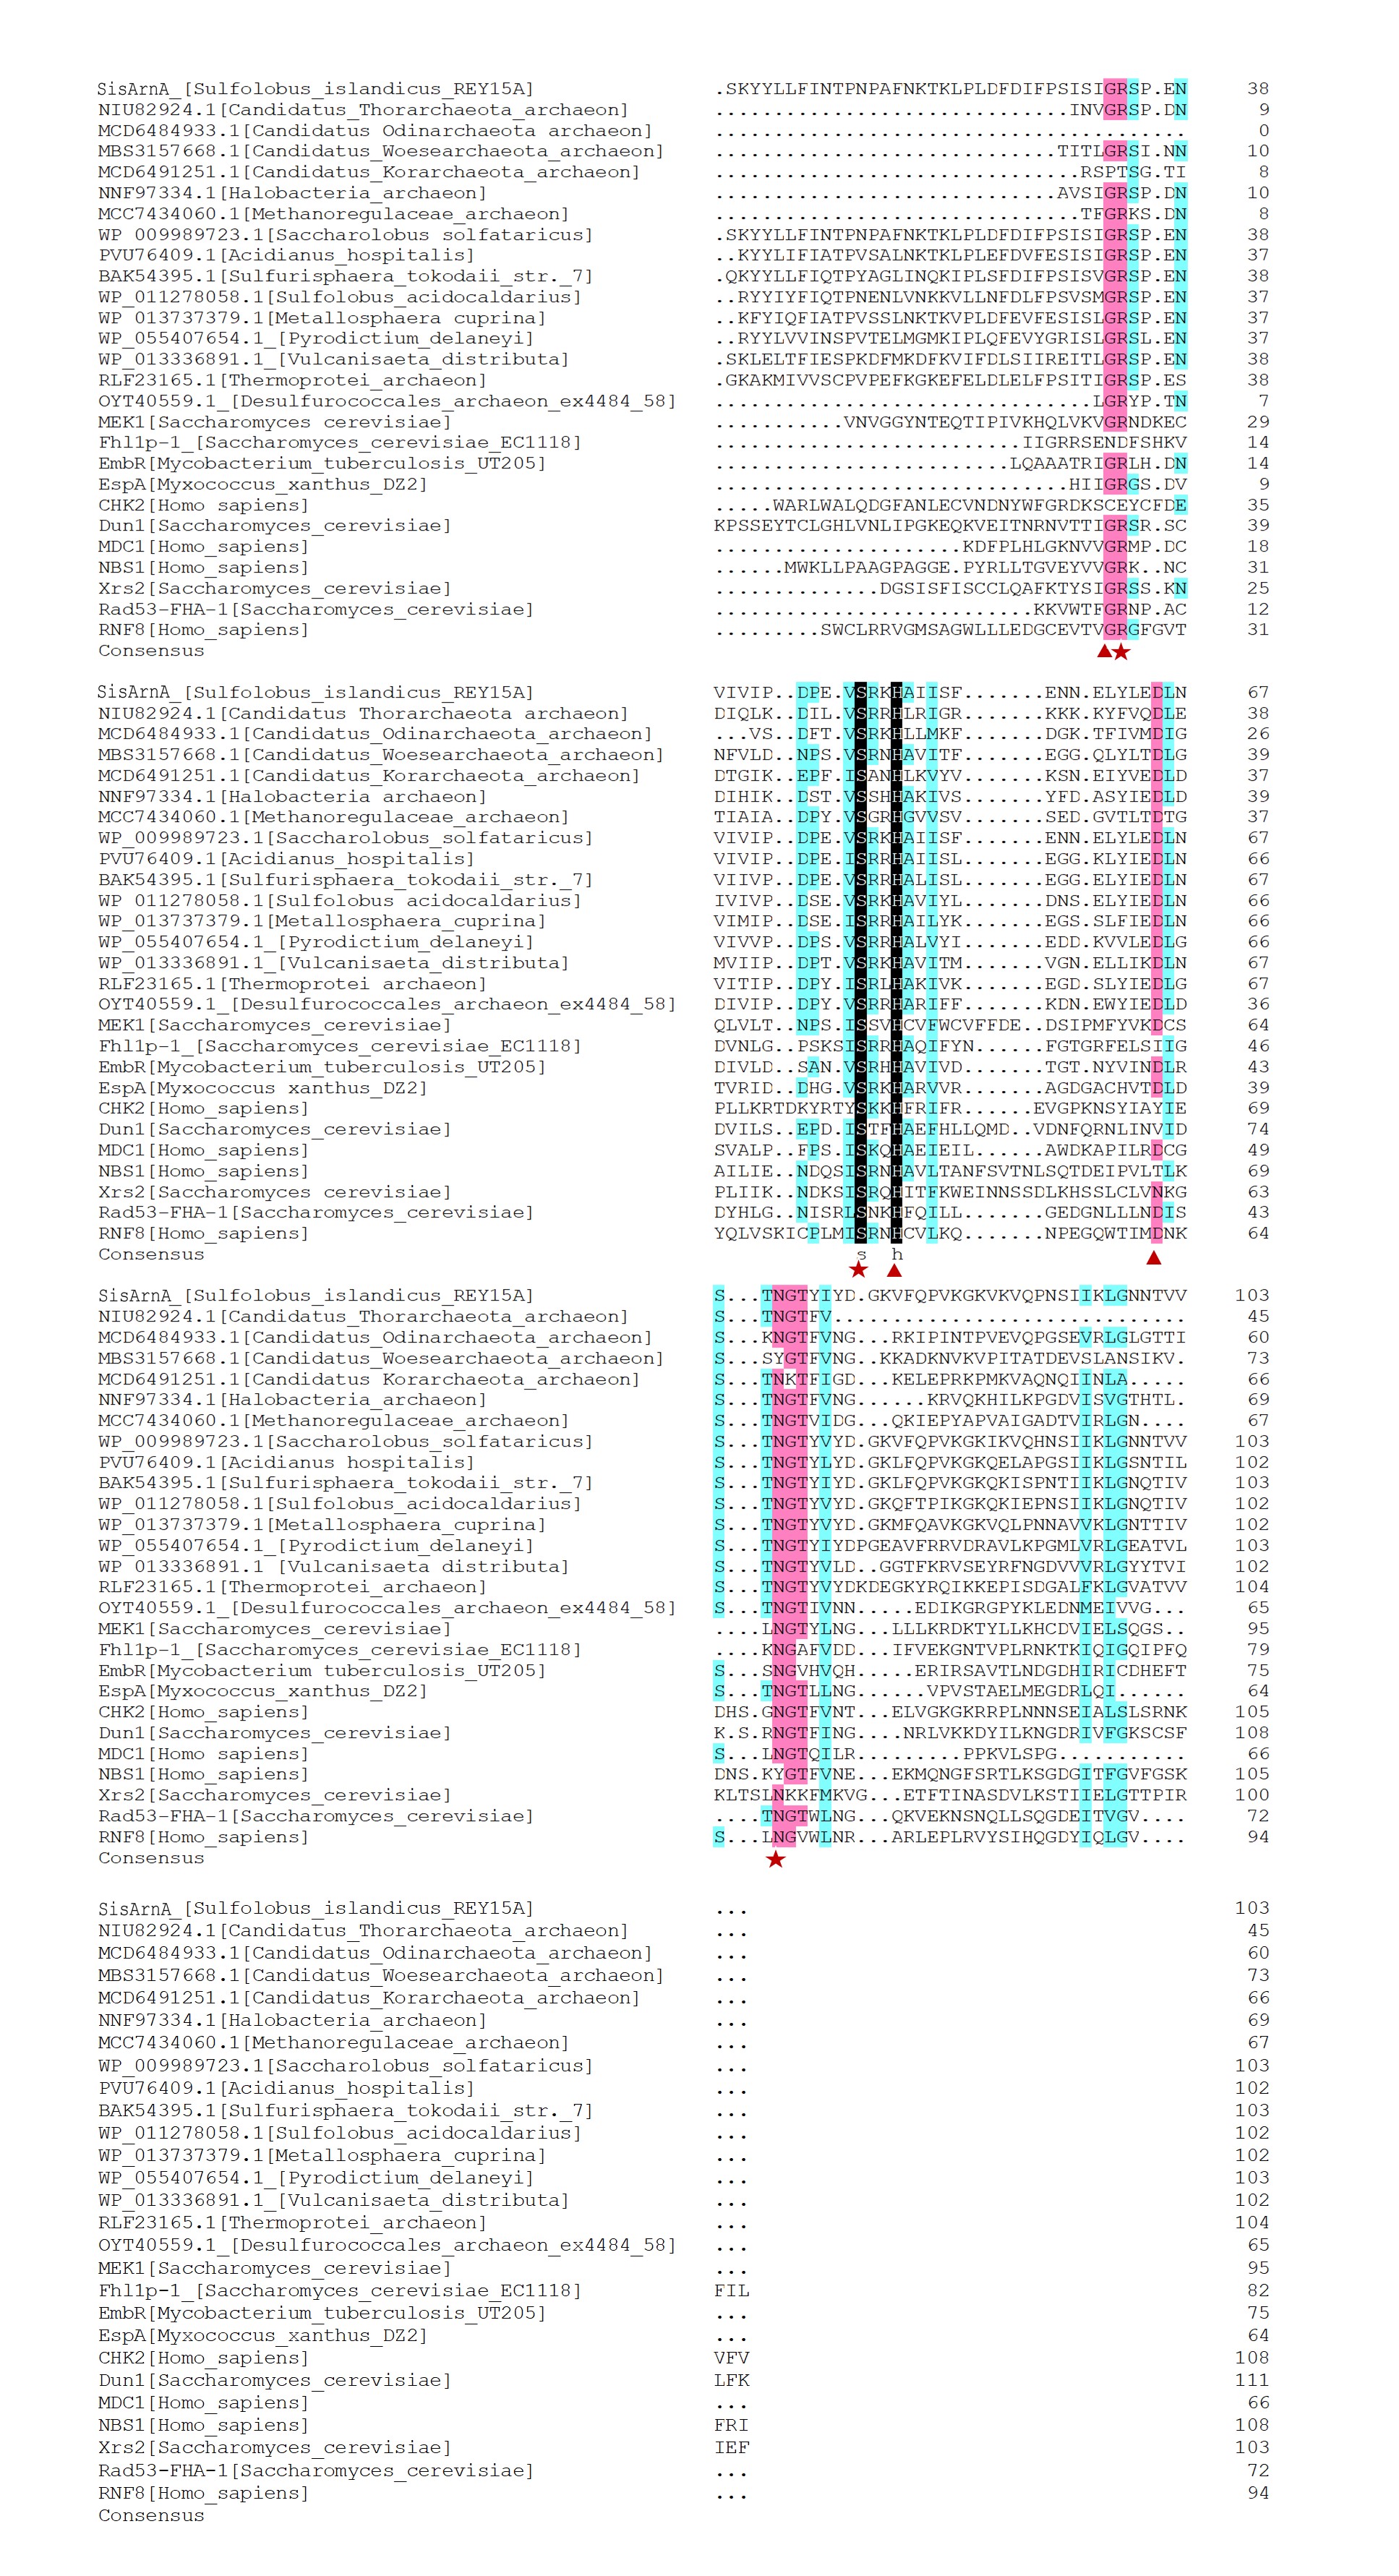

**Figure S3. Sequence alignment of the FHA domains from representative archaeal proteins and the eukaryotic proteins that are involving in DDR.** The sequences were obtained from NCBI. Archaeal FHA proteins were selected from representative archaeal phyla. Sequence alignment was performed using DNAMAN software. The residues colored in black, pink, and cyan, indicate 100% homology, 75%-100%, and 50%-75% homology, respectively. Red stars and triangles indicate conserved sites involved in binding to phosphorylated threonine (pThr) and the residue adjacent to the pThr, respectively.

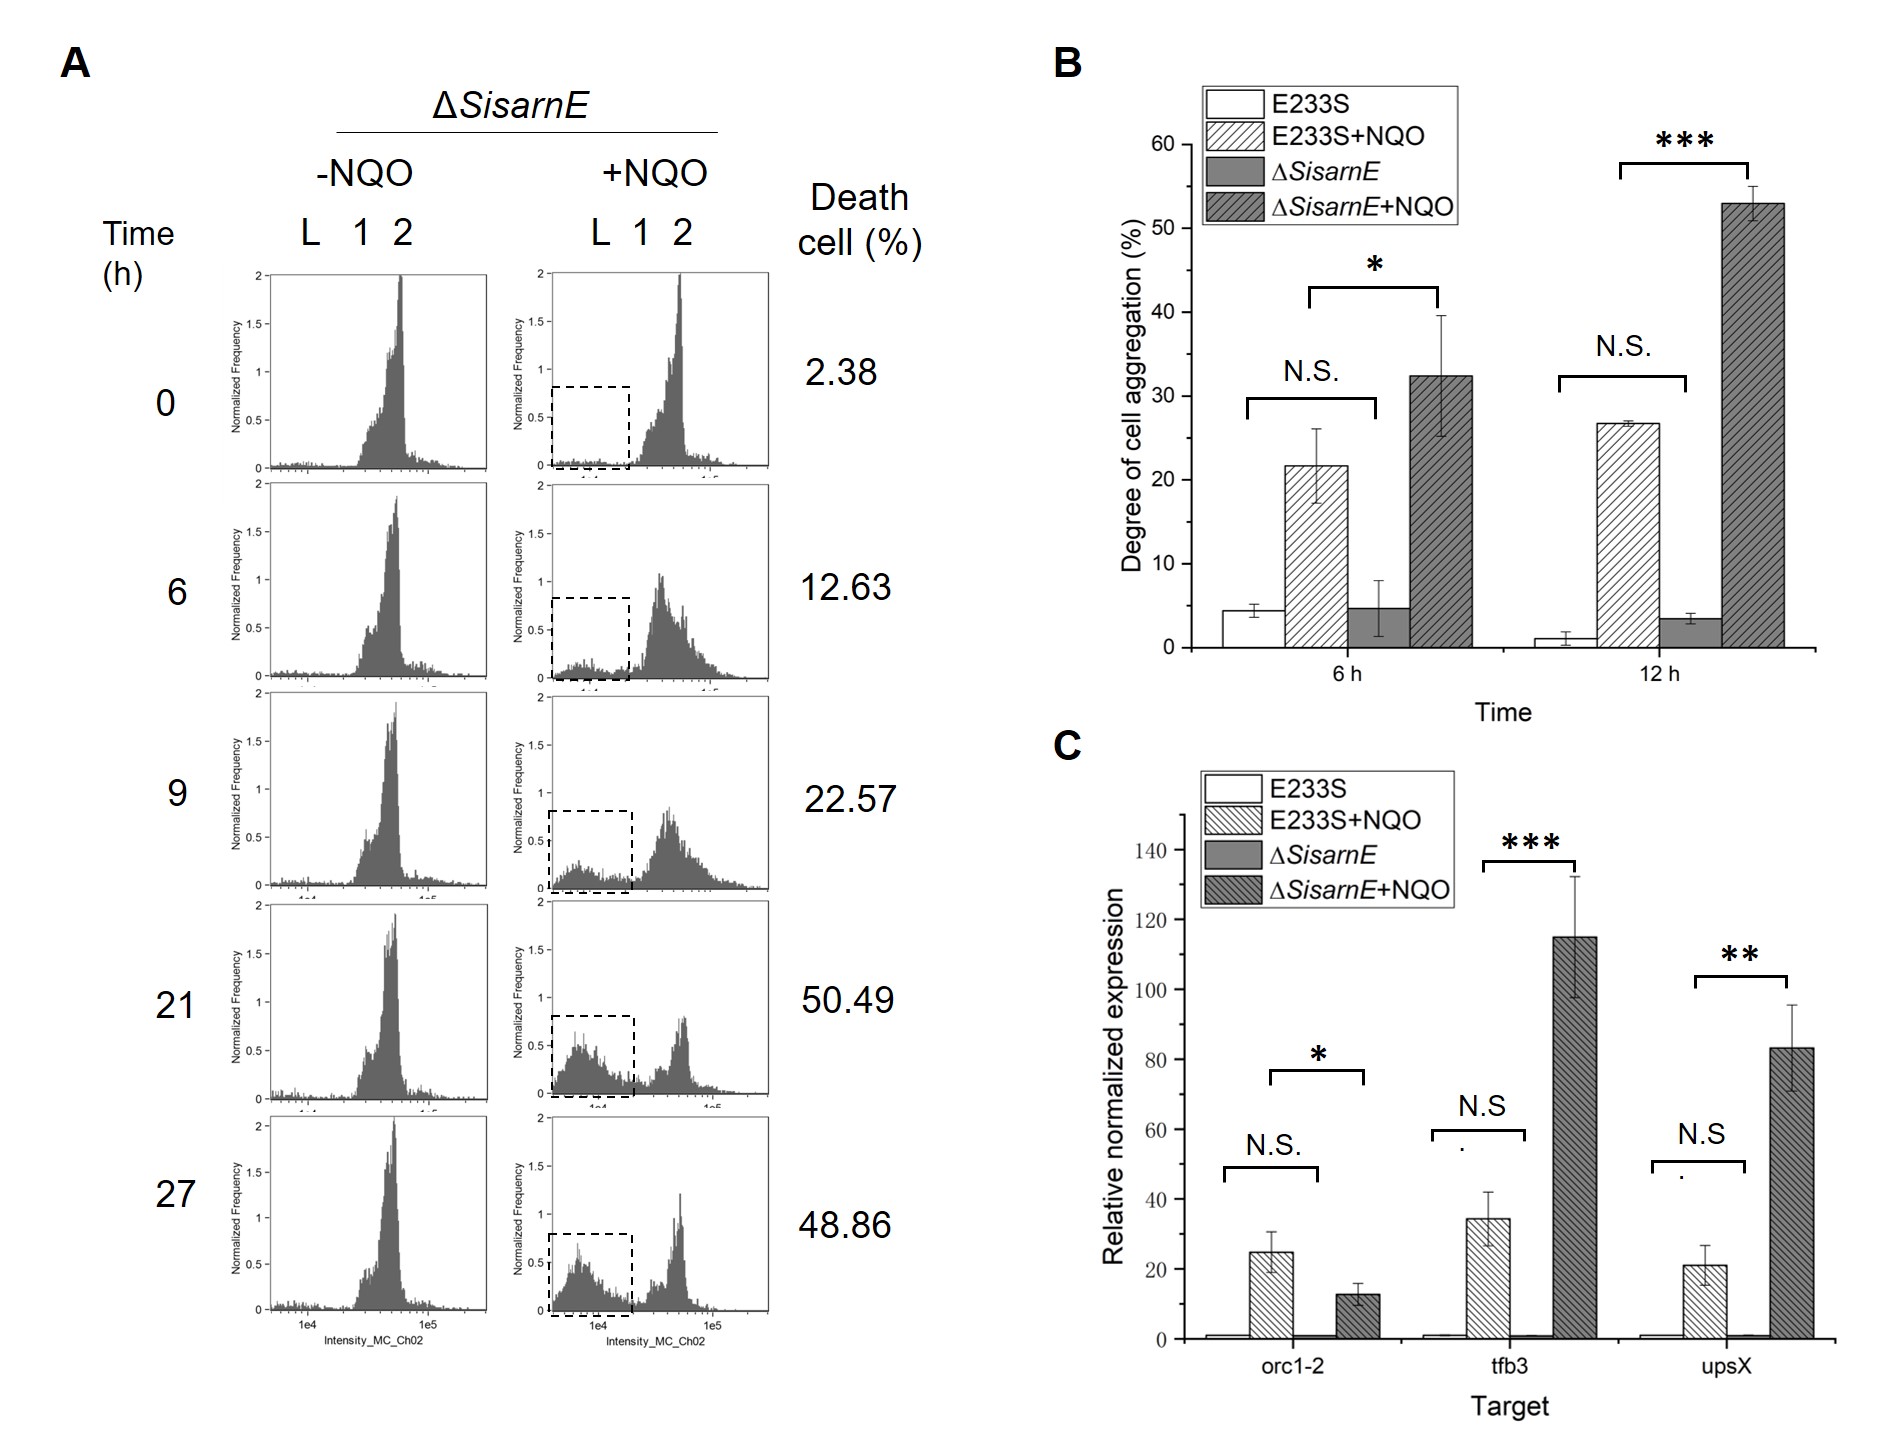

**Figure S4. Phenotypic analysis of Δ*SisarnE* compared with the wild type strain E233S in the presence (+) and absence (-) of the DNA damage agent NQO.** (**A**) Flow cytometry profiles. L, DNA-less cells; 1, cells containing one genome copy; 2, cells containing two genome copies. The ratios between the numbers of dead cells (boxed) and the total cell numbers at 6, 9, 21, and 27 h are indicated on the right in each NQO-treated sample. (**B**) Cell aggregation analysis. Quantification of the samples treated or untreated with NQO for 6h and 12 h. Aggregates containing more than three cells were counted. (**C**) RT-qPCR analysis of the transcripts of DDR genes (*orc1-2*, *tfb3*, and *upsX*) in E233S or Δ*SisarnE* cells treated or mock-treated with NQO for 6 h. The comparative Ct value of 16S rRNA was used as reference. The data was obtained from three independent experiments. T test was used for statistical analysis. Significant: * p<0.05, ** p<0.01, *** p<0.001, N.S. not significant.

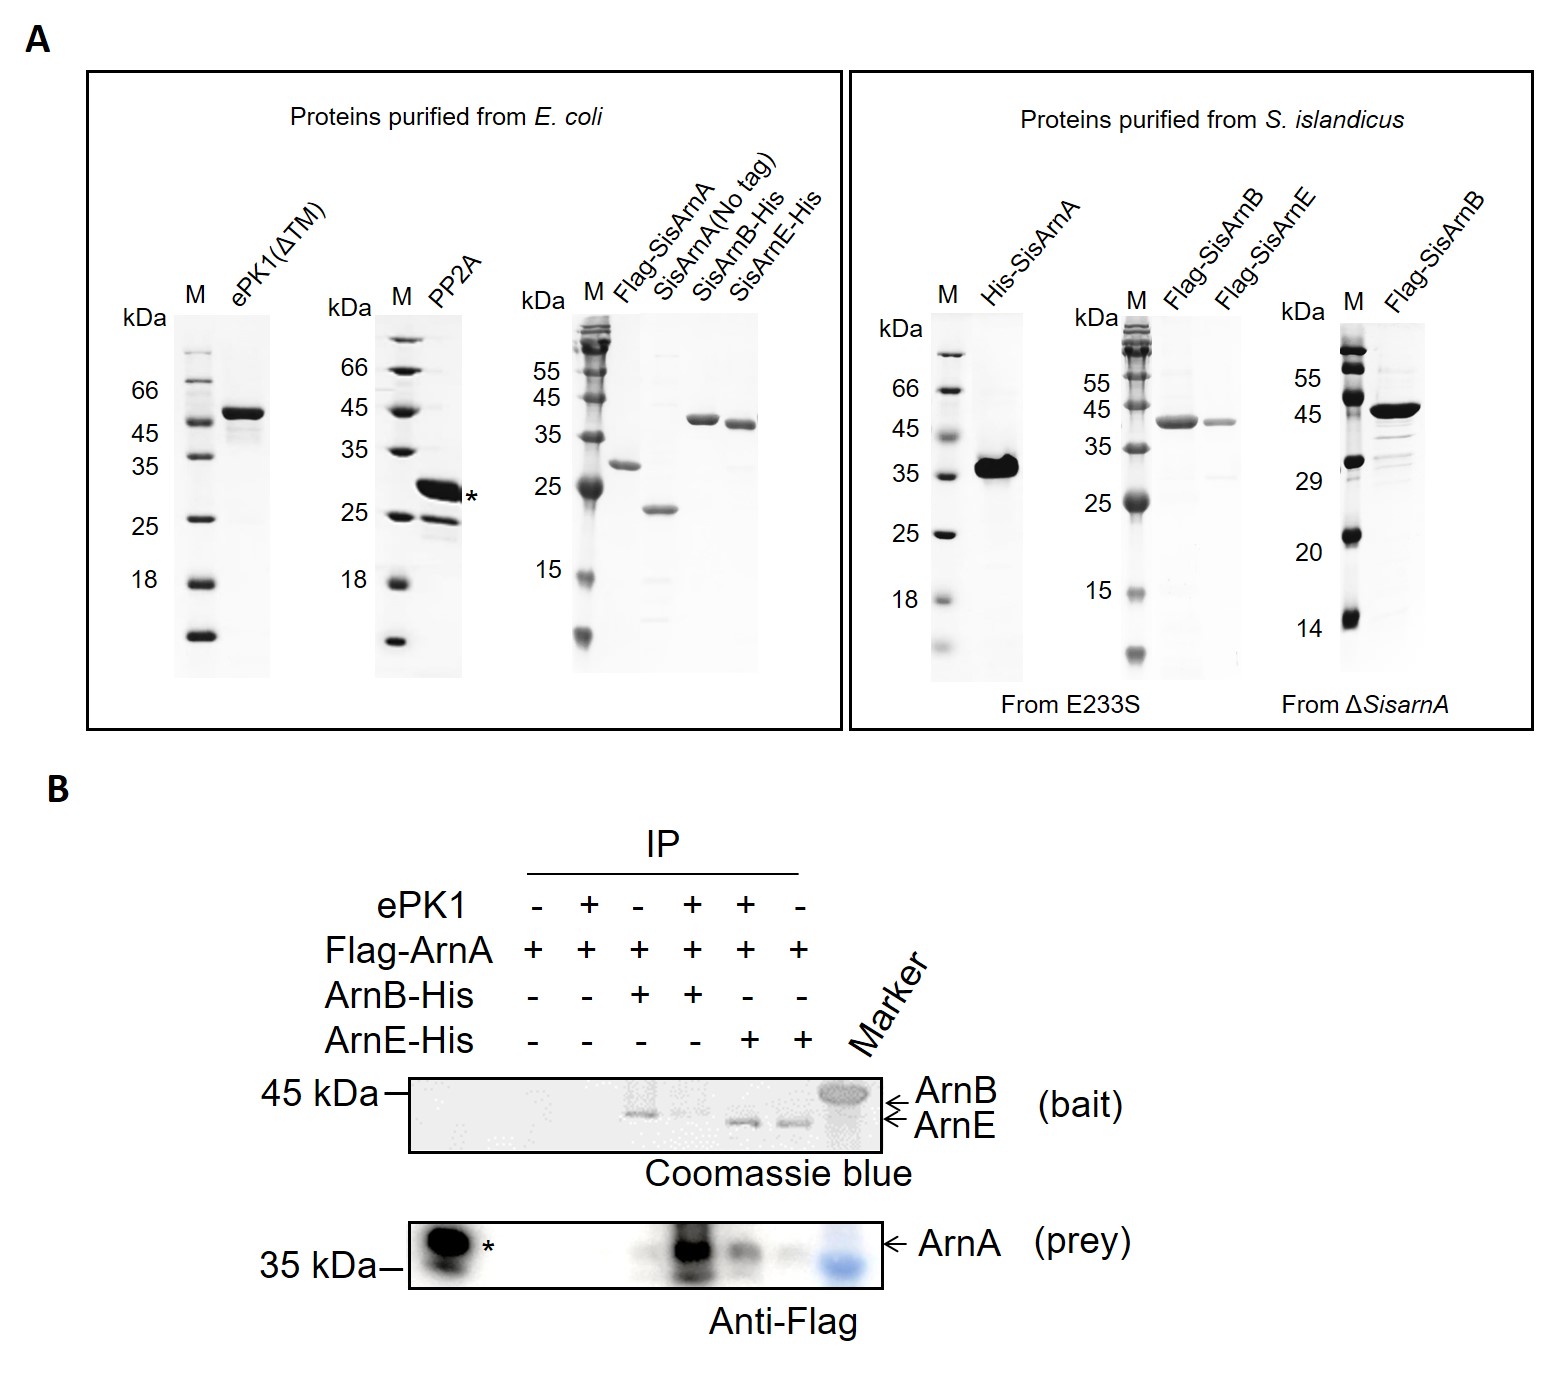

**Figure S5. *In vitro* analysis of the interactions between ArnA and ArnB or ArnE. (A)** SDS-PAGE profiles of the proteins purified from *E. coli* and *S. isandicus*. The asterisk indicates PP2A. **(B)** The interactions of SisArnB and SisArnE with SisArnA were stimulated by phosphorylation. His-tagged SisvWAs (35 μg) were firstly phosphorylated by incubation with ePK1 (SiRe_2056, 6 μg) at 60^o^C. Flag-SisArnA (30 μg) was then added into the reaction mixture. After incubation with Ni-NTA beads, the eluted samples were analyzed by western blot with anti-Flag antibody. The asterisk indicates the control signal of SisArnA purified from *E. coli*.

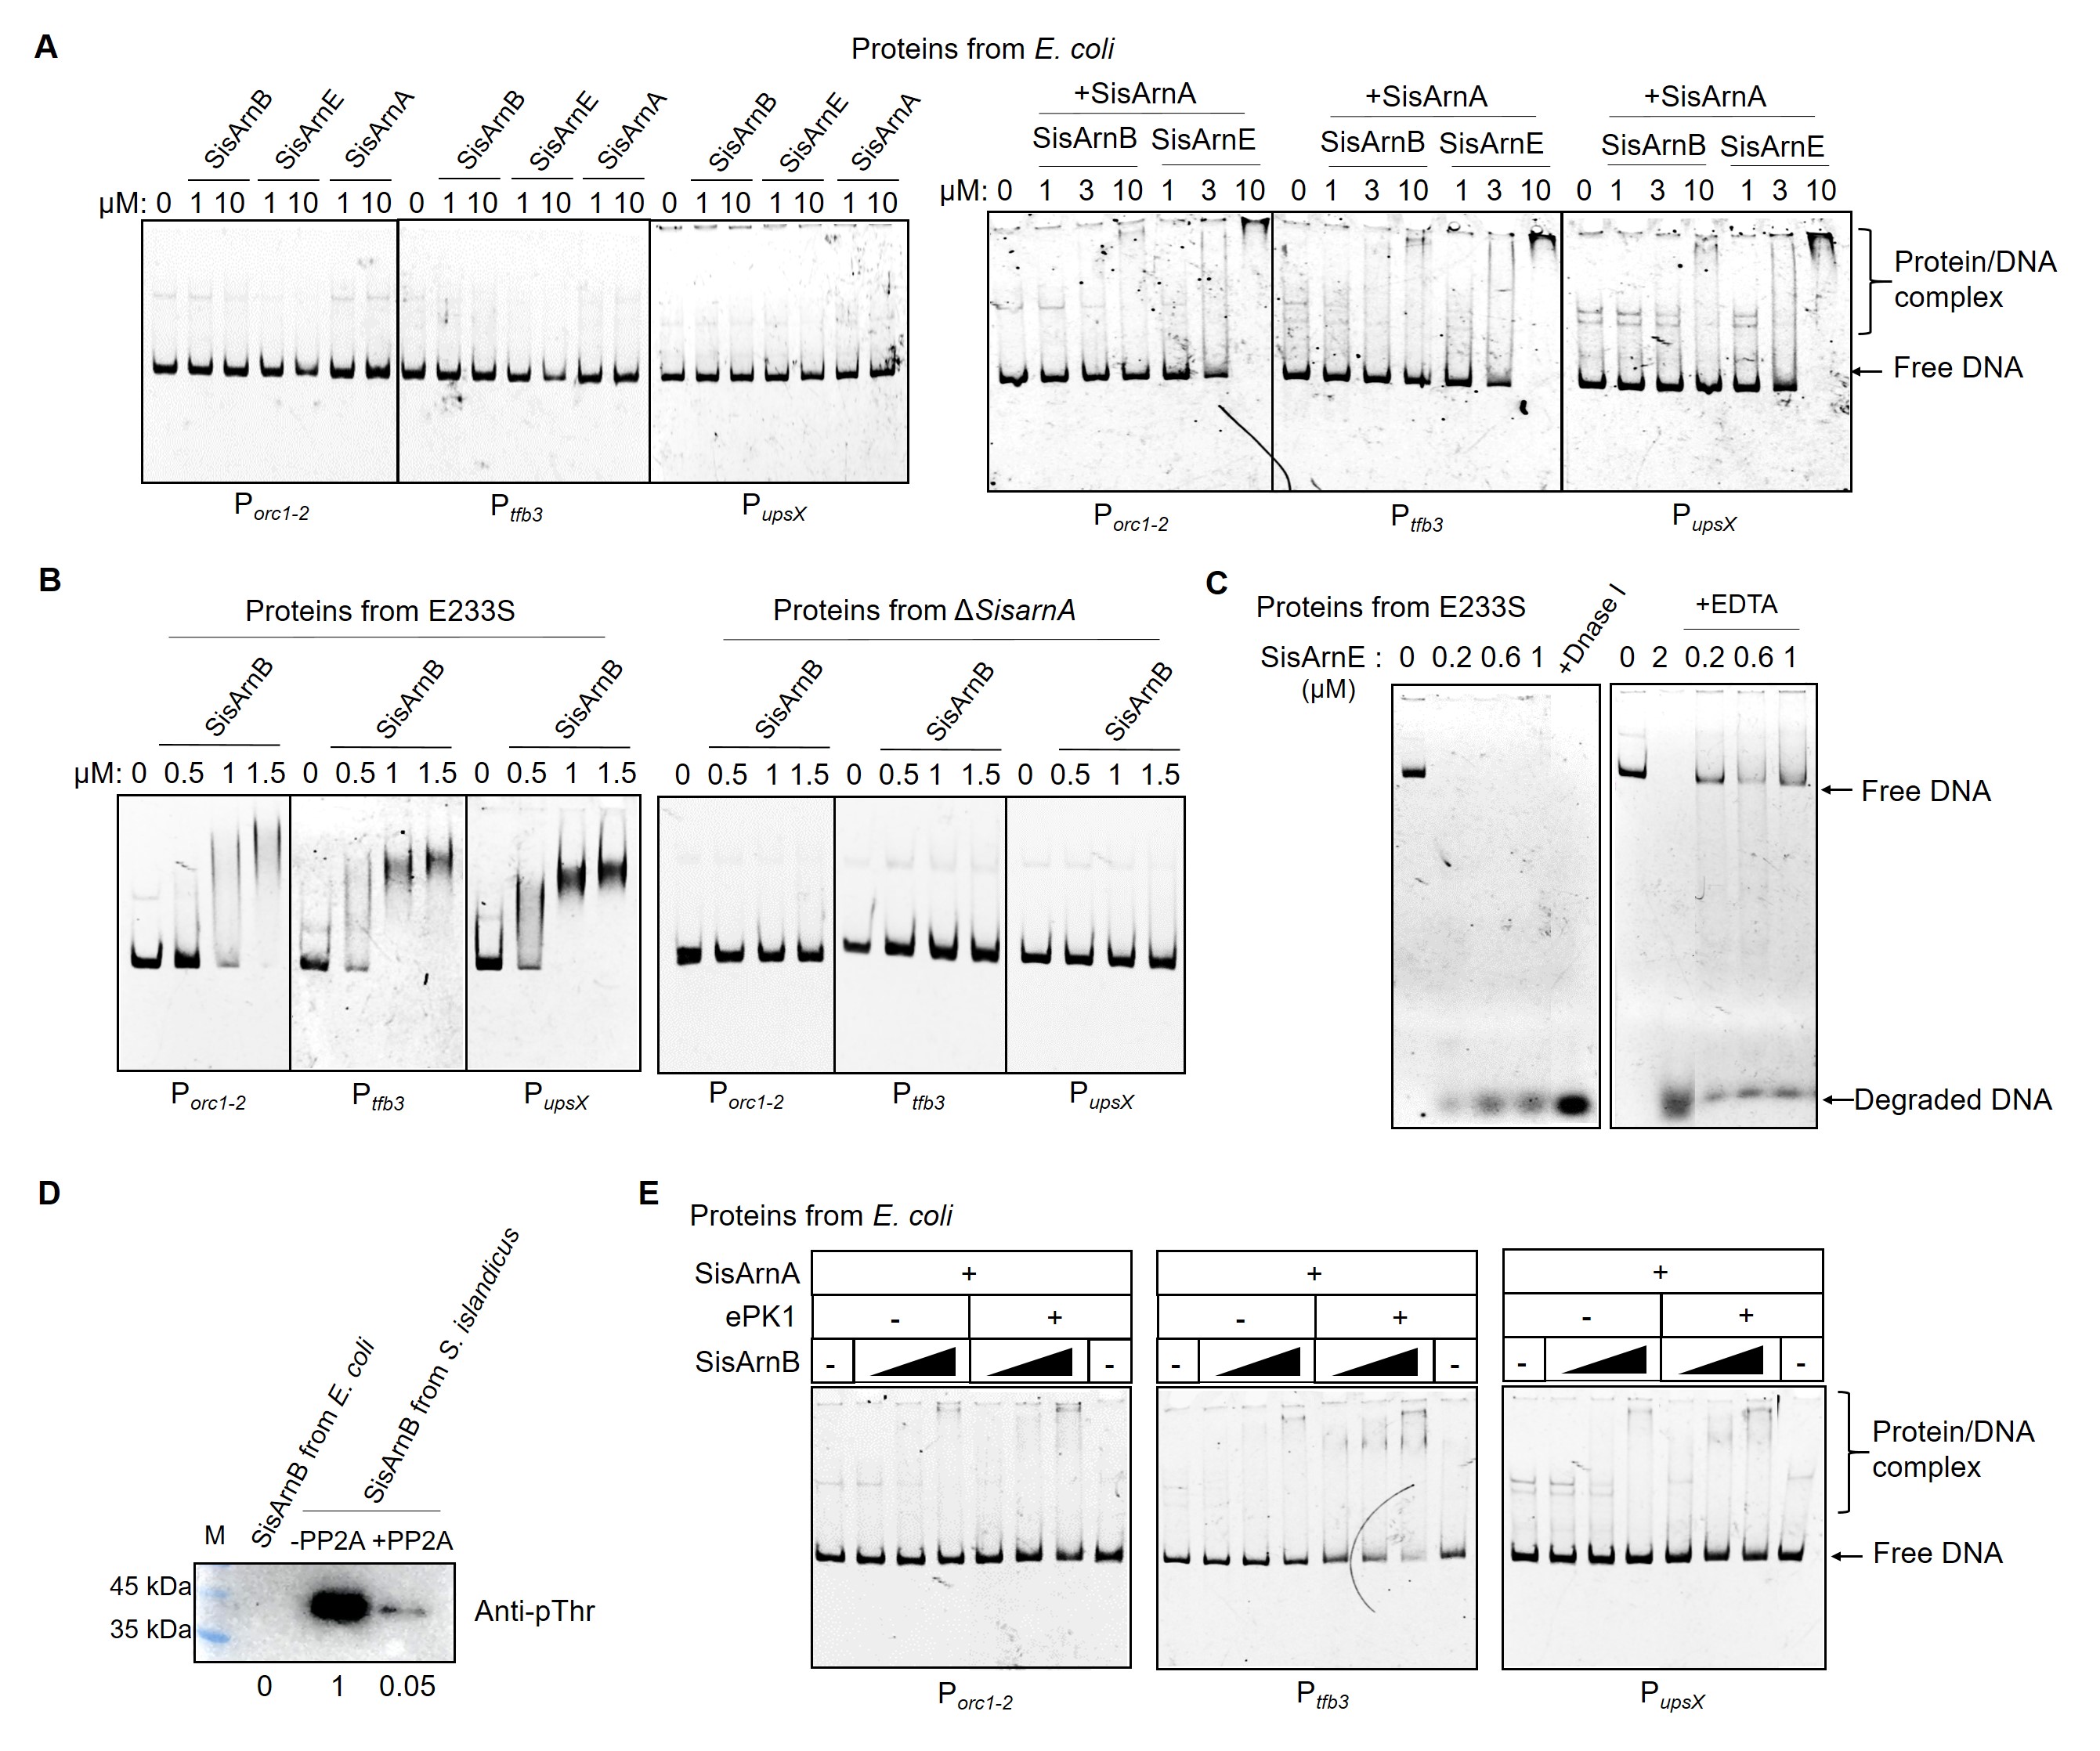

**Figure S6. Analysis of the DNA binding ability of SisArnA, SisArnB, and SisArnE.** (**A**) SisArnB or SisArnE in combination with SisArnA, but not individually, exhibited DNA binding activity. All proteins were purified from *E. coli.* EMSA was performed in a reaction mixture (20 μl) containing 500 bp FAM-labelled DNA (the promoter sequence of *orc1-2*, *tfb3, or upsX*) and the indicated amount of proteins at 37^o^C for 30 min. The samples were analyzed using 6% native PAGE. After electrophoresis, the gels were scanned using Amersham ImageQuant 800. (**B**) The SisArnB protein purified from Δ*SisarnA* could not bind the three promoters. EMSA was performed as that in (A) except that the SisArnB proteins purified from *S. islandicus* E233S or Δ*SisarnA* were used in the reaction with 200 bp FAM-labelled promoters as substrates. (**C**) The SisArnE sample purified from *S. islandicus* exhibited DNA degradation activity. The indicated concentrations of SisArnE was incubated with DNA (P*_tfb3_*) in the EMSA buffer with or without EDTA (1 mM) at 37^o^C. DNase I was used as a control. (**D**) SisArnB purified from *S. islandicus*, not *E. coli,* was phosphorylated. The SisArnB samples from *S. islandicus* was dephosphorylated by PP2A (SiRe_1009) at 60^o^C for 30 min in the reaction mixture as described in the Materials and Methods. The SisArnB samples (1 μM) purified from *E. coli* and *S. islandicus* and the dephosphorylated SisArnB were loaded onto SDS-PAGE and the phosphorylation signals were detected by western blot with anti-pThr antibody (CST No. 9381S). The relative intensity of signals are indicated at the bottom. M, marker. (**E**) Phosphorylated SisArnB exhibited slightly higher DNA binding activity than that of untreated SisArnB in the presence of SisArnA. After phosphorylation of SisArnB (1, 3, or 10 μM) by ePK1 (SiRe_2056, 0.5 μM), SisArnA and DNA was added into the mixture and incubated for further 30 min at 37^o^C. The samples were analyzed by 6% native PAGE.

**
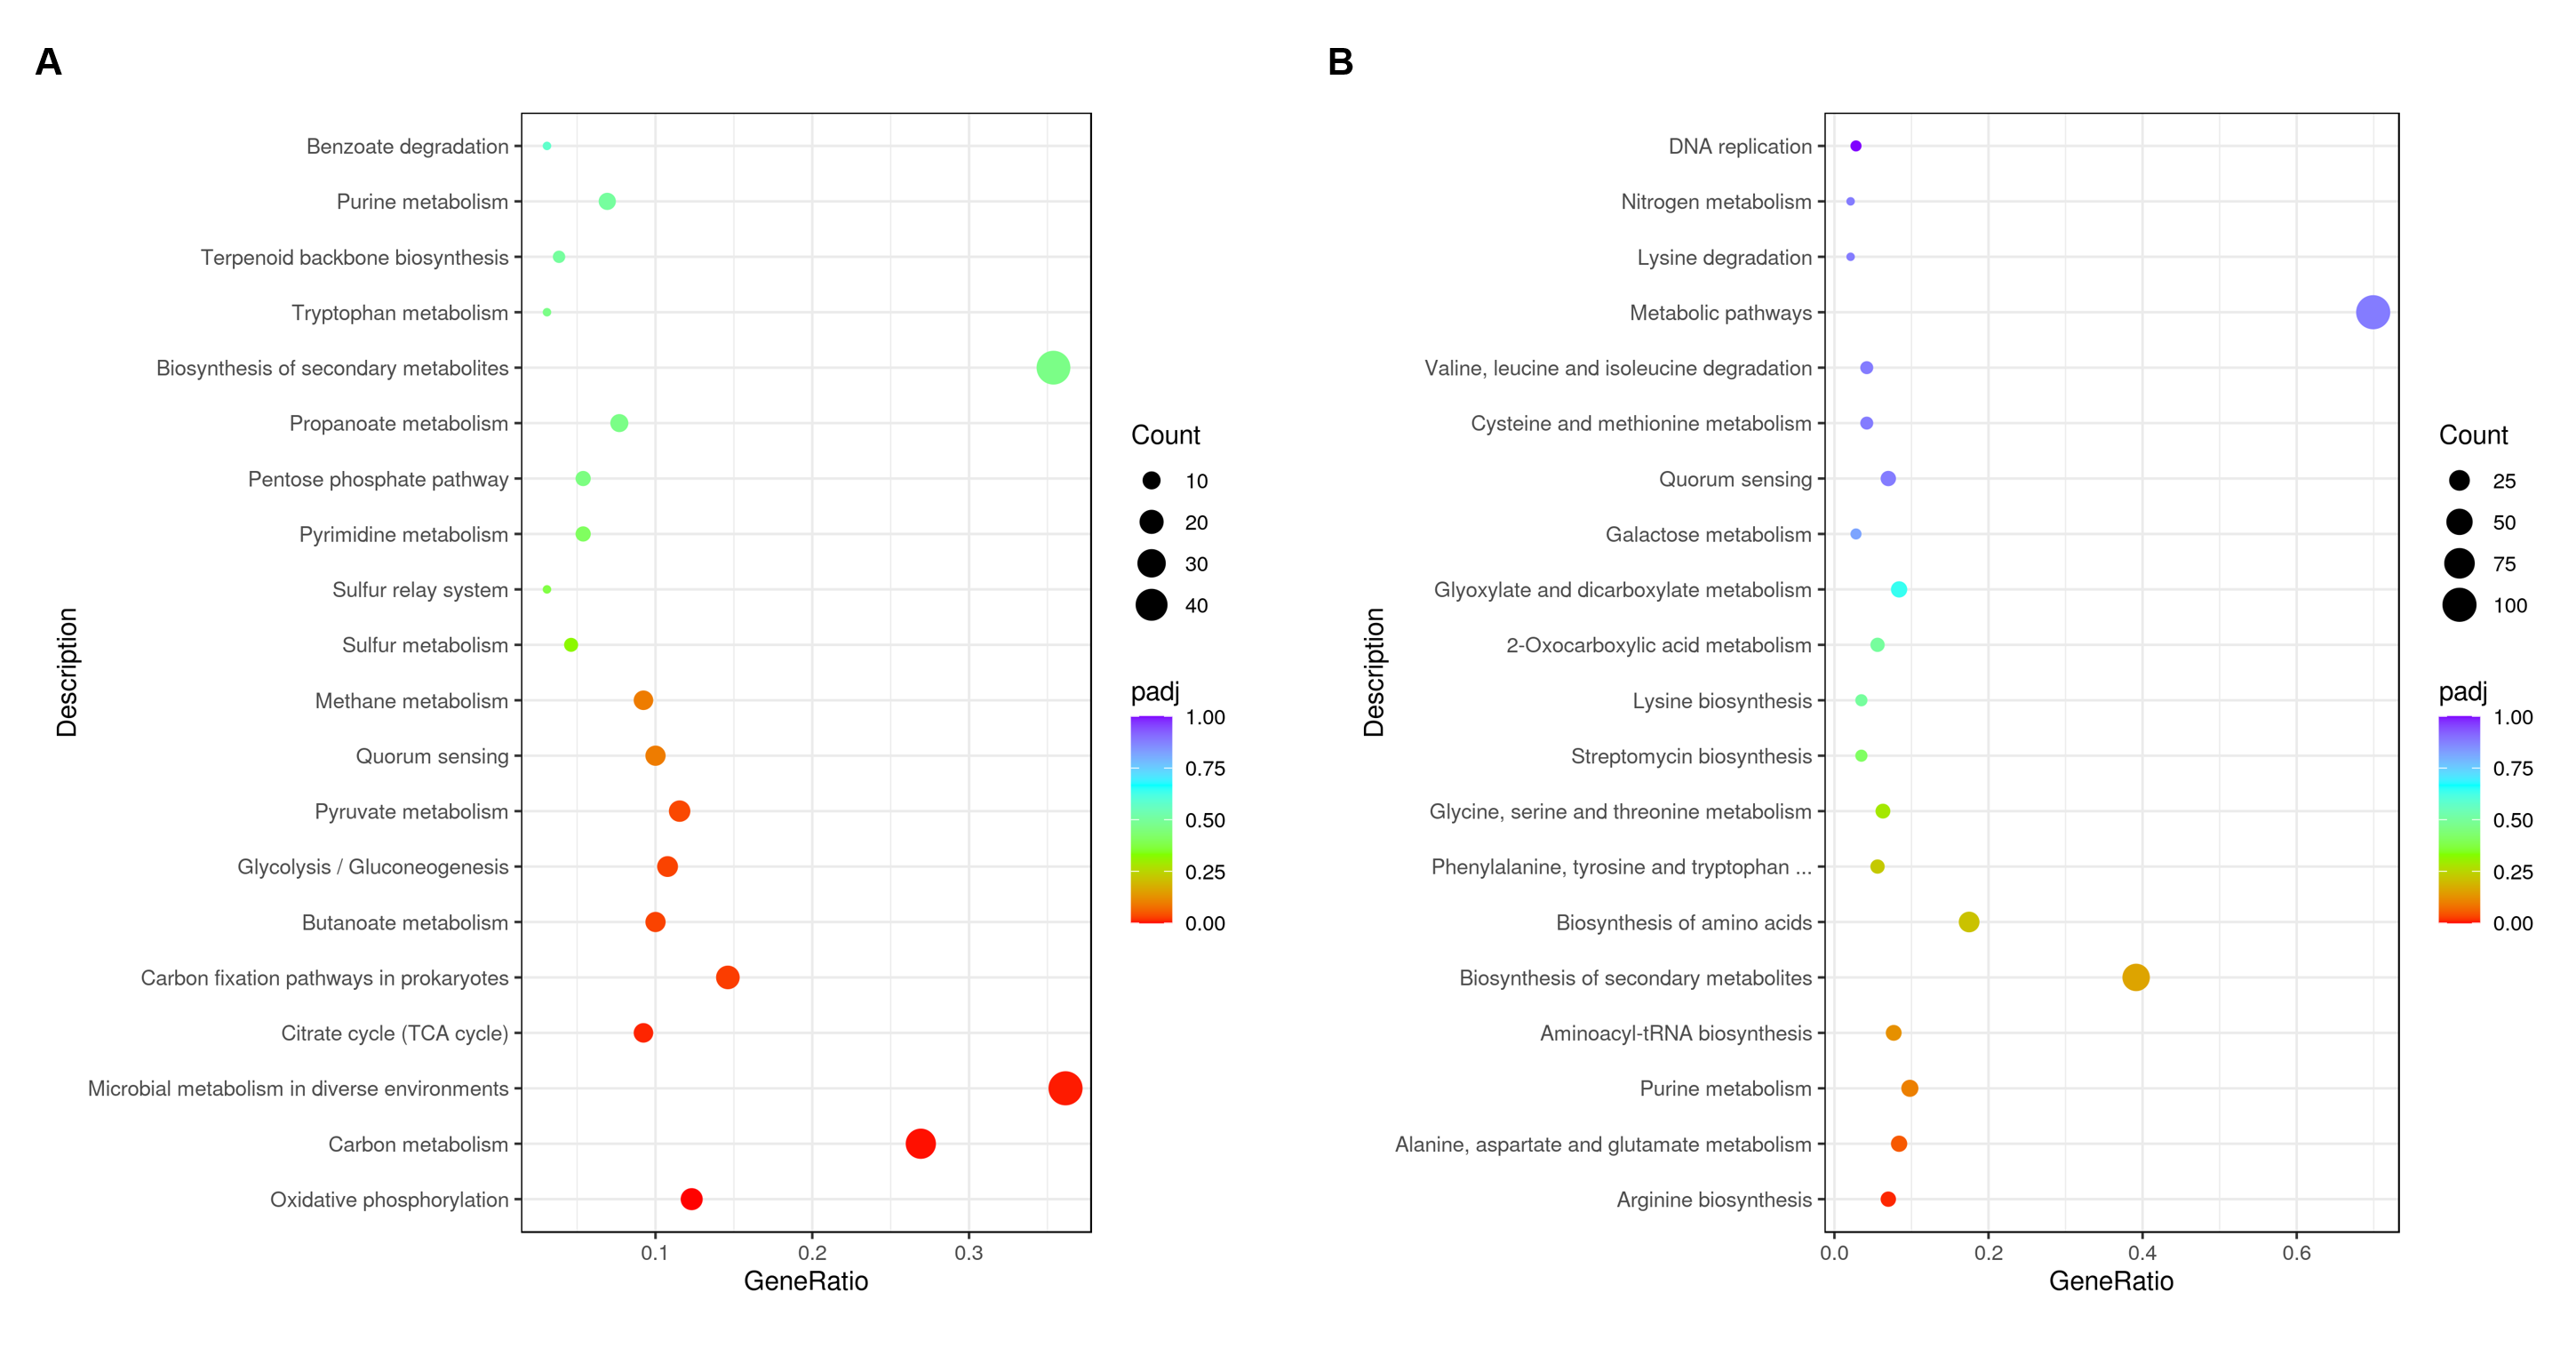
 Figure S7. KEGG enrichment of up- (A) and down-regulated (B) genes in Δ*SisarnA* compared with E233S.** The KOBAS software was used to test the statistical enrichment of differential expression genes in KEGG pathways. X-axis, the ratio of differentially expressed genes involved in a KEGG pathway to all differentially expressed genes. Y-axis, description of KEGG pathways. The size of circles indicate number of genes. Colors indicate padj values.

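Figure S7 tests, for each KEGG pathway, whether the genes called higher or lower in Δ*SisarnA* are enriched in it. At the paper's threshold, most genes found lower here lie in SiRe_0774 to SiRe_0888, and whether the lists behind the figure hold them is not known. Of the 37 glycosyltransferase, FkbM, and S-layer genes, 19 were lower in untreated Δ*SisarnA* and 2 were higher (19 and 2 adjusted over the list alone). Outside SiRe_0774 to SiRe_0888, 3 of 20 were lower. The set passed camera (adjusted p = 6.24e-09; adjusted p = 0.00254 with an estimated correlation), but not without that run (adjusted p = 0.862, the highest of its alternatives, the lowest being 2.08e-12 with limma's fry). Of the 18 genes of purine biosynthesis, 10 were lower and 3 higher (12 and 4 adjusted over the list alone), among them adenylosuccinate lyase (SIRE_RS08930) at -0.49 ± 0.08 and, among the higher, GMP synthase (SiRe_0640) at 0.52 ± 0.12 (log2 fold change ± standard error). That set passed camera (adjusted p = 0.0319), but not with the correlation estimated (adjusted p = 0.382 with an estimated correlation).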

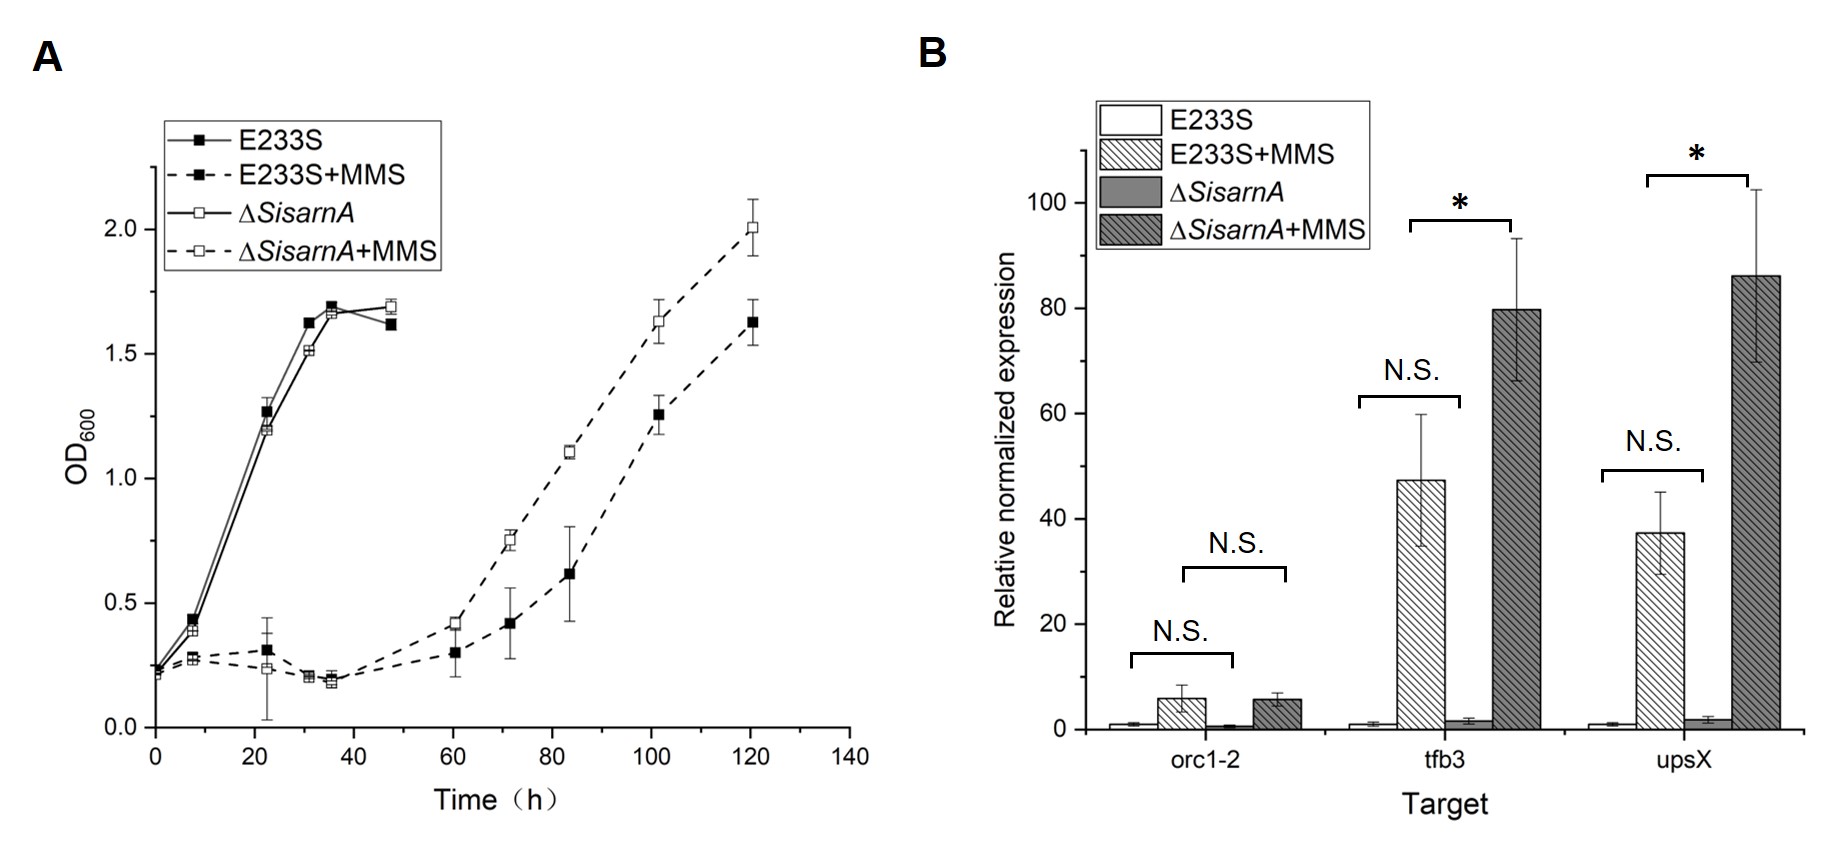

**Figure S8. Comparison of the cell growth and the transcription of the DDR genes between Δ*SisarnA* and E233S in the presence (+) and absence (-) of MMS.** (**A**) Growth curves. The cultures were grown to OD_600_~0.2 before the DNA damage agent MMS (2 mM) was added. The values of OD_600_ were obtained from three independent cultures. Error bars indicate standard deviations. (**B**) RT-qPCR analysis of the transcripts of the DDR genes. E233S or Δ*SisarnA* cells were treated with MMS for 6 h and their total RNA was extracted for RT-qPCR with corresponding qPCR primers of *orc1-2*, *tfb3*, and *upsX*. The data were obtained from three independent experiments. Error bars indicate standard deviations. T test was used for statistical analysis. Significant: * p<0.05, ** p<0.01, N.S. not significant.

# Supplementary material for: The FHA domain protein ArnA functions as a global DNA damage response repressor in the hyperthermophilic archaeon Saccharolobus islandicus
**Source:** mBio. 2023 Jun 30;14(4):e00942-23. doi: 10.1128/mbio.00942-23
**Supplement:** Tables S1 and S2 — Strains, vectors, and primers used in this study.

Supplementary Tables for

**The FHA domain protein ArnA functions as a global DNA damage response repressor in the hyperthermophilic archaeon *Saccharolobus islandicus***

Zhichao Jiang, Zijia Lin, Qi Gan, Pengju Wu, Xuemei Zhang, Yuanxi Xiao, Qunxin She, Jinfeng Ni, Yulong Shen^#^, Qihong Huang^#^

**Table S1. Strains and vectors used in this study**

| Strain or vectors | Properties | Source or reference |
| --- | --- | --- |
| *S. islandicus* E233S | *S. islandicus* REY15A Δ*pyrEF* Δ*lacS* | [Deng *et al.*, 2009](#_ENREF_44) |
| Δ*SisarnA* | *SisarnA* knockout in E233S | this study |
| Δ*SisarnB* | *SisarnB* knockout in E233S | this study |
| Δ*SisarnE* | *SisarnB* knockout in E233S | this study |
| Δ*SisarnA*/*SisarnB* | *SisarnA and* *SisarnB* double deletion in E233S | this study |
| Δ*SisarnA*/*SisarnE* | *SisarnA and* *SisarnB* double deletion in E233S | this study |
| E233S/pSeSD-His-SisArnA | His-SisArnA overexpression in E233S | this study |
| E233S/pSeSD-His-SisArnA-RS | His-SisArnA-R134A/S148A overexpression in E233S | this study |
| Δ*SisarnA*/pSeSD | *SisarnA* knockout strain harboring the empty vector pSeSD | this study |
| Δ*SisarnA*/pSeSD-His-SisArnA | His-SisArnA complementation in Δ*SisarnA* | this study |
| Δ*SisarnA*/pSeSD-His-SisArnA-RS | His-SisArnA-R134A/S148A complementation in Δ*SisarnA* | this study |
| E233S/pSe-Porc1-2/tfb3/upsA/upsE/upsX-lacS | E233S harboring a reporter plasmid pSeSD-lacS containing the promoters (200 bp) of *orc1-2, tfb3, upsA, upsE,* or *upsX* | this study |
| Δ*SisarnA*/pSe-Porc1-2/tfb3/upsA/upsE/upsX-lacS | Δ*SisarnA* harboring a reporter plasmid pSeSD-lacS containing the promoters (200 bp) of *orc1-2, tfb3, upsA, upsE,* or *upsX* | this study |
| Δ*SisarnB*/pSeSD-Flag-SisarnB | Flag-SisArnB complementation in Δ*SisarnB* | this study |
| Δ*SisarnE*/pSeSD-Flag-SisArnE | Flag-SisArnE complementation in Δ*SisarnE* | this study |
| pGE | *Sulfolobus*-*E. coli* shuttle vector containing mini-CRISPR and *pyrEF* for CRISPR-Cas based gene editing | [Li *et al.*, 2016](#_ENREF_31) |
| pGE-*arnA*KO | gRNA targeted *arnA* knock out vector | this study |
| pGE-*arnB*KO | gRNA targeted *arnB* knock out vector | this study |
| pGE-*arnE*KO | gRNA targeted *arnE* knock out vector | this study |
| pSeSD-His-SisArnA | N-terminal 6×His tagged *Sis*ArnA expression vector | this study |
| pSeSD-SisArnA-His | C-terminal 6×His tagged *Sis*ArnA expression vector | this study |
| pSeSD-SisArnA-RS-His | C-terminal 6×His tagged *Sis*ArnA-R134A/S148A expression vector | this study |
| pSeSD-Flag-SisArnB | N-terminal Flag tagged *Sis*ArnB expression vector | this study |
| pSeSD-Flag-SisArnE | N-terminal Flag tagged *Sis*ArnE expression vector | this study |
| pSe-Porc1-2/tfb3/upsA/upsE/upsX-lacS | Promoter of araS-SD of pSe-LacS was replaced by the promoter of *orc1-2/tfb3/upsA/upsE/upsX* (200 bp upstream of start codon) | this study |

**Table S2. Primers used in this study**

* The restriction sites are in bold.

How the deposited data were processed for this re-analysis (not part of the article)

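RNA was sequenced from 12 cultures, 3 each of E233S, Δ*SisarnA*, E233S_NQO, and Δ*SisarnA*_NQO, as set out where the experiment is introduced. The paper calls them independent cultures, and the sample labels give each group the same replicate numbers. The authors deposited 1 table of FPKM for 2781 genes, with the position, length, and product of each gene. By the submitters' processing notes, CASAVA 2.19 and HISAT2 2.0.5 were used before the values were deposited. Every FPKM value, multiplied by gene length, was a whole multiple of 1 step per library within a tolerance of 0.1, so read numbers were recovered and gave the depths. The 10 most abundant genes took 26.8 to 28.4% of the reads in E233S, 24 to 25.4% in E233S_NQO, 30.2 to 31.4% in Δ*SisarnA*, and 26.6 to 28.6% in Δ*SisarnA*_NQO. No per-sample column was left out.

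The deposited table carries newer locus tags (SIRE_RS) and the paper the older SiRe numbers. Table S3 pairs both, but only the first 1375 of its 2781 rows were at hand, which gave 1301 genes their SiRe number. A further 25 were placed by product, position, or the ratios of Table 1. Of the 37 genes of Table 1, 36 had the gene so placed as the nearest of all genes by their 4 ratios, within a root mean square log2 distance of 0.014, while the second nearest lay at 0.048 or more. For a gene placed by those ratios, this match is no separate check. In the rows at hand, 99.5% of neighboring genes have rising SiRe numbers. Genes without such a number are given by their SIRE_RS tag. None of the FPKM values in the rows of Table S3 at hand differs by over 0.01% from a deposited value above 0.

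Values were taken as log2(FPKM + 1), and the 2629 genes with a mean of at least 1 FPKM over the 12 libraries were tested. limma 3.58.1 in R 4.3.3 (lmFit, contrasts.fit, and eBayes with trend) fitted all 4 groups together, and p-values were adjusted by Benjamini-Hochberg within each comparison. The comparisons were Δ*SisarnA* against E233S without NQO, NQO against none in each strain, Δ*SisarnA* against E233S with NQO, and the interaction, the NQO response in Δ*SisarnA* minus that in E233S. A gene was called at an adjusted p under 0.05, and the paper's threshold adds a log2 fold change above 1 or below -1. The comparisons, tests, gene lists, and alternatives were set before the data were examined, except where stated. SiRe_0774 to SiRe_0888 had by then been seen in Table S3, so its list and the fits without it were prompted by these data. Tables and figures were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, and matplotlib 3.10.9.

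The 37 gene lists came from the paper (*ups*, *ced*, *dpo2*, the *nurA* operon, division and segregation, *dps*, further DDR genes of Table 1, its bold genes, *arl*, the terpenoid cluster, both sulfur clusters, the genes around *SisarnA*, and SiRe_0774 to SiRe_0888) or from product descriptions. The latter are ribosomal proteins, aminoacyl-tRNA synthetases, RNA polymerase, CRISPR-Cas, toxin-antitoxin, transposases, the respiratory chain, the TCA cycle, acyl-CoA metabolism, arginine and purine biosynthesis, chaperones, chromatin, oxidative stress, glycosyltransferases and S-layer, transporters, replication, DNA repair, regulators, pilins, sulfur metabolism, virus and plasmid genes, and rRNA and tRNA. Each was tested with camera at a preset correlation of 0.01, and again with an estimated correlation and with fry. Fisher's exact test (two-sided) compared 6 metabolic lists with all genes tested, among those higher in untreated Δ*SisarnA*.

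Genes are named by a rule written before the deposited file was opened: (a) those the paper names, the genes around *SisarnA*, SiRe_1719, SiRe_0197, and SiRe_2056; (b) per comparison, the 10 with the highest and the 10 with the lowest log2 fold change past the threshold, with replicates apart and a mean of at least 10 FPKM in either group, outside SiRe_0774 to SiRe_0888 and (a); (c) the 5 most abundant genes of SiRe_0774 to SiRe_0888 in E233S, its first and last, and the nearest expressed ones outside; and (d) 2 to 4 members of each list described with the largest change among those that passed. The values of SiRe_0002 to SiRe_1419 and of Table 1 had been seen in the paper's tables when the rule was written. A gene that no part of the text needs is left out, and SiRe_2056 was not given a value because 2 genes match it.

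On simulated data with changes at known genes, limma recovered 80.6% of 2-fold and 97% of 4-fold changes for the deletion without NQO, 89.6% and 92.4% for NQO in E233S, 80.6% and 97% for NQO in Δ*SisarnA*, 86.6% and 98.5% for the deletion with NQO, and 73.1% and 93.9% for the interaction. Of 1.5-fold changes it recovered 67.2% for the deletion without NQO and 38.8% for the interaction. Among 2429 unchanged genes, 0.45% were called for the deletion without NQO and 0.58%, the highest of the comparisons, for NQO in Δ*SisarnA*. A list of changed genes was called by camera, fry, and Fisher's exact test, and of 40 random lists camera and Fisher's test called 0 and fry 3.

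The alternatives were pseudocounts of 0.1 and 5, no filter (2748 genes) and a mean of at least 10 FPKM (2378 genes), median scaling, a fit to only the groups compared, the replicate number as a block, SiRe_0774 to SiRe_0888 left out with each library scaled to the same FPKM sum over the other genes, eBayes without a trend, limma-voom on the recovered reads, each library left out in turn, and other thresholds. Those chosen after the data were seen were thinning the recovered reads to the smallest library (2365681 reads) and leaving SiRe_0774 to SiRe_0888 out with FPKM as deposited. Outliers were not tested in groups of 3, and KEGG pathways were not available.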

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

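The tests of SiRe_0774 to SiRe_0888, and those of scaling and depth for the smaller responses, were chosen after the results were seen. The test of reads added evenly and the counts of other splits were not. Of the genes outside those the paper discusses, 92 genes of SiRe_0774 to SiRe_0888 stood out, listed at 0 in all 6 Δ*SisarnA* libraries, though 58 genes of the run had at least 10 FPKM in E233S, glycosyltransferase, sulfatase-like, and toxin-antitoxin genes among them. Lower depth is argued against, since the highest share of reads in the run in a Δ*SisarnA* library was 0.00123 of the lowest in an E233S library. Scaling or filtering by the authors is argued against by the 20 nearest tested genes outside, with a median log2 fold change of 0.38, and by the 36 reads that remain, 27 of them in Δ*SisarnA* replicate 3.

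A candidate explanation is that the segment was lost from the chromosome of Δ*SisarnA*. The limit for this, set after the result was seen, was every gene with at least 10 FPKM in E233S under 1% of its E233S mean in each Δ*SisarnA* library. The highest was at 1.47%. A value just past a limit set in that way does not weigh against the loss, so this stays open. Silencing with the DNA still there stays open too, since there are 0 DNA libraries. The expressed genes of the run lie between a pair of transposase genes with the same lengths on each side, SiRe_0774 and SiRe_0775 (1206 and 408 bases, 751376 to 752963) and SiRe_0885 and SiRe_0886 (1206 and 408 bases, 849044 to 850631), all on the minus strand, and reads of such repeats cannot be placed with certainty. Where the run is lost, a difference between Δ*SisarnA* and E233S may come from its genes and not from *SisarnA*, which these 12 libraries cannot separate.

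The NQO response differed between the strains by limma's interaction test for 406 genes in which it was higher in Δ*SisarnA* and 440 in which it was lower. The first include *mre11*, with a log2 difference of 1.00, and *herA*, at 0.95, whose response was larger in Δ*SisarnA*. The second include the thiosulfate:quinone oxidoreductase genes SiRe_0641, at -3.52, and SiRe_0642, at -3.37, which rose with NQO in E233S. Their lower levels with NQO in Δ*SisarnA* did not pass with only the groups compared (limma adjusted p = 0.051 and 0.148). Each library scaled to the same FPKM sum outside SiRe_0774 to SiRe_0888 gave 183 and 526 genes. Of 100 splits of the libraries drawn from 200, only the real one, 1 of 100, called 846 genes or more. The splits mix the strains within each treatment. They therefore test for any difference between the strains, and cannot tell whether the NQO response differs. The highest other split called 809, and the 9 that came nearest all parted the NQO libraries by strain, while the highest with these libraries mixed called 50. Exchanging the strain labels in the untreated libraries alone, a split not drawn, called 1397. That exchange adds the strain differences of both treatments where the test subtracts them, so the strains differ with and without NQO, a structure of the samples that the splits cannot remove.

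Outside SiRe_0774 to SiRe_0888, 206 genes raised past the threshold by NQO in E233S and not in Δ*SisarnA* had a smaller response by the interaction test. Their median rise was 66.2 FPKM in E233S and 1.29 FPKM in Δ*SisarnA*. Scaling between libraries moves all genes alike. Between the strains with NQO, the 206 genes had a median log2 fold change of -1.30 and all genes tested -0.01. In the interaction, 406 genes had a higher response in Δ*SisarnA*. The 206 were chosen for a smaller response in Δ*SisarnA*, so that choice set the sign of their gap, and the gap is no test of scaling. A shift common to all genes cannot alone part genes in both directions, but such a shift on top of other changes stays open. Under median scaling 98.5% of the 206 kept the call, and 99% under equal FPKM sums outside the run, but neither could have taken it away: the median log2 difference of all genes, 0.01, became 0.03 and -0.13. The lower depth of the E233S_NQO libraries is argued against: 92.7% of the 206 kept the call with all libraries thinned to the smallest size implied by the FPKM. Thinning set 1 read to the same FPKM in each library, but reads in genes stayed unequal. Reads added evenly to all genes would raise the 206 as little as the 228 other genes with the lowest levels in E233S. Those rose by a median of 3.45 FPKM, and the ratio was 19.2, which argues against such reads for the median rise only. The 206 were chosen for their rise, and members at low levels are not covered by it. Genes listed at 0 numbered 103 to 120 in the E233S_NQO libraries, the shallowest, and 160 to 169 in the E233S libraries. A small even addition therefore stays open. A difference between the strains is a hypothesis that stays open too. It is not separable from the missing run, from the lower *pp2a* transcript of untreated Δ*SisarnA*, or from cultures that differ in growth. In untreated Δ*SisarnA*, 50 of these genes were higher than in E233S and 12 lower, with a median log2 fold change of 0.22, and with NQO the median was -1.30.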

How the results depend on the processing

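The fits on thinned reads and without SiRe_0774 to SiRe_0888 with FPKM as deposited were chosen after seeing the data. The other tests were set before the deposited file was opened. Among these, the fit with equal FPKM sums outside SiRe_0774 to SiRe_0888 was set after that run had been seen in Table S3. At an adjusted p alone, without a minimum fold, the counts were 391 higher and 418 lower for the deletion, 732 and 665 for NQO in E233S, 403 and 359 for NQO in Δ*SisarnA*, and 676 and 740 for the deletion with NQO, since the fold limit is gone. With a log2 difference past 1, the interaction gave 37 and 237. Leaving SiRe_0774 to SiRe_0888 out, which removes its genes, gave 15 genes lower for the deletion with equal FPKM sums and 11 with FPKM as deposited. Equal sums also gave 99 lower for NQO in Δ*SisarnA*, 52 higher for the deletion with NQO, and 183 higher for the interaction. With FPKM as deposited these were 61, 107, and 404, so they come from the scaling and not from the run. That scaling moved the median log2 fold change of all genes to -0.14 for NQO in Δ*SisarnA*, -0.20 for the deletion with NQO, and -0.13 for the interaction, from 0.00, -0.01, and 0.01.

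The correlation of the strains' NQO responses was 0.515 with a pseudocount of 0.1, 0.612 with 5, and 0.632 over genes with at least 10 FPKM, and the genes higher in both comparisons numbered 23 with a pseudocount of 5, whose cause was not tested. The other alternatives kept each count of genes within 1.5 times. Leaving out each library gave 63 to 90 higher and 93 to 97 lower for the deletion, 326 to 359 and 67 to 88 for NQO in E233S, 86 to 103 and 54 to 69 for NQO in Δ*SisarnA*, 101 to 110 and 317 to 334 for the deletion with NQO, and 318 to 403 and 366 to 419 for the interaction, a share not called in Δ*SisarnA* of 74.2 to 76.9%, a correlation of 0.551 to 0.577 (lowest without Δ*SisarnA* replicate 2), and an overlap of 31 to 48.

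Of the set tests, 18, 11, 12, 14, and 8 lists passed camera in the 5 comparisons (deletion, NQO in E233S, NQO in Δ*SisarnA*, deletion with NQO, and interaction). With an estimated correlation, 2, 0, 6, 1, and 0 did, and with fry, which compares no list with other genes, 29, 32, 21, 29, and 22. By fry the direction was reversed for CRISPR-Cas (adjusted p = 5.08e-05) and transporters (0.0412) in the deletion, replication with NQO in E233S (2.32e-05), and transporters in the deletion with NQO (0.0153) (cause not tested). Without SiRe_0774 to SiRe_0888, glycosyltransferases reversed in the deletion with NQO (adjusted p = 0.0487) and lost their call in the deletion (0.862), while 6 others became called: the genes around *SisarnA* (0.04) and arginine biosynthesis (0.0159) in the deletion, glycosyltransferases (0.0122) and sulfur metabolism (0.0421) with NQO in E233S, regulators in the deletion with NQO (0.0407), and glycosyltransferases in the interaction (0.0273). With only genes past a log2 fold change of 1, 1 metabolic list was enriched, not 3, with fewer genes counted.

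Replicate numbers are shared by the groups, but same-numbered libraries deviated together weakly if at all: of 18 pairs, 2 had a correlation over 0.1 (-0.156 to 0.119), and 7 of 12 libraries correlated best with their own number. With the number as a replicate block, 78 genes were higher and 95 lower for the deletion, all 186 named results kept their call, and 183 of 185 list results did, 2 becoming called. Of the named results, 181 kept their side of the threshold with limma-voom, 185 with a pseudocount of 0.1, 185 with median scaling, and 182 with equal sums, and none reversed in any of these. Replicates of one group differed by more than the sampling noise of reads, with a chi-square per gene of 4.73 to 28.4, averaged over genes. The pairs of Δ*SisarnA*_NQO, at 13.7, 17.5, and 28.4, lay above those of the other groups, which reached 10.8. Since limma took a common spread from all 4 groups, the standard errors of comparisons with Δ*SisarnA*_NQO may be too small.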

Differences from the paper's values

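The comparison without SiRe_0774 to SiRe_0888 and with FPKM as deposited was chosen after the values were seen. The paper gives 8 genes as lower in untreated Δ*SisarnA*, where 95 were found at its thresholds, 83 of them in SiRe_0774 to SiRe_0888. All alternatives set before the data were examined differ from it as well. At the same thresholds they gave 64 to 98 genes, or 15 without SiRe_0774 to SiRe_0888 and with equal FPKM sums, and 418 were lower at an adjusted p alone. Without SiRe_0774 to SiRe_0888 and with FPKM as deposited, chosen after seeing the values, 11 were lower, which is within 1.5 times the paper's count but drops the 72 genes of that run that the paper's own Table S3 calls lower in the rows at hand. In those 1375 rows of 2781, the paper's table calls 6 others lower and 36 higher, where 9 and 37 were found. The paper's 72 genes higher compare with 77 here.

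For SiRe_1880 (*upsF*), Table 1 of the paper gives a ratio of 25.64527 with NQO in E233S, where 14.1 was found, and none of the alternatives set before the data were examined comes within its range (10.3 with a pseudocount of 5 to 15.7 without E233S replicate 2). For the deletion with NQO the paper gives 1.34491 and 2.12 was found for *upsF*. There, equal FPKM sums without SiRe_0774 to SiRe_0888 (1.82) and the fit without Δ*SisarnA*_NQO replicate 3 (1.98) do not differ from it, and the others set before the data were examined do. The 4 ratios in the paper's row for SiRe_1880 are the same as those in its row for SiRe_0615 (*dpo2C*), for which 24.8 and 1.36 were found here. The remaining ratios of SiRe_1880 in the paper, 1.862119 for the deletion and 18.38993 for NQO in Δ*SisarnA*, compare with 1.3 and 23 found, within 1.5 times. A value was counted as different when it was both over 1.5 times the other and apart by more than the SD of the replicates, and by that none of the ratios of the other genes of Table 1, nor of the 7 folds in the text, was different. For a gene placed by its Table 1 ratios, this is no separate check.

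In the rows of Table S3 at hand, the paper calls 0 genes of SiRe_0774 to SiRe_0888 lower with NQO in E233S, and 1 was found. A pseudocount of 5, a mean of at least 10 FPKM, leaving out the run with equal FPKM sums, and leaving out E233S replicate 1 or 2 gave 0, as in the paper, and the other alternatives set before the data were examined gave 1.

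The paper states that the induction of *tfb3* and the *ups* genes by NQO was greater in Δ*SisarnA* than in E233S. Of these 6 genes, 3 had a larger log2 fold change with NQO in Δ*SisarnA* (*tfb3*, *upsX*, and *upsF*) and 3 a smaller one (*upsE*, *upsA*, and *upsB*), and no difference passed limma's interaction test (adjusted p = 0.0629 for *upsF*, the lowest). The levels with NQO, as against the induction, were higher in Δ*SisarnA* for *tfb3* and 4 of the 5 *ups* genes. Without NQO, the paper reports *upsX* mRNA by RT-qPCR, and its promoter activity, as higher in Δ*SisarnA*. In these libraries *upsX* had means of 36.6 FPKM in E233S and 37.9 FPKM in Δ*SisarnA* and did not pass limma's test. From its RNA-seq, the paper states that *orc1-2* did not change in untreated Δ*SisarnA*. By RT-qPCR, it reports *orc1-2* mRNA as higher in the untreated mutant but not with NQO, and its promoter assay as higher in both. Here *orc1-2* was called higher in Δ*SisarnA* with NQO as well, unlike that RT-qPCR result. The value without NQO compares with the paper's RNA-seq statement as follows. The log2 fold change of *orc1-2* in untreated Δ*SisarnA*, 0.55, passed limma's test (adjusted p = 1e-04) and lay below the paper's fold limit. It would not be listed there either.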

Other observations

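The tests of the small common share of the NQO level and the simulation of shared libraries with fold changes dealt among genes were chosen after the result was seen, and the lists, comparisons, and splits were not. Of the 7 archaellum genes SiRe_0118 to SiRe_0124, with NQO in E233S 5 were higher and 0 lower (6 and 0 adjusted over the list alone; camera adjusted p = 0.0326, and adjusted p = 0.200 with an estimated correlation), led by SiRe_0118 (type II secretion system F family) at 2.18 ± 0.39 and SiRe_0123 (hypothetical) at 1.90 ± 0.32 (log2 fold change ± standard error). With NQO in Δ*SisarnA*, none was higher and 3 lower (0 and 3 adjusted over the list alone; camera adjusted p = 0.0426, and adjusted p = 0.213 with an estimated correlation) and 4 did not pass. The response was shifted downward there by the interaction test for 6 of them (7 adjusted over the list alone; camera adjusted p = 0.000961, and adjusted p = 0.206 with an estimated correlation), led by SiRe_0122 (flagellar protein FlaG) at -3.92 ± 1.01 and SiRe_0121 (flagellar protein F) at -3.13 ± 0.44. With NQO in both strains, all 7 were lower in Δ*SisarnA* (7 adjusted over the list alone; camera adjusted p = 0.0101, and adjusted p = 0.181 with an estimated correlation). The flagellin gene SiRe_0124 was at 51.4 ± 6.92 FPKM in E233S_NQO and 19 ± 4.99 FPKM in Δ*SisarnA*_NQO (SD, n = 3). An alternative fit or a single library left out ended a call by limma, or moved a value by over 1.5-fold, for SiRe_0118 (NQO in E233S, log2 fold change 3.10 with a pseudocount of 0.1, 1.10 with a pseudocount of 5, 3.09 with limma-voom), SiRe_0122 (interaction, log2 fold change -6.24 with a pseudocount of 0.1, -2.20 with a pseudocount of 5, -4.98 with limma-voom, -5.06 without Δ*SisarnA*_NQO replicate 3) and SiRe_0121 (interaction, log2 fold change -4.13 with a pseudocount of 0.1, -1.61 with a pseudocount of 5, -3.80 with limma-voom).

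Of the 20 aminoacyl-tRNA synthetase genes, with NQO in E233S 1 was higher and 11 lower (1 and 11 adjusted over the list alone; camera adjusted p = 0.00621, and adjusted p = 0.333 with an estimated correlation), SIRE_RS07850 (tryptophan-tRNA ligase) at -0.88 ± 0.05 and SiRe_0280 (threonine-tRNA ligase) at -0.63 ± 0.09 (log2 fold change ± standard error). With NQO in Δ*SisarnA*, 6 were higher and 1 lower (8 and 2 adjusted over the list alone; camera adjusted p = 0.293), or 1 and 3 with equal FPKM sums outside SiRe_0774 to SiRe_0888. By the interaction test, where higher means a response shifted upward in Δ*SisarnA*, 15 were higher and 0 lower (16 and 0 adjusted over the list alone; camera adjusted p = 0.000158, and adjusted p = 0.326 with an estimated correlation), SIRE_RS07295 (proline-tRNA ligase) at 0.65 ± 0.13 and SIRE_RS09655 (phenylalanine-tRNA ligase subunit alpha) at 0.51 ± 0.11, or 7 and 0 with equal sums. In untreated Δ*SisarnA*, none was higher and 8 lower (0 and 9 adjusted over the list alone; camera adjusted p = 0.0319, and adjusted p = 0.382 with an estimated correlation). Of the 67 genes of ribosomal proteins, with NQO in Δ*SisarnA* 18 were higher and 0 lower (18 and 0 adjusted over the list alone; camera adjusted p = 0.000134, and adjusted p = 0.561 with an estimated correlation), and 6 and 2 with equal sums. For the deletion with NQO 33 were higher and 9 lower (33 and 10 adjusted over the list alone; camera adjusted p = 0.0162, and adjusted p = 0.709 with an estimated correlation), among them SIRE_RS08975 (50S ribosomal protein L24e) at 0.90 ± 0.22 and SiRe_0233 (50S ribosomal protein L13e) at -0.86 ± 0.21, but 11 and 19 with equal sums, so their direction depends on the scaling. Of the 13 RNA polymerase genes, 2 were higher and 2 lower (3 and 2 adjusted over the list alone; camera adjusted p = 0.661) in untreated Δ*SisarnA*, with SIRE_RS08990 (DNA-directed RNA polymerase subunit H) at 0.63 ± 0.12 and SiRe_1177 (DNA-directed RNA polymerase subunit K) at -0.58 ± 0.12, and of the 33 rRNA and tRNA genes 3 were higher and 0 lower (2 and 0 adjusted over the list alone; camera adjusted p = 0.152), with SIRE_RS05855 (tRNA-Gln) at 2.35 ± 0.48 and SIRE_RS09045 (tRNA-Ser) at 0.85 ± 0.19.

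Of the 30 sulfur metabolism genes, with NQO in E233S 14 were higher and 5 lower (14 and 5 adjusted over the list alone; camera adjusted p = 0.0523). With NQO in Δ*SisarnA*, 3 were higher and 6 lower (3 and 6 adjusted over the list alone; camera adjusted p = 0.34), or 0 and 12 with equal FPKM sums outside SiRe_0774 to SiRe_0888, and by the interaction test 2 were higher and 13 lower (2 and 13 adjusted over the list alone; camera adjusted p = 0.0133, and adjusted p = 0.24 with an estimated correlation), SiRe_0659 (sulfurtransferase TusA family) at -2.93 ± 0.48 and SiRe_0970 (CoB-CoM heterodisulfide reductase iron-sulfur subunit B family) at -2.43 ± 0.11. Of the 18 purine biosynthesis genes, 2 were higher and 10 lower (2 and 10 adjusted over the list alone; camera adjusted p = 0.00775, and adjusted p = 0.342 with an estimated correlation) with NQO in E233S and 9 were higher and 2 lower (11 and 2 adjusted over the list alone; camera adjusted p = 0.0222, and adjusted p = 0.419 with an estimated correlation) by the interaction test, with SiRe_0640 (GMP synthase) at -1.98 ± 0.17 and SiRe_1379 (phosphoribosylformylglycinamidine synthase subunit PurL) at 0.94 ± 0.12. Of the 19 genes of the TCA and glyoxylate cycle, 13 were higher and 0 lower (13 and 1 adjusted over the list alone; camera adjusted p = 0.000874, and adjusted p = 0.277 with an estimated correlation) for the deletion with NQO, or 10 and 4 with equal FPKM sums, SIRE_RS12425 (2-oxoacid:ferredoxin oxidoreductase subunit beta) at 0.98 ± 0.06 and SIRE_RS13240 (lactate/malate dehydrogenase family) at 0.95 ± 0.15, and of the 42 of the respiratory chain 22 were higher and 7 lower (23 and 7 adjusted over the list alone; camera adjusted p = 0.00474, and adjusted p = 0.181 with an estimated correlation), SiRe_0607 (cytochrome b subunit B) at -2.47 ± 0.41 and *soxL2* (Rieske iron-sulfur protein SoxL2) at 1.46 ± 0.12. With NQO in E233S, 12 were higher and 7 lower (12 and 7 adjusted over the list alone; camera adjusted p = 0.525) of the 33 acyl-CoA genes, SiRe_0306 (acyl-CoA dehydrogenase family) at 2.08 ± 0.37 and SIRE_RS10695 (acyl-CoA/acyl-ACP dehydrogenase) at 2.02 ± 0.11, and 3 were higher and 9 lower (3 and 10 adjusted over the list alone; camera adjusted p = 0.107) of the 15 of arginine biosynthesis, SIRE_RS08245 (ornithine cyclodeaminase family) at 0.88 ± 0.07 and SIRE_RS09435 ([LysW]-aminoadipate/[LysW]-glutamate kinase) at -0.73 ± 0.09. For the deletion with NQO, 4 were higher and 0 lower (4 and 0 adjusted over the list alone; camera adjusted p = 0.00289, and adjusted p = 0.213 with an estimated correlation) of the 4 genes SiRe_1459 to SiRe_1462, and 3 were higher and 0 lower (3 and 1 adjusted over the list alone; camera adjusted p = 0.121) of the 4 genes SiRe_2310 to SiRe_2313, or 3 and 1 with equal sums. Of SiRe_2307 to SiRe_2309 none was called by limma (0 by an unadjusted p and 0 by limma-voom). An alternative fit or a single library left out ended a call by limma, or moved a value by over 1.5-fold, for SiRe_0607 (deletion with NQO, log2 fold change -3.83 with a pseudocount of 0.1, -1.29 with a pseudocount of 5, -3.12 with limma-voom) and SiRe_0306 (NQO in E233S, log2 fold change 1.24 with a pseudocount of 5).

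Of 31 CRISPR-Cas genes, 12 were higher and 3 lower (13 and 3 adjusted over the list alone; camera adjusted p = 0.0319, and adjusted p = 0.232 with an estimated correlation) in untreated Δ*SisarnA*, and 16 did not pass, while outside SiRe_0774 to SiRe_0888 12 of 29 were higher and 1 was lower, SiRe_0772 (CRISPR-associated endoribonuclease Cas6) at 1.00 ± 0.18 and SiRe_0765 (CRISPR locus-related DNA-binding) at 0.87 ± 0.17. The 2 members in the run, SiRe_0811 and SiRe_0884, fell from 113 ± 9.28 FPKM and 52 ± 5.48 FPKM (SD, n = 3) in E233S to 0 FPKM and 0.0745 ± 0.129 FPKM in Δ*SisarnA*. The median log2 fold change of the list was 0.34 and its mean -0.08, with the opposite sign. With NQO, 13 were higher and 3 lower (13 and 3 adjusted over the list alone; camera adjusted p = 0.11) in E233S and 4 were higher and 9 lower (6 and 10 adjusted over the list alone; camera adjusted p = 0.277) in Δ*SisarnA*, or 3 and 15 in Δ*SisarnA* with equal FPKM sums outside the run. By the interaction test 1 was higher and 12 lower (1 and 12 adjusted over the list alone; camera adjusted p = 0.00698, and adjusted p = 0.282 with an estimated correlation) and 18 did not pass, SiRe_1245 (CRISPR-associated protein Cas4) at -2.63 ± 0.52, SiRe_0772 (CRISPR-associated endoribonuclease Cas6) at -1.99 ± 0.26, and SiRe_0771 (type I-A CRISPR-associated protein CsaX) at -1.95 ± 0.20. Of the 16 toxin-antitoxin genes, none was higher and 3 lower (0 and 3 adjusted over the list alone; camera adjusted p = 0.168) in the interaction, with SiRe_0402 (VapC family toxin) at -2.02 ± 0.16 and SiRe_0373 (VapC family toxin) at -1.82 ± 0.37. Of 65 transposase genes, 17 were higher and 3 lower (16 and 3 adjusted over the list alone; camera adjusted p = 0.11) with NQO in E233S, SIRE_RS13660 (IS1 family transposase) at 4.21 ± 0.49 and SIRE_RS00655 (IS1 family transposase) at 3.79 ± 0.81, where copies share reads and single genes are uncertain. Of the 7 virus and plasmid genes, 1 was higher and 1 lower (1 and 1 adjusted over the list alone; camera adjusted p = 0.924) with NQO in E233S, SiRe_1325 (putative integrase) at 1.56 ± 0.50 and SIRE_RS08260 (tyrosine-type recombinase/integrase) at -0.90 ± 0.10. Within SiRe_0774 to SiRe_0888, 22 were higher and 5 lower (18 and 4 adjusted over the list alone; camera adjusted p = 0.16) with NQO in E233S, SIRE_RS14685 (hypothetical) at 4.07 ± 0.20 and SiRe_0794 (hypothetical) at 2.76 ± 0.32. An alternative fit or a single library left out ended a call by limma, or moved a value by over 1.5-fold, for SIRE_RS13660 (NQO in E233S, log2 fold change 3.09 with a pseudocount of 5), SIRE_RS00655 (NQO in E233S, log2 fold change 5.03 with a pseudocount of 0.1, 2.65 with a pseudocount of 5, 2.93 without E233S replicate 3), SiRe_1325 (NQO in E233S, log2 fold change 2.21 without E233S replicate 1, adjusted p = 0.086 without E233S replicate 2, 0.0835 without E233S replicate 3, 0.0509 without E233S_NQO replicate 1, 0.0513 without E233S_NQO replicate 2) and SiRe_0794 (NQO in E233S, log2 fold change 2.09 with a pseudocount of 5).

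The 2 chromatin protein genes rose in untreated Δ*SisarnA*, SiRe_1111 (chromatin protein Cren7) at 0.97 ± 0.30 and SiRe_1125 (DNA-binding protein Alba) at 0.74 ± 0.22 (2 adjusted over the list alone; camera adjusted p = 0.184). Of the 13 genes of oxidative stress defence, 8 were higher and 1 lower (8 and 1 adjusted over the list alone; camera adjusted p = 0.0162, and adjusted p = 0.181 with an estimated correlation) for the deletion with NQO, or 7 and 3 with equal FPKM sums, SiRe_0725 (peroxiredoxin) at 1.66 ± 0.13 and SiRe_0981 (thioredoxin family) at -0.97 ± 0.15. Of the 7 chaperone genes, 4 were higher and 0 lower (4 and 0 adjusted over the list alone; camera adjusted p = 0.122) in the interaction, or 0 and 0 with equal sums, SIRE_RS11390 (thermosome subunit) at 0.41 ± 0.12 and SiRe_1279 (prefoldin subunit beta) at 0.40 ± 0.10. Of the 23 replication genes, 6 were higher and 3 lower (7 and 3 adjusted over the list alone; camera adjusted p = 0.258) in the interaction, or 3 and 5 with equal sums, SiRe_1176 (DNA topoisomerase I) at -1.19 ± 0.13 and SiRe_0178 (ribonuclease HII) at 0.69 ± 0.15. Of the 14 DNA repair genes, 6 were higher and 2 lower (6 and 2 adjusted over the list alone; camera adjusted p = 0.183), or 3 and 2 with equal sums, SiRe_0094 (DNA double-strand break repair nuclease NurA) at 1.58 ± 0.17 and SiRe_0582 (DNA double-strand break repair nuclease NurA) at -1.02 ± 0.17. An alternative fit or a single library left out ended a call by limma, or moved a value by over 1.5-fold, for SiRe_1111 (deletion, adjusted p = 0.0509 without a trend, 0.0984 without E233S replicate 2, 0.0896 without E233S replicate 3, 0.113 without Δ*SisarnA* replicate 1), SiRe_1125 (deletion, adjusted p = 0.0596 without E233S replicate 1, 0.0773 without E233S replicate 2, 0.0595 without E233S replicate 3, 0.0802 without Δ*SisarnA* replicate 1, 0.0542 without Δ*SisarnA* replicate 2, 0.0533 without Δ*SisarnA* replicate 3), SIRE_RS11390 (interaction, adjusted p = 0.107 with equal FPKM sums, 0.0547 without E233S replicate 3, 0.0509 without E233S_NQO replicate 2) and SiRe_1279 (interaction, adjusted p = 0.106 with equal FPKM sums).

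Of the 72 regulator genes, 27 were higher and 15 lower (27 and 15 adjusted over the list alone; camera adjusted p = 0.196) with NQO in E233S, *tfb3* (transcription initiation factor IIB family) at 4.59 ± 0.16 and SiRe_0337 (Lrp/AsnC family transcriptional regulator) at 3.50 ± 0.32. Of the 10 genes of pilins and type IV pili, which include *ups* and *arl* genes, 6 were higher and 3 lower (6 and 3 adjusted over the list alone; camera adjusted p = 0.16) with NQO in E233S, *upsE* (type II/IV secretion system ATPase subunit) at 5.24 ± 0.12 and *upsF* (type II secretion system F family) at 3.82 ± 0.19. Of 145 transporter genes, 15 were higher and 39 lower (16 and 44 adjusted over the list alone; camera adjusted p = 0.0276, and adjusted p = 0.561 with an estimated correlation) with NQO in Δ*SisarnA*, or 10 and 56 with equal sums, SIRE_RS11595 (MFS transporter) at 2.58 ± 0.20 and SIRE_RS14505 (sugar ABC transporter permease) at 1.80 ± 0.46. Of the 37 glycosyltransferase and S-layer genes, 8 were higher and 18 lower (9 and 18 adjusted over the list alone; camera adjusted p = 0.00468, and adjusted p = 0.131 with an estimated correlation) for the deletion with NQO, and outside SiRe_0774 to SiRe_0888 8 of 20 were higher and 1 was lower. The largest changes lie in that run, SiRe_0787 at 381 ± 33.3 FPKM (SD, n = 3) in E233S_NQO and 0 FPKM in Δ*SisarnA*_NQO, and SiRe_0876 at 213 ± 13.8 FPKM and 0 FPKM. Of the 11 genes around *SisarnA*, 1 was higher and 6 lower (1 and 7 adjusted over the list alone; camera adjusted p = 0.0326, and adjusted p = 0.241 with an estimated correlation) with NQO in E233S, SiRe_1011 (VWA domain-containing) at -1.14 ± 0.08 and SiRe_1012 (tRNA (guanine-N1)-methyltransferase) at -1.14 ± 0.12. Over all lists and comparisons, the median, mean, and test of 25 of 185 results were not all of one sign, 1 of them past camera (CRISPR-Cas in untreated Δ*SisarnA*). An alternative fit or a single library left out ended a call by limma, or moved a value by over 1.5-fold, for SiRe_0337 (NQO in E233S, log2 fold change 2.88 with a pseudocount of 5) and SIRE_RS14505 (NQO in Δ*SisarnA*, log2 fold change 4.69 with a pseudocount of 0.1, adjusted p = 0.0656 with a pseudocount of 5, 0.0938 with limma-voom, 0.0752 with thinned reads).

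With NQO in both strains, SIRE_RS10125 (hypothetical protein) was the most raised in Δ*SisarnA* of the genes named by rule, at a log2 fold change of 4.09 (standard error 0.07, adjusted p = 7.1e-13), followed by the MFS transporter gene SiRe_0697 at 3.24 ± 0.07. Among the lower were SIRE_RS14785 (hypothetical protein) at -5.52 ± 0.57, SiRe_0131 (CopG family) at -4.07 ± 0.51, SiRe_0917 (HEPN domain) at -4.06 ± 0.33, SIRE_RS10075, annotated as MoaB of molybdenum cofactor synthesis, at -3.71 ± 0.12, and SIRE_RS10375 (acetate-CoA ligase) at -3.38 ± 0.12. An alternative fit or a single library left out ended a call by limma, or moved a value by over 1.5-fold, for SIRE_RS14785 (deletion with NQO, log2 fold change -6.89 with a pseudocount of 0.1, -4.11 with a pseudocount of 5, -6.16 without Δ*SisarnA*_NQO replicate 2, -4.84 without Δ*SisarnA*_NQO replicate 3).

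For 21 genes with at least a 10-fold rise with NQO in both strains and at least 100 FPKM in Δ*SisarnA*_NQO, the untreated Δ*SisarnA* mean was 1.03 (*upsX*) to 10.7 (SiRe_0670) times that of E233S, and *upsX* and *upsF* did not pass the test. The untreated Δ*SisarnA* level lay above that of E233S by a median of 2.41% of the rise from E233S to Δ*SisarnA*_NQO (quartiles 2.06 and 2.66%; 2.9, 2.38, and 1.71% in Δ*SisarnA* replicates 1, 2, and 3). Reads of the E233S_NQO libraries are argued against as a source, since they would bring 3605 reads of SiRe_0774 to SiRe_0888, and 29 were found, a ratio of 0.00805. Reads or RNA of the Δ*SisarnA*_NQO cultures could give such a share, but then alike in every gene. In *upsX*, the gene used for this test, it was 0.182% (standard error 0.641%), which by the limit set cannot decide, so this source stays open. SIRE_RS08720, at 0.985% (0.312%), and SiRe_0589, at 3.81% (0.553%), lie near the ends of the 21 genes. They were picked by their values, so no conclusion is drawn from them. A small part of the cells in the induced state may give the same picture: the share varied less across genes than the deletion fold, with a ratio of their coefficients of variation of 0.511. A weak rise in all cells stays open too, since RNA of whole cultures cannot separate them.

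For each comparison of 2 groups, only the real one, 1 of 10 splits, gave as many genes past the threshold, and 10 splits are too few for a share under 0.05. The counts were 174 for the deletion (highest other split 0), 428 for NQO in E233S (0), 142 for NQO in Δ*SisarnA* (1), and 432 for the deletion with NQO (0), from fits to the groups compared alone. Across genes, the fold changes of the deletion and of NQO in E233S, which share the 3 untreated E233S libraries, had a covariance of 0.138, where simulated unchanged groups gave 0.0324, and a correlation of 0.135, or 0.26 outside SiRe_0774 to SiRe_0888, where simulated groups gave 0.504. One gene fell past the threshold in both, where independent lists share 2.67.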
